# Dynamics of mRNA fate during light stress and recovery: from transcription to stability and translation

**DOI:** 10.1111/tpj.16531

**Published:** 2023-11-10

**Authors:** Aaron B. Smith, Diep R. Ganguly, Marten Moore, Andrew F. Bowerman, Yoshika Janapala, Nikolay E. Shirokikh, Barry J. Pogson, Peter A. Crisp

**Keywords:** mRNA stability, translation, light stress, recovery, *Arabidopsis thaliana*

## Abstract

Transcript stability is an important determinant of its abundance and, consequently, translational output. Transcript destabilisation can be rapid and is well suited for modulating the cellular response. However, it is unclear the extent to which RNA stability is altered under changing environmental conditions in plants. We previously hypothesised that recovery‐induced transcript destabilisation facilitated a phenomenon of rapid recovery gene downregulation (RRGD) in *Arabidopsis thaliana* (Arabidopsis) following light stress, based on mathematical calculations to account for ongoing transcription. Here, we test this hypothesis and investigate processes regulating transcript abundance and fate by quantifying changes in transcription, stability and translation before, during and after light stress. We adapt syringe infiltration to apply a transcriptional inhibitor to soil‐grown plants in combination with stress treatments. Compared with measurements in juvenile plants and cell culture, we find reduced stability across a range of transcripts encoding proteins involved in RNA binding and processing. We also observe light‐induced destabilisation of transcripts, followed by their stabilisation during recovery. We propose that this destabilisation facilitates RRGD, possibly in combination with transcriptional shut‐off that was confirmed for *HSP101*, *ROF1* and *GOLS1*. We also show that translation remains highly dynamic over the course of light stress and recovery, with a bias towards transcript‐specific increases in ribosome association, independent of changes in total transcript abundance, after 30 min of light stress. Taken together, we provide evidence for the combinatorial regulation of transcription and stability that occurs to coordinate translation during light stress and recovery in Arabidopsis.

## Significance Statement

We provide a method for administering the transcriptional inhibitor, cordycepin, to mature Arabidopsis leaves. We study changes in mRNA stability and translation during light stress and recovery.

## INTRODUCTION

Responses to stress have been the subject of much research; however, the post‐stress recovery phase has been understudied and is likely to be equally complex and dynamic. Often, the molecular changes that occur at the onset of stress are protective in nature and divert resources away from growth and reproduction. Recovery, therefore, serves the purpose of resetting these protective processes in order to maximise growth potential. A balance is required between such resetting and maintaining the expression of acclimatory proteins (Bäurle & Trindade, 2020; Crisp et al., 2016). Indeed, it may be inefficient to maintain protective mechanisms indefinitely as demonstrated by the growth penalty incurred by some stress‐tolerant plant lines (Mickelbart et al., 2015). For instance, activity of the K^+^ efflux antiporter 3 (KEA3) was found to be important for relaxation of the energy‐dependent portion of non‐photochemical quenching (qE) following light stress (Armbruster et al., 2014). Increasing *KEA3* expression resulted in faster qE relaxation, in turn resulting in enhanced photosystem II efficiency under fluctuating light (Armbruster et al., 2016), which can influence CO_2_ fixation and biomass accumulation (Kromdijk et al., 2016). This example highlights the potential in optimising stress recovery in food crops.

Transcriptome resetting has been characterised during recovery from multiple stressors. For example, sulphur starvation in Arabidopsis led to the upregulation of many sulphur metabolism‐associated genes, which returned to pre‐stress levels within 3 h of resupply (Bielecka et al., 2014). Recovery of rice from phosphate starvation occurred within one day of resupply, although full recovery took 31 days in line with re‐establishing the original phosphate content (Secco et al., 2015). On the contrary, rice recovered from submergence within hours (Locke et al., 2018). We previously highlighted that the Arabidopsis transcriptome is rapidly reset following light stress, whereby stress‐induced mRNAs are downregulated to pre‐stress levels within 30 min; a phenomenon termed rapid recovery gene downregulation (RRGD) (Crisp et al., 2017). Of note, the observation that RRGD loci exhibited far shorter half‐lives during recovery compared with steady‐state measurements (Narsai et al., 2007), suggesting transcript‐specific destabilisation. The ability to rapidly alter the composition of the transcriptome gains particular importance during stress, when factors such as dehydration, heat and oxidative stress can cause extensive cellular damage. While transcription can be adjusted to produce stress‐associated transcripts, post‐transcriptional changes, including modulating mRNA stability, are likely to permit faster changes in abundance; a valuable feature when a rapid response is required (Pérez‐Ortín et al., 2007). Subtle shifts in stability can also greatly affect the ultimate number of mRNA molecules per cell over time (Ross, 1995). It is worth noting that recovery is more than just the resumption of pre‐stress gene regulation, as a diversity of recovery‐induced gene expression programmes is evident (Crisp et al., 2017; Yeung et al., 2018). For example, the downregulation of stress‐induced transcripts during recovery is accompanied by the upregulation of distinct genes, the products of which may play roles in recovery. This includes genes encoding RNA decay factors, such as the deadenylase‐encoding *CAF1* (Crisp et al., 2017). Whether these transcripts are translated proportional to their upregulation is unclear, but it may indicate a rapid means of re‐establishing pre‐stress cellular conditions.

There is increasing evidence that mRNA stability is altered during plant stress responses. Under high salinity, *N* ^6^‐methyladenosine promotes stabilisation of transcripts encoding salinity‐associated proteins (Kramer et al., 2020). During cold stress, coordinated changes in DNA transcription and mRNA stability culminated into faster changes in overall expression of cold‐responsive genes (Arae et al., 2017). Transcript degradation during stress appears to utilise the 5′ → 3′ RNA decay pathway through the activity of decapping proteins and their enhancers (DCP1, DPC2, DCP5 and VCS), and exoribonuclease (XRN) 4. For example, 5′ → 3′ RNA decay has been implicated in thermal acclimation (Merret et al., 2013; Nguyen et al., 2015), photomorphogenesis (Jang et al., 2019), pathogen resistance (Yu et al., 2019), ABA signalling (Wawer et al., 2018) and osmotic stress (Soma et al., 2017; Xu & Chua, 2012). Inhibition of the nuclear XRNs, resulting in RNA polymerase II read‐through into stress‐associated genes, has also been associated with drought tolerance (Crisp et al., 2018; Estavillo et al., 2011). These studies highlight the biological importance and potential specificity of the RNA decay machinery.

Translation is intimately tied with RNA decay in both cooperative and antagonistic ways (Roy & Jacobson, 2013). Competition for the 5′ cap can be a key determinant of mRNA stability, and high ribosome density and translation speed can commonly be an indicator of elevated stability (Chan et al., 2018; Hanson et al., 2018; Schwartz & Parker, 2000), although the inverse relationship has also been observed (Dave et al., 2023; Tuck et al., 2020). Conversely, co‐translational decay can degrade transcripts bound to ribosomes that are stalled or elongating at a slowed rate, thereby permitting ribosome recycling and ensuring the fidelity of produced peptides (Hou et al., 2016; Merret et al., 2015; Yu et al., 2016). We previously provided evidence for elevated co‐translational decay of light‐induced transcripts in Arabidopsis during recovery (Crisp et al., 2017). Notably, changes in co‐translational decay can also occur over plant development to influence translation in a transcript‐specific manner (Carpentier et al., 2020). Preferential translation may also permit a cell to make rapid changes in protein levels independently of transcription (Muñoz & Castellano, 2012). In order to prioritise resources during adverse conditions, translation is often globally repressed with the exception of a subset of transcripts required for stress responses (Chen et al., 2021; Juntawong et al., 2014). The repression of translation can involve degradation or transcriptional repression of genes encoding ribosomal proteins or translational factors (Munchel et al., 2011; Sheikh et al., 1999); however, a more rapid response is facilitated through dissociation of transcripts from initiation factors and ribosomes (Bresson et al., 2020; Liu & Qian, 2014). In many cases, the disassembly of polysomes is associated with the formation of cytoplasmic foci called stress granules, which store complexes of translationally inert mRNAs, translation initiation factors and other RNA‐binding proteins, thereby preventing their shuttling to, and degradation at, processing bodies (Chantarachot & Bailey‐Serres, 2018). Upon removal of the stress, transcriptional upregulation of the translation machinery occurs, likely to resume pre‐stress protein production (Yeung et al., 2018). This may be aided by the release of transcripts encoding ribosomal proteins from stress granules. For example, Arabidopsis heat shock proteins promote the disassembly of stress granules following heat stress, allowing stored mRNAs encoding initiation factor complexes to commence translation (Merret et al., 2017).

We hypothesise that mRNA stability and translation are combinatorially modulated during recovery from light stress, which contributes to the resetting of protective mechanisms by shaping the cellular RNA pool available for translation. Previously, we were not able to assess whether the stability of individual transcripts shifted between unstressed, stressed and recovery using conventional methods. An ongoing challenge with examining mRNA stability during stress is delineating changes in stability from changes in transcription. Accurate measurements of RNA decay require either cessation of transcription, through the use of transcriptional inhibitors, or *in vivo* labelling of mRNAs. The treatment of plants undergoing stress is limited by the nature and duration of the stress being examined. For example, delivery of RNA analogues via root feeding requires at least 1 h (Szabo et al., 2020), which is unsuitable for measurements with short‐term, transient stresses such as high light in which the transcriptome changes within minutes (Vogel et al., 2014). Previous attempts to model RNA half‐life in the absence of these treatments have had some success, but were heavily limited to upregulated transcripts that displayed stepwise reductions in abundance (Crisp et al., 2017).

To address the aforementioned shortcomings in prior reports, we established a method to perform transcriptional inhibition in leaves of mature soil‐grown plants using syringe infiltration of the transcriptional inhibitor, cordycepin. This enabled us to compare genome‐wide changes in mRNA stability between stress and recovery conditions *in situ*. We paired these with measurements of precursor mRNA (pre‐mRNA) levels, as a proxy for transcriptional changes, and with translation rates, by profiling ribosome‐associated mRNA during light stress and recovery. This combinatorial strategy revealed that RRGD was facilitated by an interplay between regulation of transcription and mRNA stability. While total mRNA abundance tracked with polysome‐associated RNA levels (i.e. translation), this relationship was uncoupled during late light stress and early recovery, suggesting the occurrence of translational re‐organisation.

## RESULTS

### Locus‐specific changes in transcription are evident during light stress and recovery

To determine whether transcriptional changes contribute to RRGD, we quantified changes in both pre‐mRNA and mRNA for three RRGD genes (Crisp et al., 2017): *HSP101* (*AT1G74310*), *ROF1* (*AT3G25230*) and *GOLS1* (*AT2G47180*). These were tracked during 60 min of high light (HL) followed by either 30 min of recovery (REC), or an additional 30 min of HL (Figure S1). In general, changes in pre‐mRNA mirrored those in mRNA during HL and REC. However, during REC, both *HSP101* and *ROF1* pre‐mRNA levels dropped below pre‐stress levels, suggestive of decreased transcription. During the same period, *ROF1* and *HSP101* mRNA levels remained elevated over pre‐stress levels by approximately fourfold and eightfold, respectively. In contrast, *GOLS1* pre‐mRNA levels followed mRNA levels more closely during REC, and never dropped below pre‐stress levels. Nonetheless, in the case of continued HL stress, pre‐mRNA levels of all three genes remained elevated compared with pre‐stress and REC. This suggests that locus‐specific transcriptional changes contribute towards RRGD.

### Syringe infiltration of cordycepin effectively inhibits transcription in mature leaves

We next sought to quantify *in planta* transcript half‐lives in mature soil‐grown plants during stress and recovery. Owing to the limitations of existing methods, half‐life measurements are typically performed on juvenile seedlings, grown on nutrient‐rich media, or with cell culture (Chantarachot et al., 2020; Narsai et al., 2007; Sorenson et al., 2018; Szabo et al., 2020). While these systems allow for the effective administration of transcriptional inhibitors (e.g. cordycepin or actinomycin D) or uridine analogues for pulse labelling, they do not allow for studies of mature soil‐grown plants alongside applications of external stimuli (e.g. abiotic stress). Therefore, it is currently unclear whether existing measurements of RNA half‐lives are reflective of mature soil‐grown plants. To address these limitations, we developed a method of administering cordycepin that allowed for the simultaneous application of stress treatments. Syringe infiltration was considered a viable procedure for administering cordycepin into the cells of mature Arabidopsis leaves, which presented two advantages. First, it allowed for *in situ* treatment of soil‐grown plants during light stress. Second, since the treatment was applied to individual leaves, a mock treatment could be applied to a separate leaf on the same plant as a control. We could also test for systemic effects by comparing these responses to a third untreated leaf.

We first evaluated the ability to inhibit transcription by using syringe infiltration into individual leaves before exposure to light stress and measurement of light‐responsive gene induction by qRT‐PCR (Figure 1). While strong induction of *HSP101* and *HSP17.4B* was observed when infiltrated with a mock buffer, this was dramatically attenuated when infiltrated with cordycepin for 10 min (Figure 1a,b). For example, *HSP101*, which was upregulated 375‐fold after 30 min of high light in mock‐treated leaves, was only elevated 4.5‐fold in the presence of cordycepin. This equated to a 98.8% attenuation of the response. A similar block of induction was observed for *HSP17.4B*. We next examined how long cordycepin remained effective after infiltration into mature plant leaves, an important consideration for RNA half‐life measurements. Leaves were infiltrated with cordycepin for 10, 30, or 60 min under unstressed (US) conditions, before exposure to 15 min of stress, with efficacy measured via induction of *HSP101* (Figure 1c). Relative to the 32‐fold induction in the absence of cordycepin, the highest induction (or lowest attenuation) achieved was approximately eightfold when light stress was applied after 60 min of cordycepin incubation, equating to 75% inhibition. However, substantial transcriptional inhibition was observed after 10 (3.8‐fold induction, 88% inhibition) and 30 min (1.5‐fold induction, 95% inhibition) of incubation. It was uncertain whether the application of cordycepin to one leaf could cause systemic effects, which would affect the ability to mock infiltrate a separate leaf on the same plant as an internal control. We tested this by comparing gene induction in response to 15‐min light stress in non‐infiltrated and mock‐treated leaves of separate plants subject to different treatments (Figure 1d). These included untreated (U), mock infiltration (M) or mock infiltration on one leaf and cordycepin infiltration on a second leaf (M + C) on the same plant. Additionally, a non‐infiltrated leaf was also taken from each plant for comparison. For non‐infiltrated leaves, no significant difference in *HSP101* induction was observed between treatment regimes (anova, *P* = 0.216), nor for mock‐treated leaves (unpaired Student's *t*‐test, *P* = 0.633). But in both cases, incremental increases in mean expression were observed as the number of infiltrated leaves per plant increased. While not statistically significant, this suggested that the infiltration itself could stimulate stress‐responsive genes. Critically, it was clear that transcriptional inhibition following application of cordycepin did not impair the induction of genes profiled in distal untreated or mock‐infiltrated leaves (compare to Figure 1c – 10 min). Taken together, we concluded that syringe infiltration presented an effective means of cordycepin administration to inhibit transcription in Arabidopsis leaves.

**Figure 1:**
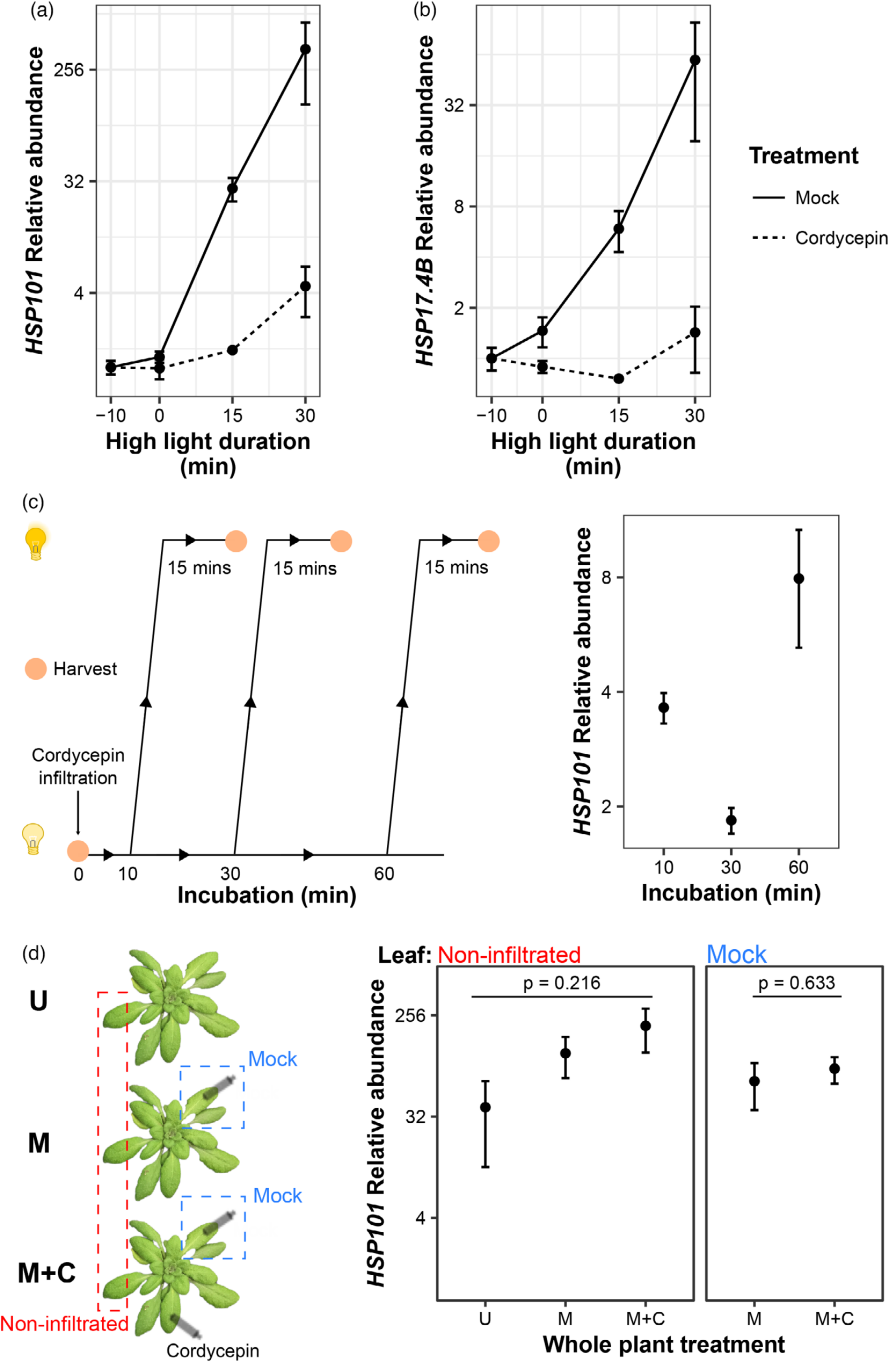
Syringe infiltration of cordycepin inhibits high light‐induced transcription without introducing systemic effects. (a, b) High‐light induction of *HSP101* and *HSP17.4B* was measured over 30 min following infiltration of individual leaves with mock or cordycepin solution. Points denote means, error bars denote standard error of the mean (*n* = 2). (c) Arabidopsis plants were syringe infiltrated with cordycepin and then incubated for 10, 30, and 60 min before exposure to 15 min of high light (*n* = 3). (d) Arabidopsis plants were subject to three different infiltration regimes: untreated (U), mock infiltration (M), or mock and cordycepin infiltration (M + C), on independent leaves. Treatment was followed by 15 min of light stress prior to sampling untreated and mock‐infiltrated leaves. Points denote means; error bars denote standard error of the mean (*n* = 3).

### Transcripts with reduced stability in mature leaves encode proteins involved in RNA processing and post‐transcriptional regulation

With a functional cordycepin assay established for use under high light, a mRNA‐sequencing time course was performed to estimate RNA decay under US, HL, and REC conditions (Figure 2). In each instance, infiltration of the mock or cordycepin solution was followed by harvesting at 10‐min intervals (Figure 2a). Based on our data, our first sample was taken after 10 min of incubation to ensure effective transcriptional inhibition was achieved prior to sampling (Figure 1c). Since we did not sample immediately upon cordycepin treatment (i.e. *t*_0_), we measured the extent to which this would impact RNA half‐life estimation. Examining a previous cordycepin time course in Col‐0 (therein termed *sov*) (Sorenson et al., 2018), we performed log‐linear regression on normalised and scaled transcript abundances to calculate half‐lives when *t*_0_ was included or omitted (Figure S2a). The omission of *t*_0_ reduced the number of genes able to be statistically modelled (*P* < 0.05) from 16 659 to 16 032. However, for the 15 765 genes modelled in both scenarios (with and without *t*_0_), a high correlation in half‐life was observed (Pearson's *r* = 0.99, *R* ^2^ = 0.98). Similar results were observed when both *t*_0_ and *t*_7.5_ were omitted (13 366 genes, Pearson's *r* = 0.97, *R* ^2^ = 0.94). This analysis suggests that the omission of *t*_0_ will reduce the number of genes that can be modelled across each of our time courses. Critically, however, for those genes that are captured, the half‐life estimates will be negligibly affected. Therefore, this sampling approach was considered suitable for our purpose of quantifying changes in RNA half‐life under different conditions.

**Figure 2:**
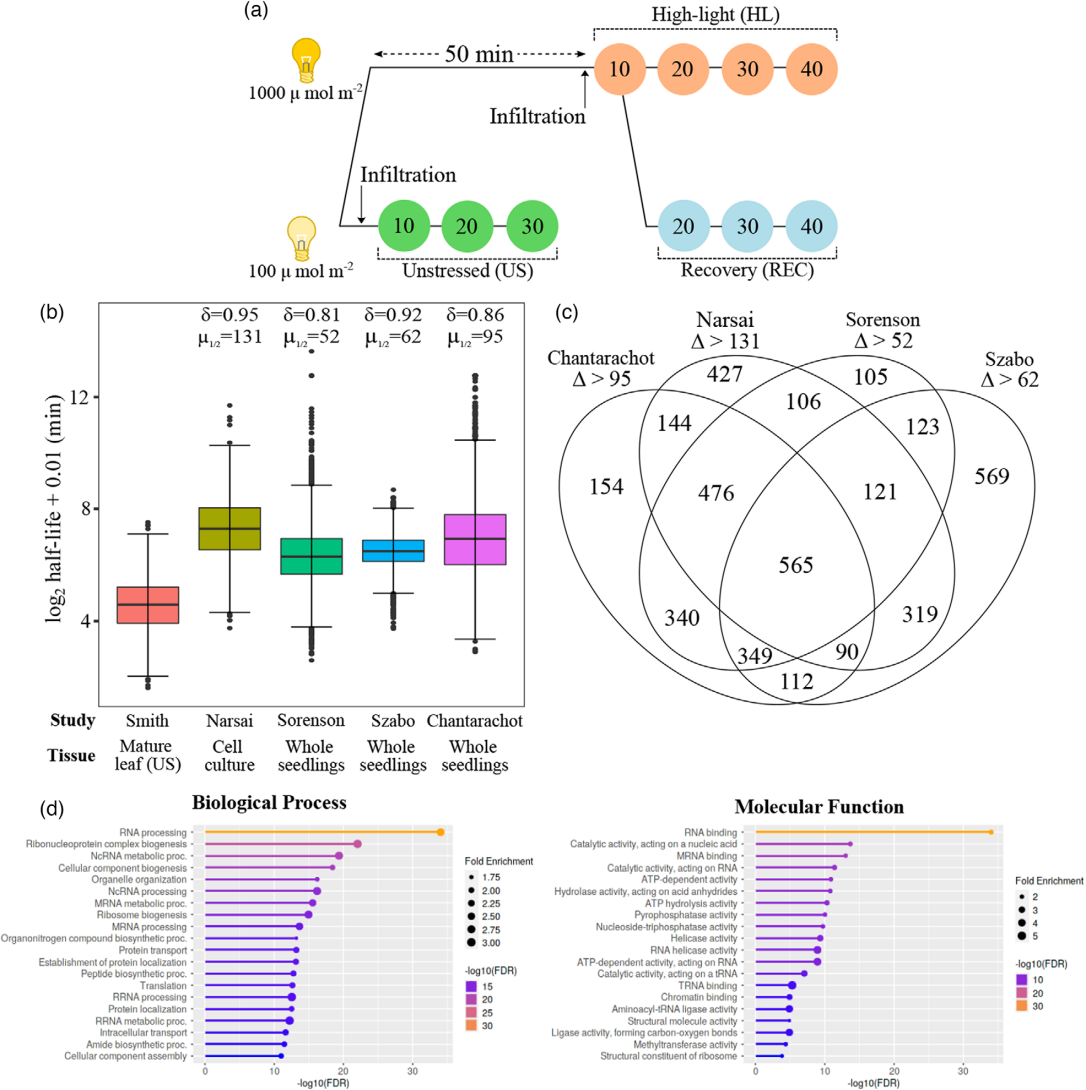
Sampling strategy to determine mRNA half‐lives in Arabidopsis leaves. (a) Unstressed (US) plants were harvested in standard growth conditions (US, 100 μmol m^−2^ sec^−1^) at three time points in 10‐min intervals post‐infiltration. High‐light (HL) and recovery (REC) plants were exposed to 60 min of light stress (HL, 1000 μmol m^−2^ sec^−1^), with infiltration occurring at 50 min. Following initial harvesting at 60 min of HL, plants were either kept under HL or moved for REC (100 μmol m^−2^ sec^−1^) for three harvesting points at 10‐min intervals. (b) Boxplots depicting log_2_ half‐life determined for 4497 genes under US conditions here, and their corresponding values from other studies. Box denotes median and interquartile range, bars denote 1.5× interquartile range, and points denote outliers. *δ* denotes Cliff's delta (the likelihood of observing a difference between groups) compared with this study. *μ* denotes the paired median difference compared with this study. (c) Venn diagrams representing the number of genes measured, in this study, with a reduced half‐life greater than the median difference for each independent dataset assessed. (d) Top enriched gene ontology terms for products of transcripts with reduced half‐life in mature Arabidopsis leaves.

The transcriptomes of mock‐ and cordycepin‐infiltrated samples were analysed using mRNA sequencing. 

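Leaves of Arabidopsis thaliana Col-0, the standard laboratory accession, were infiltrated with a mock solution or with cordycepin, an adenosine analogue that ends RNA chains once it is incorporated. The decay experiment analysed here holds 70 mRNA-seq libraries, 35 mock and 35 cordycepin, from 3 experiments numbered 2, 3 and 4 in the labels. Unstressed (US) leaves were taken 10, 20 and 30 min after infiltration with n = 3 libraries per infiltration and time. High-light (HL) leaves were taken at 10 and 20 min with n = 3 and at 30 and 40 min with n = 4. Recovery (REC) leaves were taken at 20, 30 and 40 min with n = 4. Where n = 4, 2 libraries came from experiment 3. The HL libraries at 10 min are also the start of the REC series, because plants were moved to recovery at that time. Times are given here as the paper gives them, counted from infiltration, and the sample labels give each of them as 10 min less. The mock and the cordycepin leaf of a replicate came from one plant, which makes 35 plant pairs. The authors quantified reads on Arabidopsis transcripts with kallisto and deposited estimated counts for 48359 transcripts per library. These were summed here to 27655 genes with a length correction and rounded to whole numbers. Library totals ran from 4309314 to 10457453 (median 6253432) after mock and from 2470769 to 15543095 (median 6789761) after cordycepin infiltration. The 10 most abundant genes took a median of 6.51% of a mock library and 10.86% of a cordycepin library. The 17256 genes with at least 0.5 TPM in more than 6 of the 12 libraries taken at 10 min were kept, which is the number of loci that the paper gives. Differences between groups were tested with edgeR's quasi-likelihood test over all 70 libraries with the experiment as a term, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Library sizes were used without a further normalization factor, since factors that centre the genes (such as TMM) remove a decline that most genes share. That choice decides how counts split into higher and lower calls, and the split under TMM is given where it moved by more than 10 percentage points. Half-lives were fitted on counts corrected for 1 factor of unwanted variation (RUVr), divided by a decay factor from the paper's 52 stable reference genes.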

Multidimensional scaling plots highlighted the similarity between replicates, confirming the reproducibility of syringe infiltration and stress treatments (Figure S2b). 

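PP2AA3, a phosphatase subunit widely used as a reference gene, stood at 45.4 ± 2.23 CPM (SD, n = 3) in mock US leaves at 10 min and at 49.3 ± 4.71 CPM (SD, n = 3) in mock HL leaves at 10 min. KEA3, a thylakoid potassium efflux antiporter, stood at 110 ± 8.72 and 73.8 ± 6.89 CPM in the same groups. HSP101, the disaggregase that resolves protein aggregates, stood at 3.64 ± 1.06 CPM (SD, n = 3) in US leaves and 760 ± 863 CPM (SD, n = 3) in HL leaves. ROF1, an FKBP-type co-chaperone, stood at 42.7 ± 6.61 and 657 ± 394 CPM, and GolS1, a galactinol synthase, at 61.5 ± 57.9 and 657 ± 439 CPM. No pair of libraries of one group had counts so close that they could be 1 library deposited under 2 names. The lowest chi-square between 2 libraries of a group over its degrees of freedom was 8.11, where sampling noise alone gives 1.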

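The mock and cordycepin leaves of each plant were compared on the principal components of log2(CPM + 1), centred within each experiment. The first component held 54.3% of the variance, of which 82.1% lay between mock and cordycepin libraries and 2.3% between US libraries and the other libraries. The cordycepin leaf had the higher score in 35 of 35 plants, with a mean difference of 140 (SD 52.5; permutation test within plants, two-sided p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 4e-05 over 4 components). The difference averaged 71.6 over the 6 pairs taken at 10 min and 208 over the 8 pairs taken at 40 min. A single gene that differed between the leaves is CAF1a, a deadenylase that shortens poly(A) tails, whose level in cordycepin against mock US leaves had a log2 fold change of -4.27 (SE 0.63, adjusted p = 2.29e-05) at 10 min and -7.19 (SE 0.74, adjusted p = 5.33e-10) at 30 min from edgeR. UPF3, a factor of nonsense-mediated decay, had -3.03 at 40 min in HL leaves.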

The primary source of sample differentiation was infiltration, which was most pronounced after 30 or 40 min. The second source of differentiation was exposure to stress, with HL and REC co‐clustering separately from US samples. 

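Mock HL leaves, taken 10 min after infiltration at 60 min of high light, had higher levels of most measured heat shock and chaperone genes than mock US leaves. HSFA2, the transcription factor that sustains the heat response, was higher by a log2 fold change of 9.78 (SE 1.08, edgeR adjusted p = 2.94e-09), HSP70 (AT3G12580) by 9.84 (SE 0.92) and HSP90.1 by 9.11 (SE 1.13). Of 27 measured heat shock and chaperone genes, 26 were higher, 0 were lower and 1 did not pass (the same over the list alone; limma camera adjusted p = 1.03e-29, adjusted p = 0.153 with an estimated correlation). HSP101 (AT1G74310, TAIR10 chromosome 1 from 27936508 to 27940369) had a log2 fold change of 7.37 (SE 1.01, edgeR adjusted p = 4.99e-07), ROF1 (AT3G25230, chromosome 3 from 9188096 to 9191630) of 3.93 (SE 0.38, adjusted p = 9.17e-11) and GolS1 (AT2G47180, chromosome 2 from 19368798 to 19370478) of 3.48 (SE 0.78, adjusted p = 0.00122). Among 21 genes of light and oxidative stress, 6 were higher, 0 were lower and 15 did not pass (7 and 0 over the list alone; limma camera adjusted p = 1.31e-04, adjusted p = 0.51 with an estimated correlation). Those that rose include APX1, a cytosolic ascorbate peroxidase (2.09), and AOX1A, the mitochondrial alternative oxidase (2.33). Of 19 genes of SR splicing factors, 5 were higher, 2 were lower and 12 did not pass (7 and 2 over the list alone; limma camera adjusted p = 0.00384, adjusted p = 0.51 with an estimated correlation). SR45a stood at 3.55 and SR30 at 2.71. Of 22 wounding, touch and jasmonate genes, 6 were higher, 0 were lower and 16 did not pass (7 and 0 over the list alone; limma camera adjusted p = 2.15e-04, adjusted p = 0.654 with an estimated correlation). Among them are JAZ8, a repressor of jasmonate signalling (4.43), and LOX4, a lipoxygenase of jasmonate synthesis (3.17). Genes lower under HL include HBI1, a bHLH factor that promotes growth (-4.40), and ASN1, an asparagine synthetase induced in darkness (-4.78). Of 36 light harvesting and photosystem genes, 0 were higher, 18 were lower and 18 did not pass (1 and 27 over the list alone; limma camera adjusted p = 1.61e-08, adjusted p = 0.685 with an estimated correlation). LHB1B1, a chlorophyll a/b binding protein, stood at -2.58. Of 15 Aux/IAA genes, repressors of the auxin response, 0 were higher, 4 were lower and 11 did not pass (0 and 5 over the list alone; limma camera adjusted p = 0.00522, adjusted p = 0.591 with an estimated correlation). IAA1 had -2.99, and SUC2, the sucrose transporter of phloem companion cells, -1.41. Of 33 RNA decay genes, 0 were higher, 7 were lower and 26 did not pass (the same over the list alone). They include OZF2, a zinc finger protein (-3.60), and DCP5, a decapping factor (-0.60). In all, 1112 genes rose and 1571 fell of 17256 tested, and the median of all genes was -0.12. The second principal component, with 11.8% of the variance, had 80.2% of it between US libraries and HL or REC libraries and 1.62% between infiltrations. The counts were 1979 up and 2971 down on counts corrected for 3 factors of unwanted variation, 712 up and 873 down without experiment 2 and 558 up and 472 down without experiment 3.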

To examine whether syringe infiltration of cordycepin led to widespread transcriptional inhibition, differential gene expression was assessed between the first and last time points following cordycepin and mock infiltration (Figure S2c; Table S4). 

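In mock US leaves, the jasmonate genes CYP94C1, LOX4 and OPR3 were higher at 30 than at 10 min after infiltration, and the cold-response transcription factors CBF1, CBF2 and DREB1A were lower. CYP94C1, which oxidises the hormone jasmonoyl-isoleucine, had a log2 fold change of 4.47 (SE 0.87, adjusted p = 6.39e-04), LOX4 of 3.78 (SE 0.77, adjusted p = 9.33e-04) and OPR3, another enzyme of jasmonate synthesis, of 2.05 (SE 0.56, adjusted p = 0.013) from edgeR. Of 22 wounding, touch and jasmonate genes, 7 rose, 0 fell and 15 did not pass (10 and 0 over the list alone; limma camera adjusted p = 6.22e-08, adjusted p = 0.51 with an estimated correlation). The levels of CBF1 (-2.72), CBF2 (-3.18) and DREB1A (-2.89) fell, as did those of the clock gene PRR9 (-2.34) and GNC, a GATA factor (-2.77), while the clock gene TOC1 rose (1.47). Of 15 Aux/IAA genes, 0 rose, 2 fell and 13 did not pass (the same over the list alone). Of 20 ethylene and gibberellin signalling genes, 0 rose, 3 fell and 17 did not pass (0 and 5 over the list alone). In mock HL leaves between 10 and 40 min, COR27, a cold-regulated gene tied to the clock, rose by 5.32 (SE 0.63, edgeR adjusted p = 5.81e-08) and the phenylpropanoid genes 4CL1 (2.30), C4H (2.16) and PAL1 (2.25) rose. Of 9 flavonoid and anthocyanin genes, 3 rose, 0 fell and 6 did not pass (the same over the list alone). Of 27 heat shock and chaperone genes, 0 rose, 17 fell and 10 did not pass (0 and 21 over the list alone; limma camera adjusted p = 2.84e-10, adjusted p = 0.51 with an estimated correlation). HSP101 (-2.44) and ROF1 (-1.57) fell, while GolS1 had -1.63 (SE 0.66, edgeR adjusted p = 0.0701). Of 21 light and oxidative stress genes, 1 rose, 9 fell and 11 did not pass (1 and 11 over the list alone; limma camera adjusted p = 1.82e-06, adjusted p = 0.381 with an estimated correlation). Those that fell include the zinc finger factor RHL41 (-2.87) and the redox-responsive factor RRTF1 (-4.43). ERF104, an ethylene response factor, had -6.08 (SE 0.57, edgeR adjusted p = 1.12e-10), and the deadenylases CAF1a (-3.78) and CAF1b (-3.19) fell. Of 33 RNA decay genes, 5 rose, 3 fell and 25 did not pass (6 and 3 over the list alone). In mock REC leaves at 40 min against HL leaves at 10 min, 21 of 27 heat shock and chaperone genes fell (22 over the list alone) and 0 rose (limma camera adjusted p = 3.77e-09, adjusted p = 0.51 with an estimated correlation). MBF1C, a coactivator of the heat response, stood at -3.17 (SE 0.61, edgeR adjusted p = 1.45e-04) and AT3G14200, a DnaJ-domain gene, at -1.92 (SE 0.37, adjusted p = 1.35e-04). Of 36 light harvesting and photosystem genes, 0 rose, 29 fell and 7 did not pass (0 and 33 over the list alone; limma camera adjusted p = 2.04e-16, adjusted p = 0.51 with an estimated correlation). LHCB2.1 stood at -1.48. The clock genes PRR5 (3.28) and PCL1 (2.64) rose. Of 6 markers of dividing cells 0 rose, 3 fell and 3 did not pass (0 and 4 over the list alone). In all, 839 genes rose and 596 fell in US, 2374 and 1253 in HL, and 2239 and 1825 in REC, of 17256 tested. With TMM factors the counts were 1152 up and 499 down in US, 1731 up and 2363 down in HL and 2003 up and 2613 down in REC. The median of all genes was -0.16, 0.16 and 0.07 without them. The HL split under DESeq2 was 2229 and 2225. Other settings moved these counts by more than 1.5-fold, in US to 1326 up and 1912 down on counts corrected for 3 factors of unwanted variation, 516 up and 200 down without experiment 2, 361 up and 108 down without experiment 3 and 190 up and 151 down without experiment 4. In HL they gave 3821 up and 2450 down on counts corrected for 3 factors of unwanted variation, 1438 up and 689 down without experiment 2, 980 up and 782 down without experiment 3 and 1300 up and 592 down without experiment 4. In REC they gave 3439 up and 2945 down on counts corrected for 3 factors of unwanted variation and 395 up and 343 down without experiment 3.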

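After cordycepin infiltration, the transcripts of MYC2, PRR9, PRR5, EBF1 and EBF2, regulators of hormone responses and the clock, declined in US leaves between 10 and 30 min. MYC2, the main transcription factor of jasmonate signalling, had a log2 fold change of -3.40 (SE 0.55, adjusted p = 3.68e-05) from edgeR, the clock genes PRR9 and PRR5 -2.34 and -2.87, and EBF1 and EBF2, F-box proteins that turn over the ethylene factor EIN3, -2.28 and -2.59. Of 12 clock genes, 0 rose, 2 fell and 10 did not pass (0 and 3 over the list alone). Of 20 ethylene and gibberellin signalling genes, 0 rose, 10 fell and 10 did not pass (0 and 11 over the list alone; limma camera adjusted p = 1.91e-04, adjusted p = 0.51 with an estimated correlation). Of 32 genes of chromatin and transcription coregulators, 0 rose, 9 fell and 23 did not pass (0 and 11 over the list alone; limma camera adjusted p = 0.034, adjusted p = 0.844 with an estimated correlation). Of 15 Aux/IAA genes, 0 rose, 6 fell and 9 did not pass (the same over the list alone). The few transcripts that rose include GGR, a subunit of geranylgeranyl diphosphate synthesis (0.69), and LYM2, a chitin-binding receptor protein (1.06). In HL leaves between 10 and 40 min, AT5G60170 (TAIR10 chromosome 5 from 24227415 to 24232873), an RNA-binding protein with a RING-type zinc finger, had -3.40 (SE 0.26, edgeR adjusted p = 7.45e-15), GATA1, a GATA-type transcription factor, -3.58 (SE 0.31, adjusted p = 3.21e-13), and HAC1, a histone acetyltransferase, -3.07 (SE 0.27, adjusted p = 2.9e-13). Of the same 32 chromatin genes, 0 rose, 25 fell and 7 did not pass (0 and 26 over the list alone; limma camera adjusted p = 6.84e-07, adjusted p = 0.51 with an estimated correlation). Among them are the H3K27 demethylase REF6 (-2.82), the mediator subunit SWP (-2.49) and the remodelling ATPase BRM (-1.65). Of 33 RNA decay genes, 0 rose, 27 fell and 6 did not pass (0 and 28 over the list alone; limma camera adjusted p = 0.00543, adjusted p = 0.764 with an estimated correlation). UPF3 stood at -2.14 and the decapping genes DCP2 and DCP1 at -1.82 and -1.19, and XRN4, a cytoplasmic exoribonuclease, at -0.63, which did not pass with TMM, with DESeq2 or without experiment 3. Of 27 heat shock and chaperone genes, 0 rose, 20 fell and 7 did not pass (the same over the list alone; limma camera adjusted p = 0.0597, adjusted p = 0.891 with an estimated correlation). HSFA2 stood at -4.20 and HSP101 at -3.41. Wounding, touch and jasmonate genes fell in 10 of 22 cases (10 over the list alone) and rose in 0. Guard cell markers fell in 3 of 6 (3 over the list alone). Transcripts that rose include the ferritins FER1 (2.58) and FER4 (1.58), which store iron in plastids, FSD1, an iron superoxide dismutase (1.38), and PAB2, a poly(A)-binding protein (0.49). In all, 37 genes rose and 2019 fell in US and 528 rose and 7532 fell in HL, the median of all genes being -0.29 and -0.75. The scaling sets this split, since TMM factors gave 538 up and 1289 down in US and 3299 up and 4820 down in HL. There SR splicing factors went from 0 up and 7 down to 6 up and 3 down, light harvesting genes from 1 up and 4 down to 16 up and 0 down, and phloem markers from 0 up and 2 down to 4 up and 0 down. In US the counts were 194 up and 3691 down on counts corrected for 3 factors of unwanted variation, 10 up and 886 down without experiment 2 and 1 up and 282 down without experiment 3, and in HL 262 up and 4922 down without experiment 3.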

For mock‐treated samples, no particular bias towards up‐ or downregulation was observed; by contrast, strong downregulation was observed after cordycepin treatment in each condition. For example, during recovery 5178 genes were downregulated following cordycepin infiltration, while just 584 genes were upregulated. 

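AT5G60170 had a log2 fold change of -2.34 (SE 0.25, edgeR adjusted p = 4.16e-10) between HL leaves at 10 min and REC leaves at 40 min, 30 min into recovery, and HAC1 of -2.31 (SE 0.26, adjusted p = 1.85e-09). AT3G14200 (TAIR10 chromosome 3 from 4712574 to 4714698), a transcript induced by high light, had -3.28 (SE 0.39, edgeR adjusted p = 7.16e-09) and fell from 98.7 ± 38.2 CPM (SD, n = 3) to 9.73 ± 1.65 CPM (SD, n = 4). EBF2 had -4.07, SR45a -2.40, and COL1, a CONSTANS-like factor, -4.76. Of 32 chromatin and coregulator genes, 1 rose, 21 fell and 10 did not pass (1 and 22 over the list alone; limma camera adjusted p = 8.15e-05, adjusted p = 0.591 with an estimated correlation), including the histone demethylase LDL1 (-3.11) and EMF2, a Polycomb subunit (-1.04). Of 33 RNA decay genes, 0 rose, 14 fell and 19 did not pass (0 and 17 over the list alone; limma camera adjusted p = 0.0285, adjusted p = 0.866 with an estimated correlation). Of 27 heat shock and chaperone genes, 0 rose, 11 fell and 16 did not pass (the same over the list alone), with HSP101 at -1.88 and ROF1 at -0.80. Among those that rose were FER1 (2.37), APX1 (0.92), TRX3, a cytosolic thioredoxin (0.95), and 9 of the 52 reference genes, with none of these lower. In all, 589 genes rose and 4746 fell of 17256 tested by edgeR, with a median of all genes of -0.39. With TMM factors the counts were 2356 up and 3138 down, and SR splicing factors went from 0 up and 4 down to 6 up and 2 down. They were 177 up and 2630 down without experiment 3, 347 up and 3043 down without experiment 4 and 42 up and 1674 down from the libraries of these groups alone.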

The upregulation likely represents the preservation of relatively stable transcripts that become comparatively more abundant as the RNA pool shrinks, resulting in the appearance of increased expression. We utilised decay factor normalisation to reduce this artefact (Sorenson et al., 2018); however, some transcripts still showed a slight level of induction. Nonetheless, the induction of genes by the mock treatment was largely abolished in each condition (US: 95%, HL: 75%, REC: 74%) and the magnitude of downregulation was greater following cordycepin treatment compared with mock. 

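The decay factor rests on 52 reference genes that the paper chose for high abundance and low variation across mock samples, many of them nuclear genes of photosynthesis and plastid metabolism, such as PDE334, a subunit of the plastid ATP synthase, and CLPC1, a plastid chaperone. After cordycepin these genes gained share within the library, 17 of them rising in HL and 9 in REC between the first and last time points, with PDE334 at 0.47 (SE 0.13, adjusted p = 0.00158) and CLPC1 at 0.51 (SE 0.14, adjusted p = 0.00205) in HL from edgeR. Relative to 10 min, the mean factor over these genes was 1.031 at 20 and 1.147 at 30 min in US, 1.119, 1.093 and 1.275 at 20, 30 and 40 min in HL, and 0.9556, 1.066 and 1.169 in REC. Transcripts that still reached 1.5 times their starting level in the mean of any time point after this normalization were left out, which left 16498 loci in US and 14010 loci in the 3 conditions together. When a single library at 1.5 times was enough to leave a locus out, 12046 and 7640 loci remained.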

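Transcripts that rose in mock leaves, such as the phenylpropanoid genes of HL leaves and the clock gene PCL1, were followed in the cordycepin leaves of the same condition. Of the 839 genes called higher in mock US leaves, 833 (99.3%) were not called higher after cordycepin by edgeR, and 15 were called lower. In HL, 2318 of 2374 (97.6%) were not called higher and 1291 were called lower. In REC, 2088 of 2239 (93.3%) were not called higher and 585 were called lower. The median log2 fold change of these genes was 1.80 after mock and -0.02 after cordycepin in US, 1.17 and -1.03 in HL, and 1.26 and -0.32 in REC. A gene not called higher may still have risen. Few of all 17256 genes were called higher after cordycepin, 37 in US, 528 in HL and 589 in REC. Of the genes higher in mock leaves, 6, 56 and 151 were. A high share not called higher is therefore not particular to these genes. With TMM factors more genes were called higher after cordycepin, so these shares can depend on the scaling. In simulated cordycepin HL leaves the test called 25.4% of genes given a 2-fold change. The paper's shares for abolished induction are lower in each condition, and the reason was not tested. 4CL1, which rose in mock HL leaves, had -1.16 (SE 0.29, edgeR adjusted p = 7.08e-04) after cordycepin, and PAL1 -1.55 (SE 0.46, adjusted p = 0.00449) in HL, and PCL1 had -1.17 and -0.78 in HL and REC. The genes were picked for their rise in mock leaves, so their mock values lean upwards by that choice. Among the genes that fell, the median log2 fold change was -1.51 after mock and -1.57 after cordycepin in US, -1.33 and -1.82 in HL, and -1.15 and -1.55 in REC, and the difference between these medians was not tested.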

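Cordycepin and mock leaves of the same times were also compared directly. At 10 min in US leaves, stress and hormone transcripts were lower after cordycepin, among them NCED3, the enzyme that starts abscisic acid synthesis (-4.55), and the stress factors STZ (-3.60) and WRKY40 (-3.72). There 323 genes were lower and 0 higher by edgeR (2 up and 448 down by DESeq2). At 30 min in US leaves GATA1 (AT3G24050, TAIR10 chromosome 3 from 8685739 to 8687726) had -3.47 (SE 0.32, edgeR adjusted p = 2.36e-11), JAZ5 -5.34 and MYC2 -4.44. Of 22 wounding, touch and jasmonate genes, 0 were higher, 14 were lower and 8 did not pass (0 and 15 over the list alone; limma camera adjusted p = 6.23e-05, adjusted p = 0.591 with an estimated correlation). At 10 min in HL leaves, 12 of 21 light and oxidative stress genes were lower (14 over the list alone) and 0 higher (limma camera adjusted p = 3.77e-09, adjusted p = 0.153 with an estimated correlation), with BAP1 at -5.45 and STZ at -5.58. At 40 min in HL leaves, AT5G60170 had -4.78 (SE 0.26, edgeR adjusted p = 2.53e-21), with 3.55 ± 0.71 CPM (SD, n = 4) after cordycepin and 98.4 ± 5.13 CPM (SD, n = 4) after mock, and GAI, a DELLA repressor of gibberellin responses, had -5.43 (SE 0.42, adjusted p = 1.97e-16). Of 33 RNA decay genes, 0 were higher, 29 were lower and 4 did not pass (0 and 30 over the list alone; limma camera adjusted p = 0.0142, adjusted p = 0.82 with an estimated correlation). Of 32 chromatin genes, 2 were higher, 25 were lower and 5 did not pass (the same over the list alone; limma camera adjusted p = 0.00153, adjusted p = 0.685 with an estimated correlation). HSP101 had -1.18 (SE 0.67, edgeR adjusted p = 0.112) and ROF1 0.25 (SE 0.29, adjusted p = 0.456) at that time (-0.78 for ROF1 with library sizes from the 52 reference genes). At 40 min in REC leaves, PRR5 had -7.61 (SE 0.52, edgeR adjusted p = 3.12e-17) and EBF2 -6.65. Of 20 ethylene and gibberellin signalling genes 0 were higher, 15 were lower and 5 did not pass (the same over the list alone). Higher after cordycepin were nuclear genes of the photosystems, such as LHCA2 (1.01 in HL and 1.19 in REC at 40 min), and 9 genes of translation initiation and poly(A) binding in 3 cases in REC at 40 min, against 0 lower. The counts were 539 higher and 3683 lower at US 30 min, 62 higher and 1726 lower at HL 10 min, 2132 higher and 9856 lower at HL 40 min, 1432 higher and 3427 lower at REC 20 min and 2600 higher and 7970 lower at REC 40 min. The medians of all genes were -0.23, -0.10, -1.09, -0.13 and -0.59. Without experiment 3 the counts were 0 up and 12 down at US 10 min, 57 up and 1719 down at US 30 min, 1 up and 851 down at HL 10 min, 119 up and 1022 down at REC 20 min and 1057 up and 5853 down at REC 40 min. With the plant as a block for these paired leaves the counts at HL 10 min were 237 higher and 2490 lower. With TMM factors the counts were 1934 up and 3124 down, 584 up and 1491 down, 5685 up and 6612 down, 3034 up and 3045 down and 5871 up and 5634 down in the same order. With library sizes from the 52 reference genes the counts were 5 up and 7585 down at US 30 min, 31 up and 14052 down at HL 40 min and 52 up and 13227 down at REC 40 min. There the photosystem genes went from 29 higher and 0 lower to 1 higher and 4 lower at HL 40 min and the 9 initiation genes to 0 higher and 7 lower at REC 40 min.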

Taken together, these data confirm that widespread transcriptional inhibition was achieved in mature Arabidopsis leaves using syringe infiltration of cordycepin.

We next calculated transcript half‐lives across the transcriptome in unstressed Arabidopsis. Current measurements in Arabidopsis are determined using tissue culture with actinomycin D treatment (Narsai et al., 2007), or nutrient‐rich media‐grown juvenile seedlings using uridine analogues (Szabo et al., 2020) or cordycepin treatment (Chantarachot et al., 2020; Sorenson et al., 2018). We compared measurements with these systems to observations in mature soil‐grown Arabidopsis leaves. The decay constant (*k*_d_) was determined using log‐linear regression of normalised fractional decreases of mRNA abundance, as a function of time, in cordycepin‐infiltrated samples. This allows for the calculation of transcript‐specific half‐lives that were used for comparisons. From the unstressed samples, half‐lives could be computed for 6711 genes based on statistical appropriateness of the fitted regression (Table S5, *P* < 0.05). 

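MYC2 and BBX15, a B-box zinc finger protein of light and clock signalling, were among the transcripts that declined fastest in unstressed leaves, and FVE, a WD-repeat protein that promotes flowering, among those that declined slowest. The half-life was 5.35 min (95% interval 4.12 to 7.61) for MYC2 and 5.12 min (95% interval 4.37 to 6.19) for BBX15. It was 4.94 min for ARR6, a response regulator of cytokinin signalling, 4.75 min for BRG2, a RING-type ubiquitin ligase, and 5.28 min for CRF10, a cytokinin response factor. At the other end stood FVE at 147 min (95% interval 83.7 to 604), AT1G29880, a glycyl-tRNA synthetase, at 168 min, LCBK1, a sphingoid base kinase, at 122 min, AT5G05700, an arginyl-tRNA transferase, at 114 min and ARLA1C, a small GTPase, at 112 min. These are the genes with the shortest and longest estimates and are not a test of their own. A half-life counts as modelled when the decline passed in a linear mixed model with a random intercept per experiment, which held for 7188 of 16498 genes in US leaves. The heat shock genes were mostly outside this set, and the decline of HSP101 in US leaves did not pass, while ROF1 had a half-life of 32.4 min (95% interval 23.3 to 53.5). Such a test finds short half-lives more often than long ones, since 32.5% of simulated genes with a half-life of 40 min and 13% of those with 80 min were modelled in US, with median estimates of 28.2 and 29 min. Without the replicate block (experiment) 5157 genes were modelled, without the decay factor 4909, with genes of at least 5 TPM alone 4794, and with 20 min as the start 2786.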

Half‐lives were extracted from the aforementioned studies, for which 4497 genes could be directly compared with our observations (Figure S2d). This direct comparison hinted at shorter half‐lives in mature leaf tissue compared with prior studies in seedlings and cell culture. Indeed, the transcript half‐lives observed in this study had a median of 24.1 min, which is substantially lower than the prior studies with median half‐lives between 79.2 and 157.6 min (Figure 2b). This was further supported by computing bootstrapped effect size parameters (mean difference, *θ*; median difference, *μ*_1/2_; Cliff's delta, *δ*) (Table 1). In particular, the bootstrapped median difference in transcript half‐lives between datasets varied between 52 and 131 min, with corresponding Cliff's delta in the range of 0.81–0.95 (where a positive value represents the likelihood of observing a larger value). 

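The median half-life in unstressed leaves was 20.5 min over the 7188 genes. It ran from 14.7 min with 20 min as the start to 26.3 min with genes of at least 5 TPM alone. It was 32.6 min when every declining gene was counted whether or not its decline passed the test. Groups of genes lay on either side of it. Among genes modelled in every condition, 4 light harvesting and photosystem genes, which encode abundant chloroplast proteins, had a median of 74.54 min (permutation p adjusted over all lists and conditions = 0.0018), and 17 RNA decay genes one of 34.4 min (adjusted p = 0.02955). The 6 Aux/IAA genes had a median of 8.199 min (permutation adjusted p = 0.0202) and the 4 clock genes one of 7.203 min (adjusted p = 0.0202). With every declining gene counted, 11 clock genes had a median of 83.27 min. In the same permutation test no list passed without experiment 2 (adjusted p = 0.1222 for Aux/IAA and 0.1235 for clock genes) or with ordinary regression (0.0664 and 0.06994). Nor did any list pass without experiment 3, without experiment 4, with 20 min as the start or with HL and REC fitted on 10 to 30 min. IAA5, an early auxin response gene, had a half-life of 5.19 min (95% interval 3.84 to 7.98) and IAA1 of 7.86 min (95% interval 6.35 to 10.3), PRR9 of 7.79 min and PRR5 of 5.43 min. LHCB2.1, a light harvesting protein of photosystem II, had 77.7 min and PSAD-2, a subunit of photosystem I, 37.7 min. Both are longer than the span from 10 to 30 min over which the decline in US leaves was followed.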

Larger values were observed when computing mean differences between datasets, likely caused by a small number of transcripts that displayed very large half‐lives in some datasets.

**Table 1:** Effect size parameters for differences in transcript half‐life between this study and other datasets

Comparison study	Mean difference (*θ*)	Median difference (*μ*_1/2_)	Cliff's delta (*δ*)
Narsai et al. (2007)	180	131	0.946
Sorenson et al. (2018)	94.8	52.4	0.808
Szabo et al. (2020)	70.1	62.1	0.922
Chantarachot et al. (2020)	352	94.8	0.858

Next, we explored which transcripts exhibited reduced stability in mature Arabidopsis leaves and their biological roles. To define transcripts with lower stability, we compared half‐lives obtained here with each published dataset on a gene‐by‐gene basis. Those with lower half‐lives, by a difference greater than the median difference, compared with each dataset were collated (Figure 2c). There were 1601 transcripts with consistently lower stability compared with the existing studies (lower than three out of four prior measurements; Table S6). These had enrichments of gene ontology terms relating to post‐transcriptional and translational processes (Figure 2d), such as RNA processing, ribosome biogenesis, RNA binding and RNA catalysis (including pyrophosphatase and nucleoside triphosphatase activity). Therefore, transcripts encoding proteins involved in RNA processing, splicing and translation exhibit reduced stability in mature Arabidopsis leaves.

### Changes in transcript stability during light stress and recovery

Profiling transcript abundance in the presence of transcriptional inhibitors under US, HL and REC allowed us to explore whether mRNA stability demonstrated conditionality (Figure 3). To do this, we first computed half‐lives for 3960 genes that could be statistically modelled under all conditions (*P* < 0.05, Figure 3a; Table S7). 

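Genes with a modelled half-life in US, HL and REC leaves include the DELLA repressors GAI (9.35, 7.55 and 12.7 min in US, HL and REC) and RGA1 (22.2, 10.6 and 11.2 min), the ethylene F-box gene EBF2 (7.54, 8.34 and 6.92 min) and HAC1 (15.2, 9.01 and 11 min). There were 5113 such genes. Their number was 3930 without the replicate block (experiment) and 3697 when any single library at 1.5 times the start led to exclusion. It was 3423, 2667 and 3184 without experiment 2, 3 and 4, and 2303 when HL and REC were fitted on 10 to 30 min alone. Of the fixed lists, 20 of the chromatin and coregulator genes, 17 of the RNA decay genes, 12 of the ethylene and gibberellin signalling genes, 7 of the SR splicing factors, 6 of the heat shock and chaperone genes and 3 of the guard cell markers were modelled in all 3 conditions.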

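Genes were grouped by the shape of their decline over US, HL and REC times. The hormone regulator EBF1 and the photosystem gene PSAD-2 lie at opposite ends of this grouping. Complete linkage on the mean share of transcript remaining gave 1304 rapid genes (25.5% of 5113), 13.2% fast, 2326 slow (45.5%) and 808 stable genes (15.8%). In US leaves at 30 min, the share remaining was 30.85% ± 4.29 in the rapid, 30.06% ± 6.05 in the fast, 56.27% ± 4.04 in the slow and 68.9% ± 1.28 in the stable class (SD over n = 3 libraries). The median half-lives in US, HL and REC were 11.93, 9.918 and 12.41 min in the rapid class, 11.48, 10.28 and 12.5 min in the fast class, 24.34, 16.91 and 23.31 min in the slow class and 37.87, 34.2 and 44.37 min in the stable class. Ward linkage gave 624, 1539, 2110 and 840 genes, and average linkage 3, 16, 5093 and 1, so the class of a gene depends on the linkage.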

Hierarchical clustering of these transcripts revealed four broad patterns of decay, which we define as stable, slow, fast and rapid. These distinct mRNA decay patterns are also visualised for two representative genes in each category across each condition (Figure S3). 

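CAS1, the cycloartenol synthase of sterol synthesis, kept most of its transcript in every condition, and DYW1, a factor of chloroplast RNA editing, lost most of it. The half-lives in US, HL and REC were 69.5, 74 and 67.5 min for CAS1 and 9.8, 7.33 and 11.6 min for DYW1. AT1G67900, a gene of the NPH3 family, had 12.9, 9.1 and 10.4 min, GATA1 9.52, 8.38 and 10.4 min, AT5G60170 12.2, 8.67 and 11.1 min, REP, a Rab escort protein, 24.9, 19.2 and 21.8 min, and AT3G49640, a dihydrouridine synthase, 20.1, 21.7 and 18.5 min. AT3G51670, a SEC14-like patellin, had 45.5 min in US, where its decline did not pass, and 27 and 24.8 min in HL and REC. At 40 min in HL leaves 73.8% ± 7.99 of CAS1 remained (SD, n = 4) and 5.42% ± 3.74 of DYW1, 29.3% ± 8.73 of REP and 7.31% ± 0.746 of AT5G60170. GATA1 had 58.1% ± 30.7 at 20 and 23.8% ± 8.98 at 30 min in US (SD, n = 3), 21.4% ± 6.57 at 20 min in HL (SD, n = 3) and 92.3% ± 33.2 at 20 min in REC (SD, n = 4). AT1G67900 had 36.4% ± 16.6 at 30 min in US and 8.22% ± 1.8 at 40 min in HL.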

We then explored whether any functional terms were enriched across these categories. 

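LHCB2.1, LHCB2.2, LHCA4 and PSAD-2 of the light harvesting and photosystem list were modelled in all conditions, and all 4 are in the class with the slowest decline. Of 7 modelled SR splicing factor genes, 3 are in this class, 3 in the slow class and 1 in the rapid class. RS41, an arginine/serine-rich splicing factor, had half-lives of 67.6, 64.2 and 65 min in US, HL and REC, SCL33 of 27.5, 20.8 and 28.1 min and RS2Z32 of 62.3, 51.7 and 80.9 min. The 7 genes had a median half-life of 37.15 min in US (permutation adjusted p = 0.07895), 20.79 min in HL and 32.18 min in REC, and none of these passed the test against the other modelled genes.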

Within the stable category, there were enrichments such as RNA processing (FDR = 6.6 × 10^−20^) and splicing (FDR = 9.6 × 10^−9^), intracellular transport (FDR = 1.9 × 10^−17^) and cellular localisation (FDR = 4.8 × 10^−12^), and organonitrogen compound biosynthesis (FDR = 4.9 × 10^−11^). 

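RNA decay genes lie mainly in the slow class, 13 of 17, with 2 in the stable, 1 in the fast and 1 in the rapid class. LBA1, the UPF1 helicase of nonsense-mediated decay, had half-lives of 63.6, 31.2 and 43.5 min in US, HL and REC, and MTR4 and HEN2, helicases that feed RNA to the exosome, of 31.2, 20.6 and 28 min and 30.3, 29.2 and 45.6 min. DCP2, the decapping enzyme, had 14.4, 14.8 and 17.7 min and UPF3 27, 12.6 and 20.1 min. Of the 6 modelled heat shock and chaperone genes, 3 are in the rapid, 1 in the fast and 2 in the slow class.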

Slow decay genes exhibited enrichments for organelle organisation (FDR = 7 × 10^−20^), chromosome organisation (FDR = 2.7 × 10^−13^), post‐embryonic development (FDR = 2 × 10^−8^) and RNA processing (FDR = 3 × 10^−22^). 

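Genes of chromatin and transcription coregulators are spread over the 4 classes, 6 of 20 in the rapid, 1 in the fast, 9 in the slow and 4 in the stable class. REF6 and ELF6, demethylases of histone H3 lysine 27, had half-lives of 14.8, 9.47 and 13.5 min and 14.1, 14.2 and 21.6 min in US, HL and REC, and SWP, a mediator subunit, 16, 11.3 and 16.4 min. BRM had 37.9, 15.8 and 28.6 min, FIE, a Polycomb subunit, 32.3, 55.4 and 62.7 min, and HDA9, a histone deacetylase, 26.9, 47.8 and 47.5 min. The median of the 20 genes was 20.85 min in US (permutation adjusted p = 0.7911), so that their half-lives were not set apart from those of the other modelled genes.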

Genes within the fast category were enriched for chromosome (FDR = 4.4 × 10^−14^) and chromatin organisation (FDR = 4.4 × 10^−14^), protein modification (FDR = 2.1 × 10^−14^), transcription (FDR = 2.3 × 10^−10^) and negative regulators of gene expression (FDR = 1.3 × 10^−10^). 

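In US leaves several regulators of ethylene and gibberellin signalling had short half-lives. EBF1 had 8.36, 11 and 10.4 min in US, HL and REC, SLY1, the F-box protein of DELLA turnover, 11.9, 14.3 and 11.2 min, RGL1, a DELLA protein, 10.2, 8.58 and 11.7 min, and GID1A, a gibberellin receptor, 8.63, 14.8 and 18.6 min, while the ethylene signal transducer EIN2 had 37.3, 32.7 and 61.7 min. Of 12 modelled ethylene and gibberellin signalling genes, 5 are in the rapid, 3 in the fast, 2 in the slow and 2 in the stable class, and their median half-life of 11.01 min in US was shorter than that of other genes (permutation adjusted p = 0.03738). It was 28.79 min over the 4 left when genes with any library at 1.5 were excluded as rising. In HL and REC their medians of 12.58 and 12.2 min did not pass the same test, and neither did those of the Aux/IAA genes, 12.65 and 17.51 min (permutation adjusted p = 0.667 and 0.7767). Of 6 Aux/IAA genes, 3 are in the rapid and 1 in the fast class, and of 4 clock genes 2 and 1. The JAZ genes TIFY10B and JAZ6, repressors of jasmonate signalling, had 10.8, 12.8 and 14.9 min and 8.55, 8.99 and 8.95 min.

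**Figure D1:**
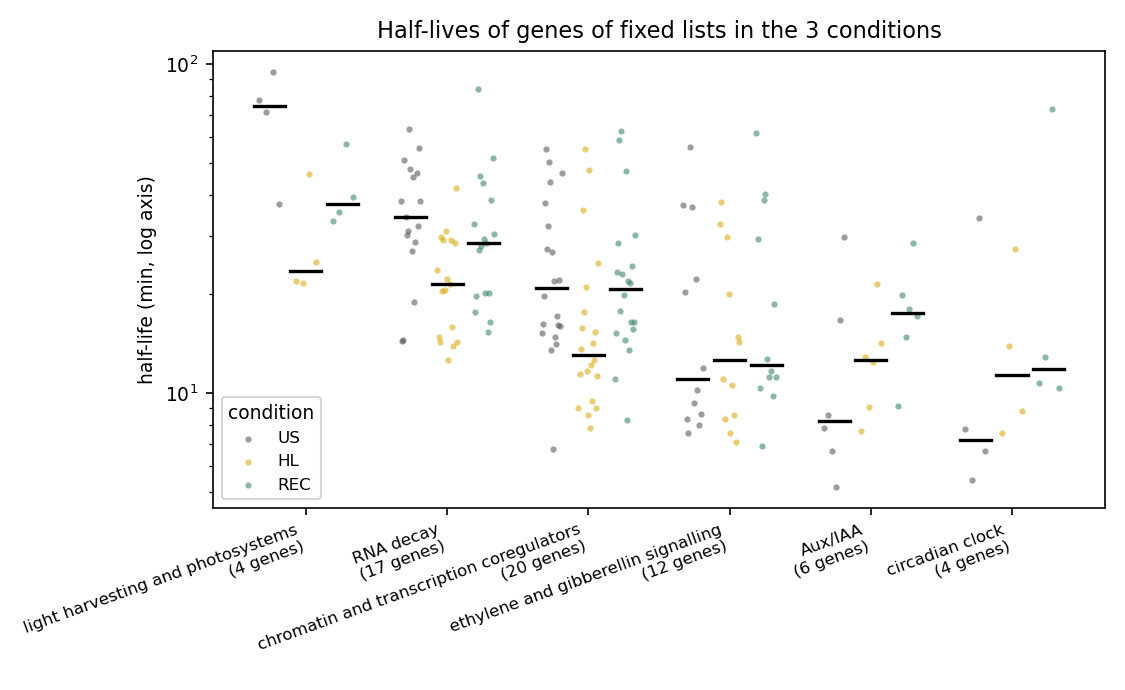
Half-life in min (log axis) of each gene of 6 fixed lists that was modelled in all conditions, with a point per gene, a black bar at the median and a colour for US, HL and REC leaves. Photosystem genes lie highest and Aux/IAA and clock genes lowest in US leaves.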

Lastly, rapid decay genes encoded proteins involved in hormone signalling (FDR = 9 × 10^−6^), including responses to gibberellin (FDR = 2.5 × 10^−3^) and ethylene (FDR = 4.1 × 10^−3^), and protein modifications (FDR = 1 × 10^−4^), such as ubiquitination (FDR = 5.6 × 10^−5^).

**Figure 3:**
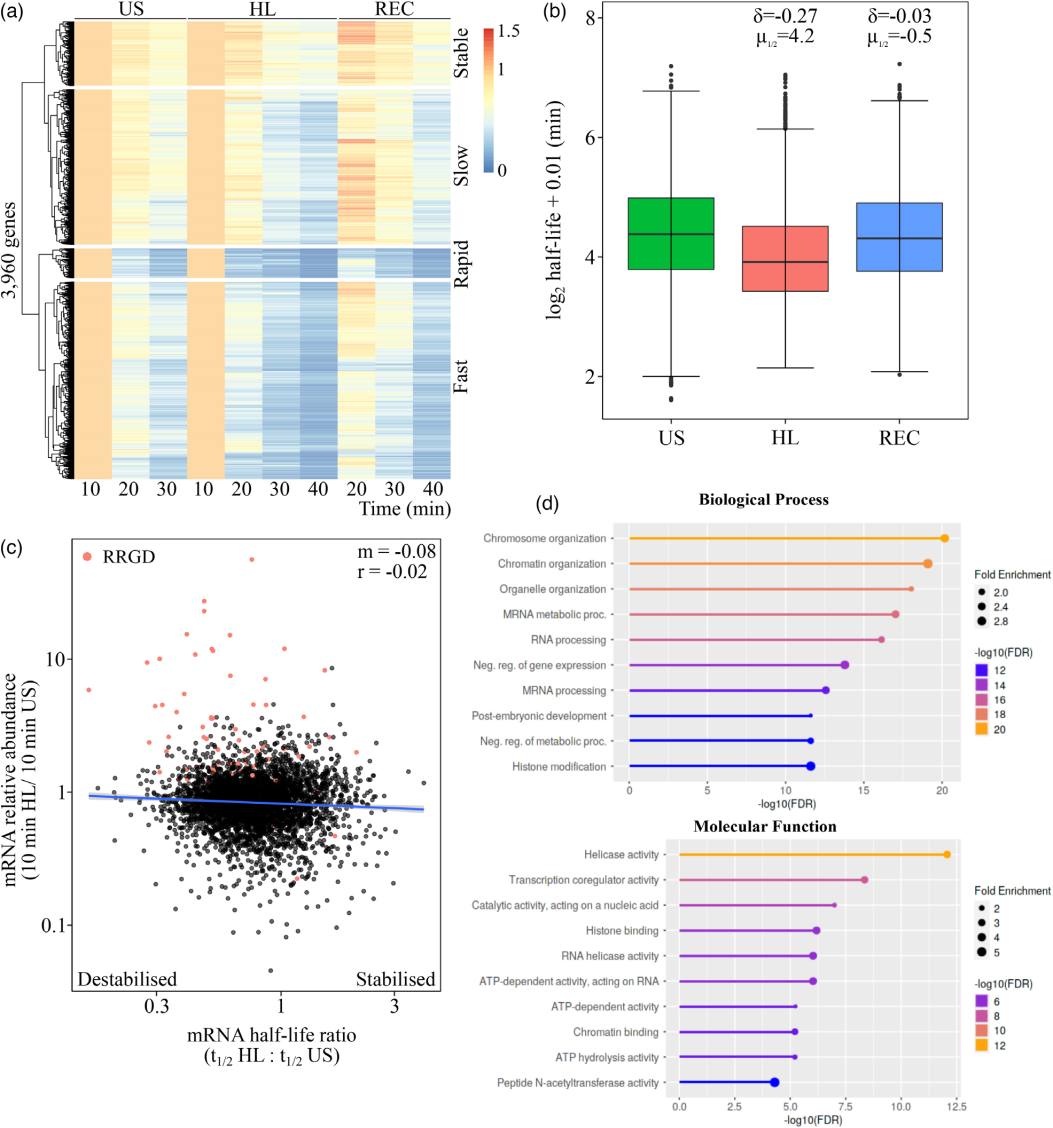
Transcript destabilisation occurs during light stress in Arabidopsis. (a) Heatmap with one‐dimensional hierarchical clustering depicting relative abundance of 3960 genes in cordycepin‐infiltrated samples under unstressed (US), high‐light (HL) and recovery (REC) conditions. (b) Boxplots depicting log_2_ half‐life determined for 3960 genes under US, HL and REC conditions. Box denotes median and interquartile range, bars denote 1.5 × interquartile range, and points denote outliers. *δ* denotes Cliff's delta, *μ*_1/2_ denotes median difference. (c) Scatter plot presenting the fold change in mRNA abundance (10 min HL/10 min US), in mock‐treated samples, versus the half‐life ratio (HL/US) for 3960 modelled transcripts. Points represent individual genes, line denotes fitted linear model, ‘*m*’ denotes regression coefficient, and ‘*r*’ denotes Pearson's correlation coefficient. (d) Top enriched gene ontology terms for products of transcripts destabilised under HL.

Transcript abundance appeared to decline faster under HL, suggesting lower stability during stress. 

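Over the 5113 genes, the mean share of transcript remaining fell to 71.59% ± 1.913 at 20 and 49.06% ± 4.446 at 30 min in US (SD over n = 3 libraries), and to 55.34% ± 2.92 at 20 (n = 3), 45.99% ± 2.288 at 30 and 22.6% ± 0.459 at 40 min in HL (n = 4). GATA1 and AT3G14200, a DnaJ-domain gene induced by high light, show the same order at 20 min, with 58.1% ± 30.7 in US and 21.4% ± 6.57 in HL for the first and 89.5% ± 10.8 and 26% ± 13 for the second (SD, n = 3). At 30 min the mean of all genes differed by less between HL and US than at 20 min. CAS1 kept 81.6% ± 13.6 at 30 min in US (SD, n = 3) and 88.2% ± 14.6 in HL (SD, n = 4).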

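In recovery, the mean share of transcript remaining stood at 89.7% ± 2.34 at 20 min, against 55.34% in HL leaves of the same time, and fell to 60.3% ± 2.07 at 30 and 36.5% ± 2.88 at 40 min (SD over n = 4 libraries). GATA1 shows this order with 92.3% ± 33.2, 34.3% ± 9.02 and 16.1% ± 2.91 at 20, 30 and 40 min, and AT3G14200 with 56.3% ± 18.7, 23.3% ± 4.7 and 8.54% ± 0.916 (SD, n = 4). At 20 min in REC the genes grouped by their decline as stable stood at 103.4% ± 0.926 of the start, slow ones at 97% ± 2.16, fast ones at 90.4% ± 12.6 and rapid ones at 61.4%. The start of the REC series is the HL series at 10 min, and the decay factor at 20 min in REC was the only one below 1.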

Curiously, there was a transient increase in abundance after 10 min of REC, particularly in stable and slow‐decaying transcripts. It is unclear whether this reflects residual transcription or is the result of these transcripts occupying a greater portion of the RNA pool as others are degraded. 

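Half-lives of transcripts such as UPF3 (27, 12.6 and 20.1 min in US, HL and REC), LBA1 (63.6, 31.2 and 43.5 min) and JMJ14, a histone H3 lysine 4 demethylase (43.3, 16.3 and 39.2 min), were shortest in HL leaves. IAA5 (5.19, 12.4 and 18 min) and DCP2 (14.4, 14.8 and 17.7 min) had no shorter value in HL than in US. Over the 5113 genes the median half-life was 19.9 min in US, 14.5 min in HL and 19.3 min in REC, and when every declining gene was counted it was 30.8, 21.4 and 29.9 min over 11776 genes. Fitted in each experiment alone, the medians were 20.33, 18.15 and 22.37 min in US for experiments 2, 3 and 4, 15.22, 15.07 and 14.89 min in HL, and 23.34, 19 and 18.59 min in REC.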

A comparison of half‐lives between conditions suggested that transcripts were less stable under HL (Med *t*_1/2_ = 15.1 min) compared with US (Med *t*_1/2_ = 20.8 min) and REC (Med *t*_1/2_ = 19.8 min, Figure 3b). We utilised estimation statistics to empirically test whether mRNA stability was altered between conditions in a transcript‐specific manner. While the bootstrapped mean difference was only −0.67 min (*δ* = −0.03) between US and REC, a difference of −5.69 min (*δ* = −0.27) was observed under HL (Table 2). This suggests that transcripts are destabilised under HL, but are then re‐stabilised to pre‐stress levels during REC.

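The difference between HL and US leaves was a mean of -5.577 min (bootstrap 95% interval -5.902 to -5.252 over genes), a median of -3.809 min (-4.062 to -3.602) and a Cliff's delta of -0.2435 (-0.2554 to -0.2313), and 72.44% of the 5113 genes had a shorter half-life in HL. Between REC and US leaves the mean was 0.02664 min (-0.3124 to 0.3588), the median 0.1964 min (-0.04495 to 0.4121) and delta 0.011 (0.0005476 to 0.0219). Between REC and HL leaves the median was 4.034 min (3.872 to 4.2), and 15.96% of genes had a shorter half-life in REC. HAC1 with 15.2, 9.01 and 11 min and LHCA4 with 95, 46.2 and 57.2 min in US, HL and REC are examples from the fixed lists. Genes are not independent replicates, so these intervals do not cover the variation between experiments, which had an SD of 1.62 min for the HL median difference and 2.12 min for the REC one (n = 3 experiments). The HL medians by experiment were -3.99, -2.56 and -5.79 min. With 20 min as the start the HL median difference was -0.53 min, and it was -2.63 min without experiment 4. With HL fitted on 10 to 30 min, the span of US leaves, it was -1.051 min, and 55.95% of 5090 of these genes had a shorter half-life in HL. The REC difference was negative in other settings, among them -0.55 and -0.37 min without experiments 2 and 3, and 1.43 min without experiment 4.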

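The paper follows transcripts after cordycepin stops RNA synthesis, scales the counts by a decay factor from reference genes chosen for high abundance and low variation in mock leaves, leaves out genes that still rise, fits an exponential decline per condition and compares the half-lives of the same genes between conditions. From shorter half-lives in HL and half-lives in REC near those of US, it proposes that transcripts are destabilised under high light and stabilised again in recovery. Heat shock transcripts show that order with few members, all 6 modelled genes of the list having a shorter half-life in HL than in US and a longer one in REC than in HL. Of all 5113 genes 72.44% had a shorter half-life in HL than in US. Only 3 of the 6 had a reduction beyond the median difference, so the list is not set apart from other genes. AT1G54050, a small heat shock protein, had 12.2, 8.89 and 11.7 min and AT5G37670, another one, 8.6, 7.4 and 10.3 min in US, HL and REC, BAG6, a co-chaperone, 13.8, 8.08 and 9.67 min, and CLPB4, a mitochondrial disaggregase, 47.4, 16.4 and 25.3 min. In the Aux/IAA list 2 of 6 genes had a shorter half-life in HL than in US, with a median difference of 3.35 min that was not set apart from other genes by Fisher's exact test (adjusted p = 0.363), and 6 of 6 had a longer one in REC than in HL. RNA decay genes had the shorter half-life in HL in 15 of 17 cases, and 16 of 17 were longer in REC than in HL.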

**Table 2:** Effect sizes parameters for differences in transcript half‐life between conditions

Contrast	Mean difference (*θ*)	Median difference (*μ*_1/2_)	Cliff's delta (*δ*)
HL–US	−5.69	−4.21	−0.268
REC–US	−0.668	−0.509	−0.0326

HL, high light; REC, recovery; US, unstressed.

We then tested whether our RNA half‐life analysis was biased towards low‐abundance transcripts, which may be prone to destabilisation. However, it was clear that the 3960 transcripts captured in our analysis were of widely varying abundance (Figure S4a). 

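Abundant photosystem transcripts and rare transcripts of hormone regulators both enter the comparison of half-lives. The mean abundance of the 5113 genes ran from 0.269 to 6150 TPM with a median of 8.38 TPM and a 5% to 95% range of 1.34 to 49.1 TPM, while genes kept but not modelled had a median of 14.7 TPM. LHCB2.1 had a mean of 1820 TPM and PSAD-2 of 880 TPM, against 3.73 TPM for IAA5 and 10.4 TPM for ARR6. Among the 2557 genes above the median abundance, the median HL minus US difference was -5.286 min (75.21% shorter in HL), and among the 2556 below it -2.793 min (69.68%).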

Next, comparing the half‐life ratio under HL (*t*_1/2_ HL:*t*_1/2_ US) with the fold change in mRNA abundance revealed a negligible relationship (Figure 3c). However, there appeared to be a subset of highly induced transcripts that were destabilised and another portion of transcripts with decreased abundance and increased stability. 

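AT1G30070, HSP81-2, a cytosolic HSP90, and the small heat shock gene AT5G37670 were induced in mock HL leaves, and their half-lives in US, HL and REC were 34, 16.2 and 26.6 min, 33.4, 15.8 and 22 min and 8.6, 7.4 and 10.3 min. GAI and IAA1 were lower in mock HL leaves, with half-lives of 9.35, 7.55 and 12.7 min and 7.86, 7.66 and 9.14 min. Over the 5113 genes, the log2 ratio of half-lives (HL over US) and the log2 fold change between mock HL and mock US leaves had r = -0.099 (rho = -0.056) with a slope of -0.082. Genes are not independent replicates, so no p-value is attached to r. It was 0.139 with 20 min as the start.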

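Of the 61 modelled genes at least 3-fold higher in mock HL leaves, 50 (82%) had a shorter half-life in HL, against 72.3% of the other genes (Fisher's exact p = 0.112). They include small heat shock genes such as AT1G54050, whose mock level was higher by a log2 fold change of 5.50 (edgeR adjusted p = 3.88e-05), and AT5G37670 (5.13). With a 2-fold threshold it was 71.1% of 173 genes against 72.5% (Fisher's exact p = 0.666), and with a 5-fold one 88.5% of 26 genes (p = 0.078). Without experiment 2 the 3-fold share was 62.2%, with 20 min as the start 10% and with exclusion of every gene with any library at 1.5 times its start 100%. Of the 197 modelled genes at least 3-fold lower, 106 (53.8%) had a longer half-life in HL (Fisher's exact p = 2.99e-15 against the other genes, taken over genes). IAA5, with 5.19 min in US and 12.4 min in HL, is a gene of the Aux/IAA list with a longer value. A fold change and a half-life ratio of the same leaves are not independent measurements, since mock and cordycepin leaves share the plants.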

Of the 388 RRGD loci defined previously (Crisp et al., 2017), 70 were captured in this RNA half‐life analysis. As expected, these were predominantly increasing in abundance (64/70 = 91.4%) when contrasted between HL and US in mock‐treated leaves. Indeed, these 64 genes comprised the majority of the most highly upregulated genes by HL. Within this upregulated subset, there was a clear bias towards destabilisation (55/64 = 85.9%), which suggests a coupling between induction (or increased abundance) and destabilisation. Conversely, these RRGD transcripts were largely downregulated and stabilised in the transition from HL to REC (Figure S4b).

We define 1980 HL destabilised transcripts based on observing a reduction in half‐life greater in magnitude than the median difference across transcripts between HL and US (i.e. 4.21 min, Table S8). These genes were enriched for those encoding proteins involved in transcriptional regulation, such as chromosome and chromatin organisation, and transcription coregulator, histone binding and helicase activities (Figure 3d). 

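Genes whose half-life fell short of the US value by more than the median difference include UPF3 (27 min in US and 12.6 min in HL) and the ubiquitin ligase UPL4 (46.2 and 14.8 min). A reduction beyond the median difference of -3.809 min was found for 2556 of 5113 genes here, 50% by construction, since a median always has an equal number of genes on either side. Of 4 modelled light harvesting genes all 4 are among them, with a median difference of -49.4 min, and of 6 heat shock genes 3, with -4.53 min. The rule counts minutes, so genes with long half-lives pass it more easily, and the light harvesting genes had a US median of 74.54 min. All 4 are in the stable class, which was not lost faster in HL at matched times. Of that class 84.94% remained in US and 85.05% in HL at 20 min, and 68.9 and 72.67% at 30 min.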

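Of the 20 modelled genes of chromatin and transcription coregulators, 16 had a shorter half-life in HL than in US and 15 (75%) a reduction beyond the median, with a median difference of -5.74 min (Fisher's exact p = 0.0263, adjusted p = 0.234 over 10 lists). HAC12, a histone acetyltransferase, had 16.2 min in US and 11.4 min in HL, CLF, the methyltransferase of Polycomb complex 2, 27.5 and 17.7 min, PIE1, an ATPase that places histone H2A.Z, 17.2 and 12.6 min, and EFS, a histone H3 lysine 36 methyltransferase, 43.8 and 11.7 min. PFT1, a mediator subunit, had 46.8 and 24.8 min and PKL, a remodelling factor, 55.4 and 36.1 min.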

Paired with this were terms related to the (negative) regulation of metabolic processes and post‐embryonic development. 

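Of 17 modelled RNA decay genes, 15 had a shorter half-life in HL and 12 a reduction beyond the median, with a median difference of -14.0 min (Fisher's exact p = 0.0957, adjusted p = 0.239). The DEAD-box helicase RH8, a component of processing bodies, had 32.3 min in US and 28.6 min in HL, AHG2, a poly(A)-specific ribonuclease, 14.5 and 14.3 min, and LSM1B, a subunit of the decapping activator ring, 18.9 and 29.2 min. Of 7 modelled SR splicing factors, all 7 had a shorter half-life in HL and 6 a reduction beyond the median, with a median difference of -8.2 min (Fisher's exact p = 0.0701, adjusted p = 0.234). RS31 had 37.1 and 20.1 min and RSZ22a 38.5 and 27.9 min.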

Once more, terms related to post‐transcriptional regulation were observed, albeit to a lesser extent, with enrichments in RNA helicase activity, mRNA metabolism and RNA processing. Therefore, light stress appears to induce the destabilisation of transcripts involved in both transcriptional and post‐transcriptional regulation, as well as the transition towards reproductive growth. 

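GI (AT1G22770), a clock gene that promotes flowering, had a steeper fitted decline in HL than in US leaves, and so did CPK23, a calcium-dependent protein kinase. GI had a half-life of 83.3 min in US and 13.2 min in HL, CPK23 21 and 7.66 min, AT1G32810, a PHD finger gene, 55.2 and 15 min, AT1G73660, a protein kinase, 43.5 and 16.2 min, and AT4G33620, a SUMO protease, 54.2 and 8.08 min. These are the 5 of 14010 genes whose difference of slopes passed the test in a mixed model of both conditions with the experiment as random intercept, and 0 were slower. The smallest adjusted p of this mixed model was 0.05 after rounding, so all 5 sit at the threshold. Without adjustment 1437 were faster and 262 slower, where 700.5 are due by chance over both, and 66% of all slopes were steeper in HL. FVE, another gene of the transition to flowering, had 147 min in US and 96.6 min in HL without passing the test, and UPL4 46.2 and 14.8 min. The 5 calls rest on few experiments, since leaving out any of them, the median in place of the mean decay factor, uncorrected counts, ordinary regression, HL fitted on 10 to 30 min, the span of US leaves, and 20 min as the start each gave 0 genes. The other settings gave from 4 faster and 2 slower, with 3 factors of unwanted variation, to 28 and 3, with no decay factor. Of 100 permutation splits of the libraries of both conditions within time points, the real one included, 6 called as many genes or more. The share of steeper slopes ran from 41.9 to 82.1% over these splits, and in 70 of them it lay at least as far from 50% as the real 66%. Splits that mix HL and US libraries at 10 min, the start of each series, can turn differences in level into slopes. They are therefore not a measure of chance in decay rates alone. In simulated data the same test called 39 of 200 genes with half-lives of 40 and 10 min. REC and HL slopes were compared from 20 min on, without the 10 min libraries that both series share. There no gene passed (259 faster and 399 slower without adjustment), and with HL and REC fitted on 10 to 30 min alone 388 were faster. This test leaves out the step from 10 to 20 min, after which 55.34% remained in HL and 89.65% in REC over the 5113 modelled genes. At 40 min 22.55 and 36.46% remained.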

Since it appeared that destabilisation of transcripts occurred under HL, we investigated the timing of this destabilisation (Figure S4). To test this, plants were exposed to high light for 60 min, with subsets of plants infiltrated with mock or cordycepin solution at 5, 20, and 50 min. Samples were then harvested after 10, 20, and 30 min to measure decay rates using qRT‐PCR of *AT3G14200*, which exhibited HL‐induced destabilisation based on the mRNA sequencing (Figure S5a). 

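AT3G14200 (TAIR10 chromosome 3 from 4712574 to 4714698) had a half-life of 16.8 min (95% interval 10.5 to 42) in US, 8.27 min (95% interval 6.91 to 10.3) in HL and 8.44 min (95% interval 7.63 to 9.45) in REC leaves. The difference of slopes between HL and US was -0.043 per min (SE 0.016) and did not pass. Its level in mock leaves at 10 min was 43.1 ± 17 CPM in US and 158 ± 44.6 CPM in HL (SD, n = 3), a log2 fold change of 1.86 (SE 0.40, adjusted p = 7.67e-04) from edgeR. After cordycepin the share remaining was 44.4% ± 15.5 at 30 min in US (SD, n = 3) and 18.9% ± 4.69 at 30 and 6.53% ± 1.71 at 40 min in HL (SD, n = 4).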

Interestingly, plants infiltrated at 5 min of HL exhibited an increase in *AT3G14200* in the 10 min following infiltration, which may be attributed to residual transcription and RNA processing while the cordycepin took effect on newly synthesising transcripts (Penman et al., 1970). However, transcript levels did decline from 20 to 40 min. In both the 20‐ and 50‐min treatment groups, steeper and more consistent declines were observed in the 30 min following infiltration. To quantify these differences, RNA half‐life was modelled using the period 10 to 30 min post‐infiltration. The half‐life of *AT3G14200* after 5 min of HL was estimated at 35.58 min, but this model was not significant (*P*_adj_ = 0.149). By contrast, the half‐lives following infiltration at 20 and 50 min of HL were estimated at 19.91 and 16.45 min, respectively (*P*_adj_ = 0.00027). This indicated that *AT3G14200* was more stable during the initial period of high light stress and subsequently destabilised.

The finding that *AT3G14200* is destabilised based on the duration of stress suggests that RRGD, typically observed after 60 min, may not occur with shorter durations of HL. To test this, plants were exposed to 10, 30, 60, and 120 min of HL before being moved to REC (Figure S5b–d). Quantification of relative changes in RNA abundance from canonical RRGD loci: *HSP101*, *ROF1* and *GOLS1* using qRT‐PCR revealed that 10 min of HL did not cause recovery‐induced downregulation. By contrast, clear declines in transcript levels were observed when the plants were moved to REC after 30 and 60 min of HL, while a small increase was observed followed by a decline after 120 min. Gene expression patterns seen in *GOLS1* were similar, though declines in transcript levels were observed in the last 10 min of REC after each HL length. Estimations of RNA half‐lives were modelled for each REC period, however, following adjustments for multiple comparisons, no model was significant (*P* < 0.05). Nonetheless, they did indicate the same general trend, with the most notable downregulation being observed following 60 min of HL. This reinforced the cordycepin data obtained for *AT3G14200* and indicated that RNA from RRGD loci remain comparatively stable in the early stages of HL before being destabilised.

### Translational regulation occurs during late stress and early recovery

To investigate the interplay between transcript stability and translation during HL and REC, we sequenced polyribosome (polysome)‐associated mRNAs, which represent transcripts involved in translation (Lecampion et al., 2016). This was done after 30 and 60 min of HL and after 7.5, 15, and 30 min of REC (Tables S9–S11). To achieve a reproducible recovery of polysomes from plant material, we used an extraction buffer with a low concentration of monovalent salts (80 mm K^+^) and high concentrations of translational inhibitors (150 μg ml^−1^ cycloheximide and 150 μg ml^−1^ chloramphenicol) in order to robustly stabilise elongating ribosomes, similar to the conditions suggested previously (Hsu et al., 2016). During polysome fractionation, we generated in‐line UV‐absorbance profiles to locate monosomal and polysomal fractions and control for any shifts in the global translational landscape (Figure S6a). Consistent with Hsu et al. (2016), the profiles exhibited a high monosome‐to‐polysome ratio. This is likely the combined result from using a modified extraction buffer and the nature of our material, since older Arabidopsis leaves have reduced polysome content (Carpentier et al., 2020). Nevertheless, the polysome profiles were highly reproducible and, therefore, were considered reliable for making comparisons in polysome‐associated RNA. The RNA quantities recovered from each fraction were also highly consistent between the samples, indicating little alteration in the overall transcript amount associated with polysomes (Figure S6b). While no major disruption was observed, individual transcripts may still undergo substantial translational regulation. To examine this, we sequenced the total (lysate before ultracentrifugation) and polysome‐associated mRNA populations, then calculated relative transcript abundances at the specified time points on a per‐gene basis (Figure 4). 

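The polysome experiment analysed here holds 54 libraries of rosettes at 0, 30 and 60 min of high light and at 67.5, 75 and 90 min, that is after 7.5, 15 and 30 min of recovery, each with total, monosome and polysome RNA from 3 replicates. Total RNA was used with n = 3 per time, and polysome RNA with replicates 2 and 3 (n = 2), because the paper leaves out polysome replicate 1 for its depth. Library totals were 4505271 to 8030630 for total RNA, 3213636 to 4591383 for polysome replicates 2 and 3, and 161425 to 360740 for polysome replicate 1. The authors deposited read counts per gene for 32833 genes, of which 16 ribosomal RNA genes were left out here. The share of ribosomal RNA was 22.59 to 52.42% in polysome replicate 1 and 2.03 to 9.56% in replicates 2 and 3. Changes over time were tested with edgeR's quasi-likelihood test on counts scaled by TMM, in 17690 genes for total and 16163 for polysome RNA, at an adjusted p of 0.05. The change in relative polysome loading (RPL) is the log2 change of polysome RNA minus that of total RNA, tested as an interaction over 17572 genes. A gene was called changed in the descriptive shares when its mean RPL or total level moved by more than 1.5-fold, over 16305 genes.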

To further validate the quality of our material and reproducibility with the published observations, we compared polysome‐associated mRNA sequencing performed here on unstressed plants (0 min HL) with those reported previously on 25‐day‐old Col‐0 (Carpentier et al., 2020). Indeed, gene‐level abundances were highly correlated between both RNA‐sequencing datasets (Pearson's *r* = 0.84), ensuring the robustness of the downstream analyses (Figure S6c). Multidimensional scaling was used to assess the similarity in polysome‐associated and total mRNA quantification across samples, which confirmed reproducibility between biological replicates (Figure S6d). 

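HSP101 and ROF1 illustrate how far replicates differ. HSP101 stood at 698, 563 and 617 CPM in the 3 total replicates at 30 min and at 7.19, 6.74 and 1.25 CPM at 0 min, and ROF1 at 504, 417 and 531 and 65.3, 67.4 and 42.9 CPM. In polysome RNA at 30 min, HSP101 stood at 354 and 709 CPM and ROF1 at 320 and 419 CPM in the 2 replicates used. On log2(CPM + 1) of the 24 total and polysome libraries of replicates 2 and 3, the first principal component held 46% of the variance, 94.6% of it between fractions. The second held 13.8%, 96.3% of it between times. Over all 36 total and polysome libraries the first held 39.5%, with 79.8% of it between fractions, and the second 8.87%, with 45.9% between times. In total libraries alone the first component held 27.6%, with 56.9% of it between times and 27% between replicates.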

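In the first 30 min of high light, most heat shock and chaperone genes rose in total and in polysome RNA. Fes1A, a nucleotide exchange factor of HSP70, rose in total RNA by a log2 fold change of 5.08 (SE 0.29, adjusted p = 5.6e-09) from edgeR and in polysome RNA by 4.87 (SE 0.29, adjusted p = 2.9e-08). HSP101 had 6.85 (SE 0.48, edgeR adjusted p = 1.39e-07) in total and 7.53 (SE 0.55, adjusted p = 5.56e-07) in polysome RNA, ROF1 3.04 and 3.15, AT3G14200 3.21 and 3.58, and MBF1C 5.77 and 5.57. Of 29 heat shock and chaperone genes in total RNA, 25 rose, 0 fell and 4 did not pass (27 and 0 over the list alone; limma camera adjusted p = 4.38e-104, adjusted p = 7.66e-04 with an estimated correlation). Of 30 in polysome RNA, 23 rose, 0 fell and 7 did not pass (28 and 0 over the list alone; limma camera adjusted p = 6.48e-125, adjusted p = 0.0149 with an estimated correlation). The splicing factor SR45a (3.70 in total RNA) rose in both fractions, and so did SIGE, a sigma factor of plastid transcription (2.01 and 1.85). In total RNA, the peroxidase gene APX1 (0.88), GolS1 (2.01) and LOX4 (1.91) rose. Of 22 light and oxidative stress genes, 4 rose, 0 fell and 18 did not pass (6 and 0 over the list alone). Of 22 wounding, touch and jasmonate genes 5 rose, 0 fell and 17 did not pass (6 and 0 over the list alone; limma camera adjusted p = 5.04e-04, adjusted p = 0.77 with an estimated correlation). GolS1 in polysome RNA had 2.01 (SE 0.57, edgeR adjusted p = 0.112). ATCTH, a tandem zinc finger protein, fell by 4.07 in total and 5.72 in polysome RNA, EIL1, an ethylene transcription factor, by 1.33 and 1.45, and LHCB2.3, a light harvesting gene, by 1.41 and 1.12. Of 36 light harvesting and photosystem genes in total RNA, 0 rose, 7 fell and 29 did not pass (0 and 8 over the list alone; limma camera adjusted p = 1.22e-06, adjusted p = 0.799 with an estimated correlation). In polysome RNA 1 of 36 fell (1 over the list alone) and 0 rose. Of 33 RNA decay genes in total RNA 1 rose, 4 fell and 28 did not pass (the same over the list alone). In all, 714 up and 914 down were called in total RNA and 213 up and 221 down in polysome RNA, where without TMM the total counts were 985 up and 785 down. The total counts were 333 up and 458 down without replicate 1, 290 and 343 without replicate 2 and 672 and 760 without replicate 3. With the replicate number as a block they were 1055 and 1287. With the replicate number as a block, 511 up and 594 down were called in polysome RNA, among them 5 of 36 light harvesting and photosystem genes, all lower. Over 17572 genes the log2 changes in the 2 fractions had r = 0.6509 (rho = 0.505), genes not being independent replicates. With genes of at least 5 RPKM r was 0.833, without a low-count filter 0.273, and without replicate 3 0.348.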

Intriguingly, changes in total and polysome‐associated mRNA were highly correlated (Pearson's *r* = 0.81) in the early stages of stress (0–30 min) indicating loading of transcripts onto polysomes proportional to changes in transcript abundance (Figure 4a). But, during the later period of stress (30–60 min), the two populations were substantially less correlated (Pearson's *r* = 0.47). 

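Between 30 and 60 min, the flavonoid genes TT4, F3H and FLS1 rose in total RNA, and the heat shock genes Fes1A and HSP101 fell. TT4, the chalcone synthase that starts flavonoid synthesis, rose by a log2 fold change of 1.33 (SE 0.18, adjusted p = 0.00117) from edgeR, F3H by 1.39, FLS1 by 1.11, TT5, the chalcone isomerase, by 0.97 and PAL1 by 0.91. Of 12 flavonoid and anthocyanin genes, 5 rose, 0 fell and 7 did not pass (11 and 0 over the list alone; limma camera adjusted p = 1.07e-24, adjusted p = 9.34e-04 with an estimated correlation). BBX14, a B-box protein, rose in both fractions (1.95 in polysome RNA), and FER1 (1.24) and BAM5, a beta-amylase (1.99), in total RNA. Of 29 heat shock and chaperone genes, 0 rose, 10 fell and 19 did not pass (0 and 17 over the list alone; limma camera adjusted p = 2.84e-21, adjusted p = 0.061 with an estimated correlation) in total RNA, with Fes1A at -2.12 (SE 0.25, adjusted p = 4.68e-04) and HSP101 at -2.17 (SE 0.37, adjusted p = 0.00712). In polysome RNA, 5 of 30 fell (7 over the list alone) and 0 rose, with Fes1A at -2.04, BAG6 at -1.53 and MBF1C at -1.47, while HSP101 had -1.98 (SE 0.38, edgeR adjusted p = 0.064) and ROF1 -0.43 (SE 0.23, adjusted p = 0.639). GASA6, a gibberellin-regulated peptide, fell in both fractions (-2.49 and -2.83), and so did the light harvesting gene LHB1B1 (-0.96 and -1.51). Of 11 flavonoid genes in polysome RNA, 0 rose, 0 fell and 11 did not pass (5 and 0 over the list alone), and PAL1 had 1.32 (SE 0.34, edgeR adjusted p = 0.199). With the replicate number as a block, edgeR called 5 of 11 flavonoid genes higher and 8 of 30 heat shock genes lower in polysome RNA, with PAL1 (1.33, adjusted p = 0.0012) and HSP101 (-1.93, adjusted p = 0.00843) among them. In all, 123 up and 134 down were called in total and 2 up and 16 down in polysome RNA (202 up and 214 down with the block), and r over 17572 genes was 0.2709 (rho = 0.3132). With DESeq2 the counts were 245 up and 228 down in total and 34 up and 48 down in polysome RNA, and without TMM 8 up and 13 down in polysome RNA. The total counts without replicate 1 were 5 up and 12 down, without replicate 2 1 up and 1 down and without replicate 3 188 up and 174 down. With the replicate number as a block they were 384 up and 312 down. The value of r was 0.107 without replicate 3 and 0.084 without a low-count filter.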

At early REC time points, the changes between the two populations were still weakly linked (Pearson's *r* = 0.25, Figure S6d). However, this correlation was gradually restored over 30 min REC (Figure 4a, Pearson's *r* = 0.77). This decoupling of total and polysome‐associated mRNA abundance during late stress and early recovery is indicative of an onset of translational regulation. 

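After 7.5 min of recovery, CAF1a, ORA47, an AP2/ERF factor of jasmonate synthesis, and CZF1, a zinc finger factor, had risen in total RNA. Their log2 fold changes from 60 to 67.5 min were 2.79 (SE 0.40, adjusted p = 0.0263), 4.12 (SE 0.60, adjusted p = 0.0263) and 1.19 (SE 0.17, adjusted p = 0.0263) from edgeR, and these were the only 3 genes called, none of them lower. In polysome RNA edgeR called 0 genes, where 223 up and 202 down passed without adjustment, and DESeq2 called 2 up and 1 down. With the replicate number as a block edgeR called 9 up and 8 down there, among them 6 of 30 heat shock genes, all lower. Without the block no heat shock and chaperone gene was called, and adjusted over the list alone 6 of 29 were lower in total and 13 of 30 in polysome RNA (limma camera adjusted p = 6.75e-35, adjusted p = 0.0933 with an estimated correlation). Over 17572 genes r was 0.2014 (rho = 0.1392), and without replicate 3 it was 0.078, without a low-count filter 0.072. Without TMM 18 up and 1 down were called in total RNA, with DESeq2 47 up and 3 down and with the replicate number as a block 40 up and 5 down. When replicate 1, 2 or 3 was left out, 0 genes were called in total RNA each time.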

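Over 30 min of recovery, MBF1C and HSP101 fell and EXO and the touch gene TCH4 rose in total and in polysome RNA. MBF1C had a log2 fold change of -4.37 (SE 0.31, adjusted p = 2.72e-07) in total and -4.30 (SE 0.33, adjusted p = 2.3e-06) in polysome RNA from edgeR, AT3G14200 -2.89 and -2.61, SR45a -2.64 and -2.55, HSP101 -3.05 and -2.78, and ROF1 -1.11 and -1.16. GolS1 had -0.84 (SE 0.39, edgeR adjusted p = 0.245) in total RNA, and PRR9 fell there by 3.26. Of 29 heat shock and chaperone genes, 0 rose, 17 fell and 12 did not pass (0 and 18 over the list alone; limma camera adjusted p = 1.4e-31, adjusted p = 0.0247 with an estimated correlation) in total RNA, and 12 of 30 fell in polysome RNA (20 over the list alone; limma camera adjusted p = 4.31e-44, adjusted p = 0.0725 with an estimated correlation). EXO, a protein of brassinosteroid-promoted growth, rose by 4.72 in total and 4.06 in polysome RNA, TCH4, a xyloglucan endotransglucosylase induced by touch, by 5.21 and 4.97, BT2, a BTB protein, by 6.41 and 5.46, and ERF6, an ethylene response factor, by 3.71 and 3.13. Of 22 wounding, touch and jasmonate genes, 12 rose, 0 fell and 10 did not pass (16 and 0 over the list alone; limma camera adjusted p = 3.78e-14, adjusted p = 0.312 with an estimated correlation) in total RNA, including JAZ7 (4.46) and JAZ8 (3.15), and 6 of 22 rose in polysome RNA (15 over the list alone; limma camera adjusted p = 7.21e-19, adjusted p = 0.244 with an estimated correlation). CAF1a and CAF1b rose in both fractions (2.43 and 1.34 in total, 2.48 and 1.83 in polysome RNA), and so did the clock gene PRR5 (0.78 and 1.28). In all, 1188 up and 538 down were called in total and 239 up and 99 down in polysome RNA, and r over 17572 genes was 0.5825 (rho = 0.4671). With genes of at least 5 RPKM r was 0.715, without replicate 2 0.339, without replicate 3 0.441, and without a low-count filter 0.234. Without TMM 147 up and 73 down were called in polysome RNA, and with the replicate number as a block 549 up and 278 down, among them 10 of 22 wounding, touch and jasmonate genes, all higher. The total counts were 445 up and 183 down without replicate 1, 431 and 178 without replicate 2 and 1093 and 653 without replicate 3. With the block they were 1547 and 918.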

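The paper measures the change of each gene in total and polysome RNA over each period and takes the correlation of the 2 changes as a measure of how far loading onto polysomes follows abundance. From a correlation that is high early, low in late stress and early recovery, and high again at the end, it proposes translational regulation in the periods with the low correlation. The median log2 change of the heat shock list had the same sign in both fractions in each period, with 3.73 in total and 4.15 in polysome RNA from 0 to 30 min, -0.91 and -0.65 from 30 to 60 min, -0.72 and -1.10 from 60 to 67.5 min and -1.79 and -1.62 from 60 to 90 min. In polysome RNA 5 of its 30 members passed the edgeR test from 30 to 60 min, and from 60 to 67.5 min none did in either fraction (8 and 6 with the replicate number as a block). Flavonoid genes had 0.98 and 0.97 from 30 to 60 min. Among genes past the threshold in total or polysome RNA, r was 0.930 from 0 to 30 min, 0.936 from 30 to 60 min and 0.905 from 60 to 90 min, these genes being chosen for the size of their changes. The interaction of fraction and time, which tests whether a gene changed differently in the 2 fractions, called 0 genes in every period by edgeR (17572 tested). Its block was the plant pool of each replicate and time, and no replicate effect on the polysome fraction alone was fitted. Such an effect would stay in the error of this test and could lower its calls, which was not tested. Without adjustment the counts were 210 up and 212 down from 0 to 30 min, 268 up and 287 down from 30 to 60 min, 134 up and 109 down from 60 to 67.5 min and 134 up and 197 down from 60 to 90 min. DESeq2 called 0 up and 6 down from 30 to 60 min. With n = 2 polysome libraries per time, the same test found 50% of genes given a 4-fold and 7.5% given a 2-fold change in simulated counts.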

Notably, this suggests that changes in translation are occurring independently of a concomitant change in total transcript abundance, and that the translational changes are invoked in a transcript‐specific manner.

**Figure 4:**
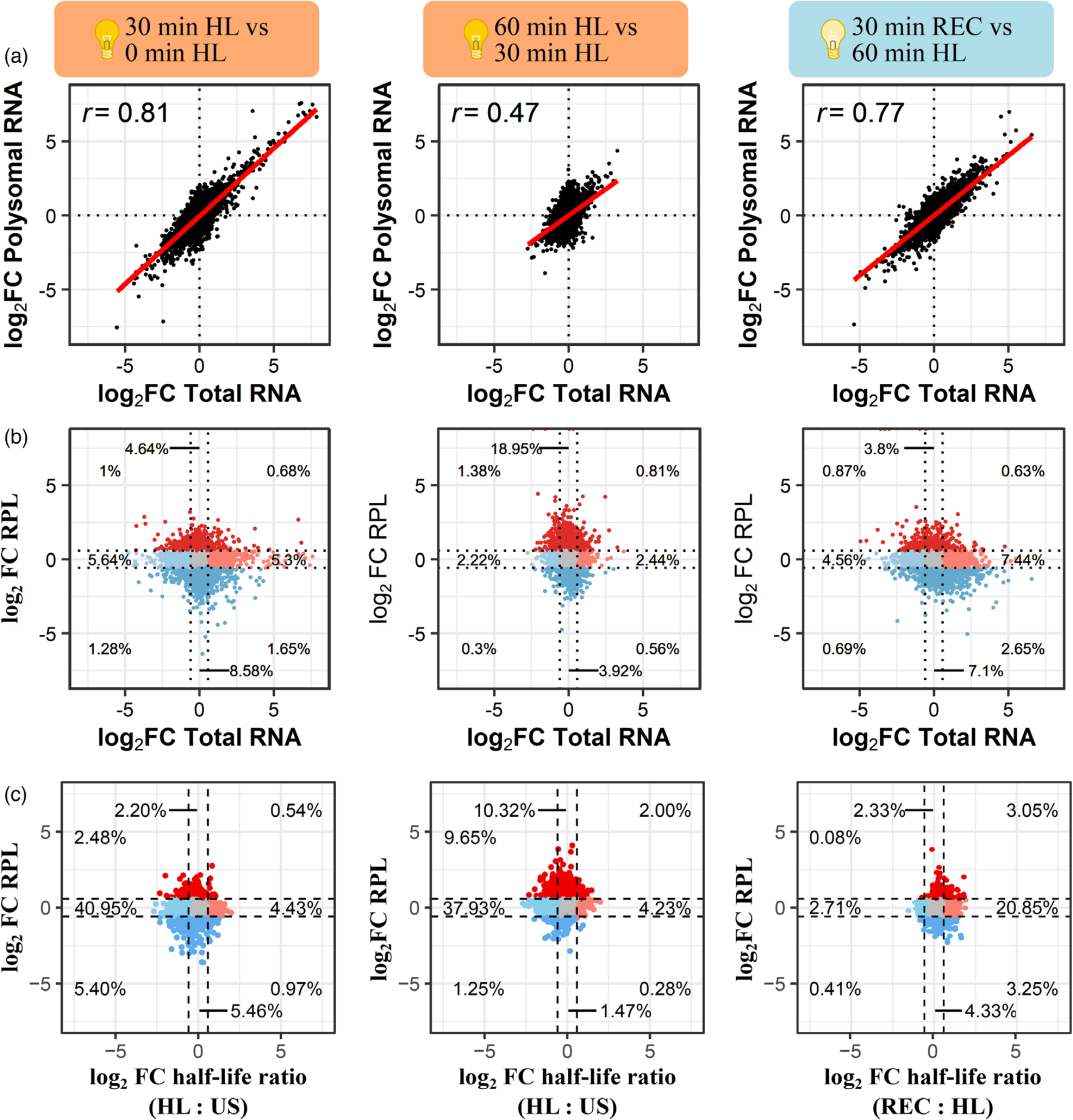
Translational regulation during light stress and recovery in Arabidopsis. (a) Scatter plots comparing gene‐specific fold changes in total and polysome‐bound mRNA abundance between time points. (b) Scatter plots comparing fold changes in total mRNA and relative polysome loading (RPL = polysomal mRNA/total mRNA) between time points. (c) Scatter plots comparing fold changes in RPL and half‐life ratios between time points, relating transcript half‐life to their abundance in the polysome‐bound mRNA fraction and RPL. Colouring indicates fold change greater (red) or less (blue) than 1.5 for either total mRNA or RPL. Numbers denote proportion of transcripts detected in each section. Points represent individual transcripts, line denotes fitted linear model, and ‘*r*’ denotes Pearson's correlation coefficient.

As ribosomes are recruited onto transcripts across the total cellular pool, it can be informative to examine the ratio between polysome‐associated and total mRNA in a transcript‐specific manner. While this would not be a direct reflection of the specific yield of translation, which includes rates of ribosomal attachment, progression and dissociation over mRNA and not only ribosomal loading, the proportion of the polysome‐associated mRNA is a solid indicator of mRNA translational propensity. We refer to this ratio as relative polysome loading (RPL), where a value of one indicates that polysome‐associated and total mRNA occur at proportionally the same relative abundance. It is important to note that changes in RPL can occur via differential recruitment of ribosomes to transcripts (numerator) or changes in total transcript abundance (denominator). Notably, RPL can increase even if levels of polysome‐associated mRNA decrease, provided this occurs at a slower rate than a reduction in total mRNA abundance. Therefore, comparing changes between RPL and total mRNA can be used to more easily identify shifts that occur in only one RNA population. This comparison was performed for three periods: early HL (0–30 min), late HL (30–60 min) and REC (Figure 4b). On a broad scale, clear differences could be observed between the three periods although a striking proportion of transcripts showed changes in RPL without changes in total mRNA abundance (early: 13.22%, late: 22.87%, REC: 10.9%). 

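IAA2, an auxin response gene, VCS, a scaffold of decapping, and SUC2 had among the larger changes in RPL of the named genes from 30 to 60 min. Their log2 changes were 0.76 (SE 0.29, edgeR adjusted p = 1) for IAA2, -0.66 (SE 0.36, adjusted p = 1) for VCS and -0.64 (SE 0.31, adjusted p = 1) for SUC2, with 1.21 and 0.35, -0.05 and -1.30 and -0.10 and -1.20 in replicates 2 and 3, and none passed the test. By the 1.5-fold rule without a test, RPL alone changed in 14.74% of 16305 genes from 0 to 30 min, 16.18% from 30 to 60 min and 13.42% from 60 to 90 min. In replicate 2 alone these shares were 25.34, 25.42 and 17.11%, and in replicate 3 alone 20.25, 21.69 and 16.83%. When a gene had to pass the rule in each of the 2 replicates, the share from 30 to 60 min was 6.562%, and with genes of at least 5 RPKM 9.378%.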

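From 0 to 30 min, the Aux/IAA genes had a median log2 RPL change of -0.37 and the guard cell markers of -0.19, while SR splicing factors had 0.11. From 30 to 60 min, heat shock and chaperone genes had 0.31 (limma camera adjusted p = 0.00517, adjusted p = 0.339 with an estimated correlation) and RNA decay genes -0.08, and from 60 to 90 min 0.24 and 0.25. Of the genes past 1.5-fold, 1475 had increased and 1910 decreased RPL from 0 to 30 min (43.6% increased), 1717 and 1590 from 30 to 60 min (51.9%), and 1896 and 1475 from 60 to 90 min (56.2%). The scaling between fractions changed the size of these shares but not their direction. Without TMM 30.6% were increased from 0 to 30 min, 72.7% from 30 to 60 min (2702 and 1015 genes) and 53.9% from 60 to 90 min, where the median RPL change of all genes from 30 to 60 min was 0.14.

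**Figure D2:**
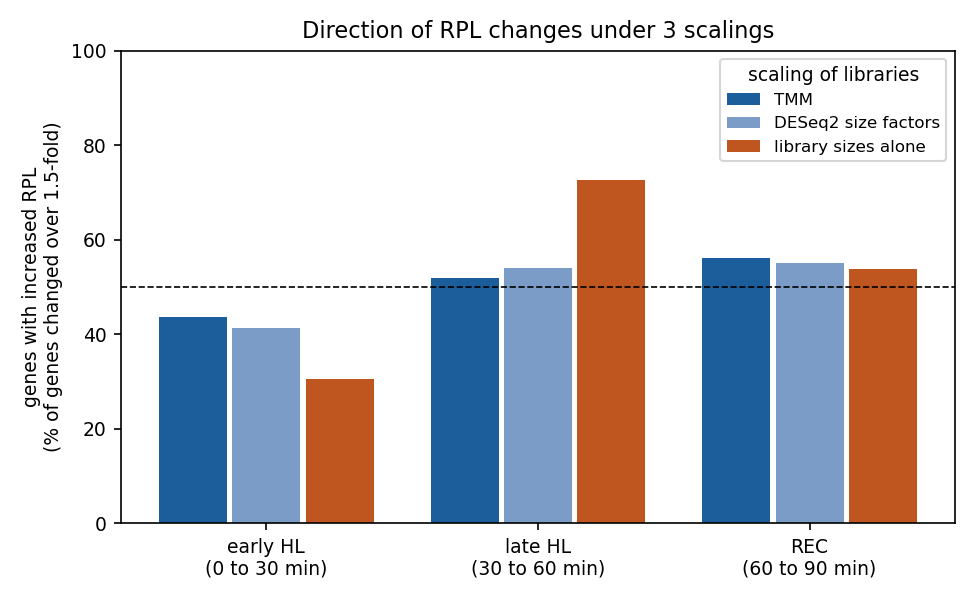
Share of genes with increased RPL, in percent of the genes past 1.5-fold, in 3 periods (groups of bars) under 3 scalings of the libraries (TMM, DESeq2 size factors, library sizes alone). The dashed line marks equal numbers in both directions, and the 3 bars differ most from 30 to 60 min, at 51.9, 54.0 and 72.7%.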

In each period, these changes were enriched for regulation in opposing directions with early HL and REC being biased towards reduced RPL, whereas late HL showed a striking enrichment of genes with increased RPL. Such results indicate a bias towards translational repression at the onset of stress, followed by increased propensity to translate. Furthermore, the 858 transcripts with increased RPL during late HL (Table S12) were enriched for functions related to transcription (e.g. transcription regulator activity, FDR = 8.7 × 10^−5^), macromolecule methylation (e.g. RNA methylation, FDR = 6.3 × 10^−5^), RNA processing (FDR = 2.1 × 10^−8^), splicing (FDR = 1.2 × 10^−4^) and organelle organisation (FDR = 1.2 × 10^−4^). 

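PAL1, the enzyme that starts phenylpropanoid synthesis, FMA, a transcription factor of guard cells, and IAA2 had higher RPL at 60 than at 30 min in both replicates, with 0.78 and 0.17, 1.49 and 0.79 and 1.21 and 0.35 in replicates 2 and 3. SR splicing factors had a median change of -0.19 (limma camera adjusted p = 0.206, adjusted p = 0.857 with an estimated correlation), chromatin and coregulator genes -0.23 and RNA decay genes -0.08, and no gene of these lists passed the interaction test. Over 16305 genes, 1717 had increased RPL and 1377 of them (8.445% of all genes) with no change in total RNA. This is a choice by size of change, and in replicates 2 and 3 the RPL changes of this period had r = 0.00706 with each other, with the same sign in 48.8% of genes.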

Notable too were the changes in the proportion of transcripts showing differences in RPL relative to total mRNA, reflecting disproportionate changes in polysome association compared with transcript abundance (Figure 4b). 

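Of the 16305 genes, 20.76% had an RPL change and 18.77% a change in total RNA past 1.5-fold from 0 to 30 min, a ratio of 1.11. DCP2 with 0.16 and -1.14 and IAA1 with -1.14 and 0.12 in replicates 2 and 3 show that the direction of an RPL change can differ between replicates.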

During early stress, 20.8% and 19.2% of transcripts exhibited changes in RPL and total mRNA, respectively, a 1.1:1 ratio. 

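From 30 to 60 min the shares were 20.28% for RPL and 10.46% for total RNA, a ratio of 1.94. The ratio was 2.81 with polysome replicate 1 included, 1.46 with genes of at least 5 RPKM and 1.58 when each of the 2 replicates had to pass. Total RNA changed past 1.5-fold in heat shock genes such as HSP101, whose CPM went from 698, 563 and 617 to 122, 109.9 and 186 in the 3 replicates, while its RPL change was 0.75 and -0.51 in replicates 2 and 3.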

During late stress, 25.9% and 7.7% of transcripts had changed RPL and total mRNA, respectively, a 3.4:1 ratio (threefold increase). In recovery, this returned to 15.7% and 16.8% changes in RPL and total mRNA, respectively, reflecting a 0.9:1 ratio. 

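From 60 to 90 min the shares were 20.67% for RPL and 19.71% for total RNA, a ratio of 1.05. AT5G60170 had an RPL change of 0.78 (SE 0.38, edgeR adjusted p = 1) with 0.73 and 0.86 in replicates 2 and 3, and GolS1 of 0.42 (SE 0.26, adjusted p = 1) with 0.42 and 0.42. KEA3 had -0.07 and -0.83 and AT3G14200 0.52 and 0.20.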

Overall, these results highlight the extent of translational regulation during light stress and recovery, with later stress (30–60 min of HL) being a dynamic period with increased ribosomal loading of many transcripts independently of changes in total mRNA abundance.

Since transcript stability may influence translation, we examined the relationship between half‐life and RPL during the same early HL, late HL and REC periods. We hypothesised that destabilised transcripts might show reduced polysomal association. To test this, we related the fold change in RPL, measured for each period, to the half‐life ratio (i.e. the change in stability) observed under HL and REC for 3905 genes detected in each dataset (Figure 4c). 

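Half-lives of the decay experiment and RPL changes of the polysome experiment come from different plants, so a correlation between them is not shared through libraries. HAC1 with half-lives of 15.2 and 9.01 min in US and HL had RPL changes of 0.34 and -0.19 from 0 to 30 and from 30 to 60 min, and DYW1 with 9.8 and 7.33 min had 0.07 and 0.27. Over 4936 genes, the log2 ratio of half-lives HL to US had r = 0.0121 with the RPL change from 0 to 30 min and 0.0757 with that from 30 to 60 min, and the ratio REC to HL had r = 0.189 with that from 60 to 90 min (rho = 0.0154, 0.0889 and 0.192). Without replicate 3 these were -0.0678, -0.0168 and -0.0306, and genes are not independent replicates.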

Unexpectedly, there was no clear relationship between changes in RPL and mRNA stability. 

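Transcripts with a half-life shorter by more than 1.5-fold in HL, such as the demethylase JMJ14, were counted by their RPL change. Of 4936 genes, 1793 (36.3%) were shorter, and 1465 of these (81.7%) had no RPL change past 1.5-fold from 0 to 30 min and 1513 (84.4%) none from 30 to 60 min. By contrast 330 genes (6.69%) were longer in HL, among which are IAA5 and GID1A. EIN2, with 37.3 min in US and 32.7 min in HL, had an RPL change of -0.39 (SE 0.43, edgeR adjusted p = 1) from 30 to 60 min. An absence of change by this rule is not a test of no change.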

Under both periods of HL, there was a large proportion of transcripts that were destabilised yet had unchanged RPL, indicating that the majority of destabilised transcripts retained similar levels of polysome recruitment. Conversely, during recovery there is a clear increase in the stability of many transcripts yet the majority of these also showed no difference in RPL. 

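In recovery, 1388 of 4936 genes (28.1%) had a half-life longer by more than 1.5-fold than in HL, and 1011 of these (72.8%) had no RPL change past 1.5-fold from 60 to 90 min. EIN2 had 32.7 min in HL and 61.7 min in REC with RPL changes of -0.25 and 1.28 in replicates 2 and 3, and DYW1 7.33 and 11.6 min with -0.20 and -0.46. GATA1, with 8.38 and 10.4 min, had 0.51 and -0.42.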

Our results suggest that changes in mRNA stability are not strongly linked with changes in polysome association or dissociation, and that the cytoplasmic dynamics of mRNA stability and translation have complex, non‐uniform relationships during plant stress and recovery.

### Dynamics of transcripts from RRGD genes can impact their translation

We previously defined RRGD genes as those upregulated at least threefold in their mRNA abundance after 30 min of HL. These were categorised based on their expression profiles: category 1 genes remained upregulated through HL and REC, category 2 genes were downregulated during REC, and category 3 genes were downregulated after 30 min of HL (Crisp et al., 2017). However, it was unclear whether these dynamics had functional consequences. Therefore, we investigated whether the mRNA dynamics displayed by RRGD genes impacted translation. 

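Genes were put into the 3 categories here from the total RNA of this experiment, since the list of the earlier study was not used here. A gene at least 3-fold higher at 30 min than at 0 min with an adjusted p below 0.05 was placed by its later course. Category 1 held 90, category 2 91 and category 3 31 genes, 212 in all, and with a 2-fold rule 200, 165 and 34. AT3G14200 had log2 fold changes of 3.21, -0.93 and -2.89 from 0 to 30, 30 to 60 and 60 to 90 min, HSFA2 9.40, -1.93 and -3.90. Category 3 depends on the replicates, with 9, 1 and 41 genes without replicate 1, 2 and 3, and 200 when total replicate 1 alone chose the genes.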

Examination of polysome‐associated transcripts found that they exhibited an expression profile concordant with that observed in total mRNA (Figure S7). This suggests that, contrary to the decoupling observed on a global scale, the free and polysome‐associated mRNA populations were tightly linked for RRGD genes. That is, changes in mRNA abundance of an RRGD gene generally led to changes of corresponding direction in that mRNAs translation. This observation indicates that the phenomenon of RRGD is likely to have tangible cellular consequences by impacting protein production.

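HSP101, ROF1, GolS1 and AT3G14200, 4 genes with higher levels at 30 min of high light, were followed in total and polysome RNA. HSP101 in polysome RNA stood at 2.41 and 3.25 CPM in replicates 2 and 3 at 0 min, 354 and 709 at 30 min, 113 and 156 at 60 min and 20.3 and 19 at 90 min. AT3G14200 stood at 15.8 and 19.8, 224 and 206, 100.1 and 125 and 20 and 17 CPM at the same times, and in total RNA at 25.2, 20.2 and 21.3 CPM at 0 min and 195, 212 and 211 CPM at 30 min. GolS1 in total RNA stood at 14.5, 18.1 and 18.8 CPM at 0 min and 58.9, 92.7 and 47.2 at 90 min.

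**Figure D3:**
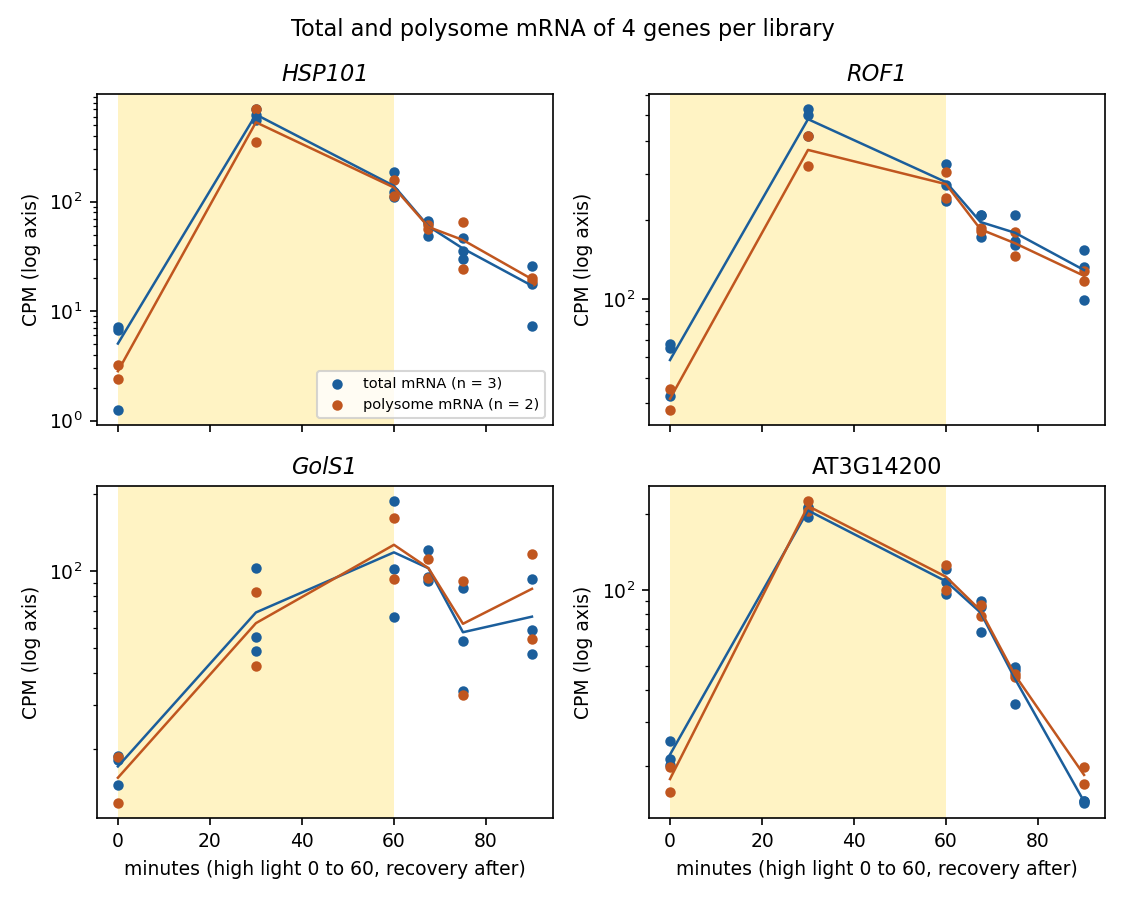
CPM (log axis) of HSP101, ROF1, GolS1 and AT3G14200 against time in min in total (n = 3) and polysome RNA (n = 2), with a point per library, a line through the means and the high-light period shaded. The levels of HSP101 and AT3G14200 peak at 30 min in both fractions.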

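The log2 changes in total and polysome RNA had the same sign for Fes1A in each period (5.08 and 4.87, -2.12 and -2.04, -2.13 and -2.30), and for HSFA7A, a heat shock factor, in the last 2 (-2.77 and -2.41, -3.77 and -3.20). HSFA2 had -3.90 and -3.54 from 60 to 90 min.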

Increased indices of co‐translational decay were also observed in RRGD genes, suggesting that co‐translational decay is involved in the removal of transcripts during recovery (Crisp et al., 2017). Therefore, we hypothesised that RRGD genes may exhibit reduced RPL, as their polysome‐associated transcripts are degraded at a higher rate than free unbound transcripts. To test this, changes in RPL were compared between each category of RRGD gene across the time course (Figure 5). 

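Between 30 and 60 min, the 64 genes of category 1 with an RPL value had a median log2 RPL change of 0.117, with 45 above and 19 below 0, the 74 of category 2 one of 0.074, with 47 and 27, and the 29 of category 3 one of 0.133, with 24 and 5. In ROF1, which rises early in high light, the RPL change was 0.32 (SE 0.30, edgeR adjusted p = 1), with 0.46 and 0.18 in replicates 2 and 3. Tested as groups over the 88, 91 and 31 genes that entered the RPL test, with medians of 0.22, 0.12 and 0.14, categories 1, 2 and 3 had limma camera adjusted p = 0.0137, 0.211 and 0.0235, and adjusted p = 0.0836, 0.133 and 0.0836 with an estimated correlation. The categories were chosen on the same total RNA that enters RPL, so these tests are not independent of the choice, and with genes chosen from total replicate 1 alone the medians were 0.027, 0.055 and -0.028.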

Genes in categories 1 and 3 tended to have an increase in RPL during 30–60 min of HL (Figure 5a–c). This was particularly notable for category 3 genes that exhibited reduced total mRNA abundance (Figure 5d–f). However, all categories of RRGD genes exhibited declines in RPL during REC, indicating either ribosomal unloading via translational control (e.g. category 1) or dynamic degradation (e.g. categories 2 and 3) of polysome‐associated transcripts.

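The median log2 change in total RNA from 30 to 60 min was -1.414 in category 3, -0.354 in category 2 and -0.101 in category 1. HSFA7A, with -2.77 in total RNA, had -2.41 in polysome RNA, and MBF1C had -1.89 and -1.47.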

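From 60 to 90 min, the median log2 RPL change was -0.077 in category 1, 0.193 in category 2 and 0.079 in category 3. The total RNA of these categories changed by a median of -0.475, -1.609 and -2.02. AT3G14200 had an RPL change of 0.35 (SE 0.27, edgeR adjusted p = 1), ROF1 of 0.10 (SE 0.31, adjusted p = 1) and HSP101 of 0.52 (SE 0.58, adjusted p = 1). Without RPL replicate 2 the medians were -0.253, -0.044 and 0.254, without RPL replicate 3 0.114, 0.147 and -0.053, and with genes chosen from total replicate 1 alone -0.086, 0.117 and 0.237.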

**Figure 5:**
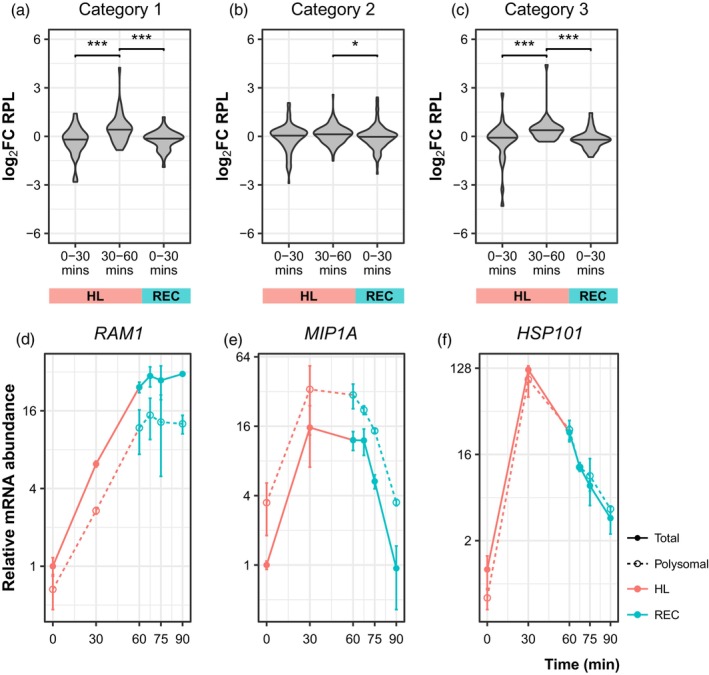
Rapid recovery gene downregulation (RRGD) can impact translation. (a–c) RRGD genes were defined as those upregulated at least three‐fold after 30 min of high light (HL). These were categorised based on their expression profiles: category 1 genes remain upregulated through HL and recovery (REC), category 2 genes are downregulated during REC, and category 3 genes are downregulated after 30 min of HL. Changes in relative polysome loading (RPL) for genes across these categories were compared across the three 30‐min time periods. Median foldchange was compared using Wilcoxon rank‐sum test, *P < 0.05, ***P < 0.001. (d–f) Examples of gene expression profiles in each category. Points denote mean; error bars denote SE (*n* = 2).

## DISCUSSION

To change gene expression during stress and recovery, plants can alter transcription, mRNA stability and/or translation. Here, we characterise changes during a highly dynamic period for mRNA abundance for each of these processes under light stress and recovery (Crisp et al., 2017). We focus on the extent to which mRNA stability was modulated to control RNA abundance, and the subsequent impact on translation. Light‐induced changes in transcription were indirectly inferred from changes in pre‐mRNA levels for *HSP101*, *ROF1,* and *GOLS1*, all of which showed decreases upon perception of recovery. Meanwhile, mRNA destabilisation occurred under light stress followed by its stabilisation in recovery. Based on detailed expression profiling of *AT3G14200*, this destabilisation appears to occur after 30 min of high light, at which point peak expression is reached. Similarly, recovery‐induced downregulation was not observed for *HSP101*, *ROF1,* and *GOLS1* in plants exposed to 5 min of stress, suggesting that destabilisation is dependent on the duration of exposure. Furthermore, we found that light‐induced transcripts showed concordant changes in polysome loading and total mRNA levels. Based on our findings, we propose a model of mRNA dynamics during light stress and recovery in Arabidopsis (Figure 6). Onset of stress is associated with a burst of light‐induced transcription, which occurs for 30 min. Following this, mRNA stability decreases and transcription slows, leading to slower accumulation in overall abundance. Yet, preferential ribosome association of specific transcripts, encoding light‐induced and regulatory proteins (e.g. transcription and RNA processing), continues to take place during late stress. Upon recovery, the reduction in pre‐mRNA levels suggests that transcription of stress‐induced mRNAs largely ceases. Due to the prior transcript destabilisation, a rapid downregulation in total and polysome‐associated mRNAs occur causing a resetting of the transcriptome to near pre‐stress levels. In this way, changes in mRNA stability act as a precursor to RRGD, maximising the impact of the transcriptional shut‐off by accelerating transcript turnover during this period.

**Figure 6:**
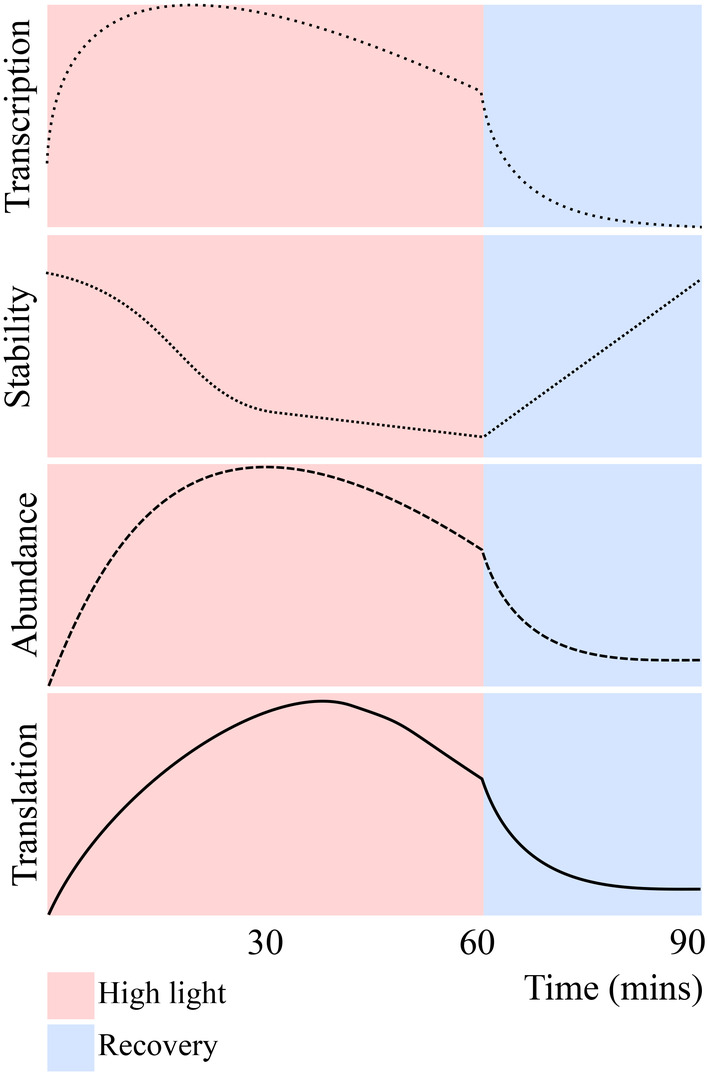
Stress‐induced transcript destabilisation facilitates rapid recovery gene downregulation (RRGD). A proposed model of RRGD transcript dynamics during high (HL) light and recovery (REC). Transcription of RRGD genes is induced by HL, which leads to increased total mRNA abundance. This is paired with transcript destabilisation, which, when coupled with the cessation of transcription in recovery, we hypothesise to be causing the rapid decrease in transcript levels. Critically, we find evidence that these rapid changes in overall mRNA abundance can impact the propensity for these mRNAs to be translated through changes in polysomal loading.

### Dynamic mRNA stability during plant development and light stress

Half‐lives of mRNA were measured in mature Arabidopsis leaves using a newly developed method, based on syringe infiltration of cordycepin. This allowed us to test for differences in mRNA stability in older plants, since existing measures have only been performed in juvenile seedlings. We observed a substantial decrease in half‐life of the majority of transcripts originating from the genes that could be contrasted with existing datasets (Chantarachot et al., 2020; Narsai et al., 2007; Sorenson et al., 2018; Szabo et al., 2020). Those transcripts exhibiting reduced stability in mature leaves were strongly enriched to encode proteins involved in co‐ or post‐transcriptional processes, including RNA processing and catalysis, RNA binding, ribosome biogenesis and translation (Figure 2d). Contrary to mature soil‐grown leaves, juvenile seedlings (or cultured cells) growing in nutrient‐rich media will likely be undergoing higher rates of cell division (Dean & Leech, 1982; Desvoyes et al., 2006; Donnelly et al., 1999) and chloroplast development (Dean & Leech, 1982; Pogson et al., 2015). When paired with a ready supply of the requisite macromolecules, this may be driving higher rates of protein synthesis and turnover (Ishihara et al., 2015; Li et al., 2017). A reduced stability of such transcripts may be allowing for greater responsivity (i.e. reduced mRNA stability allows for shorter transition times) in post‐transcriptional regulation to tailor protein synthesis proportionally to the cell's requirements and metabolic resources. However, there are many variables altered between independently performed studies that could explain the observed differences. Therefore, assaying RNA half‐lives over developmental time (e.g. differing leaf number) and between tissues (e.g. leaf versus flowers) would be an approach to test the extent to which mRNA stability changes across developmental stages.

We previously hypothesised that mRNA stability was modulated during recovery based on observing a rapid decline in the abundance of light‐induced transcripts (Crisp et al., 2017). The use of syringe infiltration allowed *in situ* application of cordycepin to plants undergoing stress and recovery, allowing us to test this hypothesis. Contrary to expectations, we observed transcript destabilisation under high light followed by stabilisation upon recovery (Figure 3b). Our approach allowed us to measure transcript half‐lives within 30 min of the initial response in contrast to the typical hours. Therefore, we capture highly dynamic responses including those of rapidly destabilised transcripts. However, we also acknowledge that a limitation of our approach was the number of time points that could be sampled, which likely impacted regression fit and thereby limited the number of transcripts that could be reliably modelled. Additional sampling time points could have increased the resolution and allowed more transcripts to be modelled; however, even at this resolution, we were able to model the half‐lives for the majority (60%) of transcripts that decayed significantly upon cordycepin treatment. It is also possible that blocking transcription will influence the rate of RNA decay, since studies in yeast suggest that there is an interaction between factors involved in transcription and decay to coordinate steady‐state RNA levels (Haimovich et al., 2013; Sun et al., 2013). Therefore, an orthogonal method to account for changes in the activity of the decay machinery would be beneficial for future studies. A pronounced spike in relative abundance was observed for a subset of transcripts after 10 min of recovery in the presence of cordycepin (Figure 3a). We previously speculated that this response could represent a recovery‐activated mechanism involving the release of a transcriptional repressor (Crisp et al., 2017). Instead, our results suggest that this spike may reflect residual transcription through some ‘inertia’ of the regulation, based on observing steady pre‐mRNA levels from late stress into recovery (Figure S1), paired with changes in transcript stability. Perhaps, this inertia is a feature of gene expression preventing excessive mRNA and protein throttling, and the associated energy expense, during spurious environmental stimuli. Nonetheless, half‐life measurements over 3960 transcripts revealed destabilisation during light stress (median half‐life decrease = 4.21 min), which appears to facilitate RRGD. We hypothesise that 20 min of stress are required for this destabilisation to develop, based on expression profiling of RRGD loci: *AT3G14200*, *HSP101*, *ROF1,* and *GOLS1* (Figure S4). It remains to be established whether these observations can be generalised across the transcriptome, and whether similar response profiles are invoked for different stressors.

The destabilisation of stress‐induced transcripts has been observed more broadly, including in yeast exposed to oxidative stress, induced by 25 min of hydrogen peroxide (Shalem et al., 2008) and 6–30 min of NaCl (Molin et al., 2009), and Arabidopsis cells undergoing 24 h of cold stress (Chiba et al., 2013). That stress‐responsive genes are destabilised during stress appears counterintuitive. However, this likely confers faster responsivity since unstable transcripts have shorter transition times in reaching new steady‐state levels (Pérez‐Ortín et al., 2007; Ross, 1995). Such an inverse relationship in which unstable transcripts are more quickly induced has been observed in multiple eukaryotes, in a gene‐ and stress‐specific manner (Elkon et al., 2010; Molina‐Navarro et al., 2008). While such a strategy is energetically costly, the benefits are faster responses to both the initial stress and perception of recovery (Shalem et al., 2008). This response is not necessarily global, as transcript‐specific responses are also observed, likely influenced by the type and duration of the stress. For example, 15 min of osmotic shock in yeast led to widespread transcript destabilisation, while a small subset (121 genes, 2.2%) of stress‐induced transcripts were preferentially stabilised (Romero‐Santacreu et al., 2009). In contrast, the stabilisation of stress‐induced transcripts was observed in yeast experiencing a slow enduring stress (40 min of methyl methanesulfonate treatment) (Shalem et al., 2008). Similarly, in Arabidopsis, longer term salt stress (2 weeks) was also associated with the stabilisation of salt‐induced transcripts encoding stress‐response proteins, alongside increased *N* ^6^‐methyladenosine deposition (Anderson et al., 2018; Kramer et al., 2020). This preferential stabilisation likely reflects the activity of mRNA‐binding proteins controlling transcript localisation. For example, SPI functions to relocalise its mRNA targets towards processing bodies for stabilisation during salt stress (Steffens et al., 2015).

### RRGD is facilitated by stress‐dependent mRNA destabilisation and, possibly, transcriptional shut‐off

The rapid decline in RRGD transcript levels in recovery appears to be facilitated by their destabilisation during light stress. Indeed, previously defined RRGD loci that are highly upregulated during light stress were among the most destabilised transcripts (Figure 3c). We hypothesise that transcriptional shut‐off, which should occur once the stimulus for induction is removed, also contributes to this resetting although this was only verified for three RRGD loci: *HSP101*, *ROF1* and *GOLS1*. We estimated transcriptional changes by detecting pre‐mRNA through the use of intronic primers amplifying intron–exon junctions of unspliced mRNA (Zeisel et al., 2011). Such changes are inferred under the assumption that the conversion of pre‐mRNA to mRNA is constant, which in fact could be disrupted by differential splicing, nuclear RNA decay, or nuclear export that may be specifically controlled and timed (Wickramasinghe & Laskey, 2015). Yet, unsurprisingly, changes in pre‐mRNA levels tracked closely with those of mature mRNAs for the genes profiled (Figure S1). However, important differences were observed that likely reflect differential regulation of distinct light‐responsive transcripts. From previous observations, *HSP101* and *ROF1* decline in abundance after 30 min of high light, whereas *GOLS1* declines specifically during recovery (Crisp et al., 2017). For *HSP101* and *ROF1*, pre‐mRNA levels decline to below pre‐stress levels during recovery, while mRNA levels remain comparatively elevated. By contrast, *GOLS1* pre‐mRNA levels more closely resemble those in mRNA and did not decline to pre‐stress levels during recovery. From this, we indirectly infer that there is differential transcriptional repression of light‐responsive transcripts during recovery. However, this requires further investigation with more extensive profiling of transcriptional changes. This will be most practical using genome‐wide measurements of pre‐mRNA levels that may be possible from conventional mRNA sequencing at greater sequence depth (Gray et al., 2014), especially when combined with fractionation of nuclear RNAs, since the short timescales and stress treatments used here make protocols such as base analogue labelling, RNA polymerase II ChIP sequencing and global run‐on sequencing impractical. Notably, however, pre‐mRNA levels began decreasing during the stress period for all three genes assayed, regardless of changes in mRNA. This suggests an initial transcriptional burst, mediated by light‐activated transcription factors, which lasts for approximately 30 min as also observed in mammals and fungi (Cesbron et al., 2015; Li et al., 2018; Molina et al., 2013).

Transcriptome resetting during recovery appears to be programmed by the cell in advance, during light stress, by changes in mRNA stability and transcription. As these are influenced by the duration of stress, it is possible that the recovery response may be altered in the same way. Among studies investigating recovery, it is rare that differing lengths of stress are compared. As demonstrated here, the recovery response is influenced by the duration of stress. Indeed, plants entering recovery after only 10 min of light stress displayed steady transcript abundances (Figure S4). Plants required at least 30 min of light stress before observing the expected rapid decline, which coincides with the mRNA stability data showing transcripts were destabilised by this point. Given that transcription appears to be ongoing at 30 min, this suggests that transcript destabilisation is the primary response for regulation in recovery, with a secondary transcriptional shut‐off occurring during the recovery itself. This coordination of mRNA stability and transcription aligns with observations made in yeast responding to oxidative stress (Molin et al., 2009; Shalem et al., 2008), whereby early‐induced transcripts are destabilised while those repressed are stabilised. This appears to be a mechanism by which cells ‘prepare’ for recovery; upon which the destabilised stress‐induced transcripts are degraded while the stabilised stress‐repressed transcripts accumulate, ultimately resetting the transcriptome to a pre‐stress state.

Impairments in RNA decay enzymes, especially 5′–3′ RNA degradation pathways, can influence plant stress responses (Crisp et al., 2018; Jang et al., 2019; Merret et al., 2013; Nguyen et al., 2015; Soma et al., 2017; Wawer et al., 2018; Xu & Chua, 2012; Yu et al., 2019). However, the mechanism of transcript destabilisation occurring during light stress remains unclear. Indeed, this has been challenging to identify, since RNA decay pathways are complex and redundant, with mutant analyses complicated by both feedback, compensation and lethality of combinatorial mutations. Previous studies profiled a series of combinatorial mutants during recovery; however, the downregulation of stress‐induced genes appeared unperturbed (Armbruster et al., 2019; Crisp et al., 2017). The turnover of mRNA is also regulated by numerous mRNA‐binding proteins, interacting with translation and decay machinery, which requires further exploration (Chantarachot & Bailey‐Serres, 2018). Post‐translational regulation of the activity of RNA helicases targeting stress‐responsive transcripts presents one possible mechanism for stress‐induced mRNA destabilisation (Chantarachot et al., 2020). Another is the involvement of stress‐induced variation in 5′‐terminus NAD^+^‐capping for transcript‐specific changes in stability (Yu et al., 2021).

### Regulation of translation during late light stress and at the onset of recovery

There is an increasing number of reports highlighting the regulation of translation in plants responding to stress, at both global and transcript‐specific levels in conjunction with changes in mRNA turnover and stability (Chantarachot & Bailey‐Serres, 2018). Extending this literature, we find that regulation of translation is dynamic during light stress and recovery. This was evident as transcript‐specific changes in polysome association (Figure S5a,b), as opposed to wholesale re‐organisation elicited by pattern‐triggered immunity (bacterial translation elongation factor EF‐Tu, elf18) (Xu et al., 2017), darkness (Juntawong & Bailey‐Serres, 2012), heat stress (Merret et al., 2017; Zhang et al., 2017) and hypoxia (Mustroph et al., 2009). The modesty in translational response observed here may reflect a stress of lesser intensity, in this case a 10‐fold increase in light irradiance for 60 min. This posits greater complexity to the regulation of translation, at the global and transcript‐specific levels, to be tuned based on environmental stimuli and requirements. This is likely determined through the action of intracellular signalling pathways and their interplay with RNA‐binding proteins and translational machinery, which represents new avenues of investigation. Retrograde signalling has been linked to nuclear RNA processing (Zhao et al., 2020). However, the speed with which translational regulation occurs (e.g. within 7.5 min recovery as measured in Figure S5c) posits direct interaction between chloroplast‐derived signals and cytosolic translation factors or interacting RNA‐binding proteins, many of which are redox‐sensitive (Huang et al., 2019; Moore et al., 2016).

Temporal differences in transcript‐specific translation were clearly observable based on changes in RPL (Figure 4b). During early stress, there was a slight bias towards decreased RPL, indicating translational repression of many genes. This aligns with the observations that stress initially represses translation by perturbing the machinery involved in initiation, scanning and elongation (Bresson et al., 2020; Janapala et al., 2019; Merret et al., 2015; Shalgi et al., 2013; Shirokikh & Preiss, 2018; Woodward & Shirokikh, 2021). On the contrary, we observed a striking increase in RPL during late stress that occurred independently of changes in total mRNA levels. This likely reflects the combination of two phenomena. In the first instance, this may reflect a transient pausing of elongation, without eliciting mRNA degradation, which resumes as cells begin to acclimate to the new conditions, as was observed in yeast (Shalgi et al., 2013). Simultaneously, preferential translation may be occurring for light stress‐associated genes to facilitate an acclimatory response (Chen et al., 2021). The concordance between total and polysome‐associated mRNA levels was also uncoupled rapidly upon transition to recovery, but is eventually re‐established after 30 min (Figure S5c). This reinforces the notion that this is an active period of regulation to establish post‐stress homeostasis to favour growth, as opposed to a passive release of stress defence to return to a pre‐stress condition. Indeed, although physiological and anatomical parameters return to pre‐stressed levels after recovery from non‐lethal stress, differential redox (Brossa et al., 2015), proteomic (Lyon et al., 2016; Schneider et al., 2019; Tamburino et al., 2017) and metabolomic (Lehmann et al., 2012; Wedeking et al., 2018) signatures represent a unique cellular environment, especially during early recovery.

Translation and mRNA stability are coupled by a complex variety of interactions (Roy & Jacobson, 2013). For instance, perturbations to translation, such as ribosome initiation, elongation or unloading, can elicit changes to transcript stability in association with mRNA translation and degradation machinery. For instance, glucose withdrawal rapidly abolished 5′ RNA binding of translation initiation factors within 2 min, leading to translational shutdown without mRNA degradation (Bresson et al., 2020). Conversely, heat shock‐induced progressive loss of 5′ RNA binding of translation initiation factors paired with XRN1‐mediated mRNA degradation within 12 min (Bresson et al., 2020). Given the complexity of these interactions, it is unsurprising that we observed a negligible relationship between changes in RPL and mRNA abundance or stability (Figure 4b,c). For example, many transcripts had altered RPL without significant changes in total mRNA abundance (e.g. 13.22% after 30 min HL, Figure 4b). At the same time, a smaller fraction (6.64% after 30 min HL) of transcripts showed increased or unchanged RPL alongside decreased total mRNA abundance. We hypothesise that these observations represent cases of co‐translational decay. However, further confirmation is required, for example, by assaying RNA cleavage products from the polysome‐associated mRNA pool. Since we previously observed elevated indices of co‐translation decay in RRGD transcripts (Crisp et al., 2017), we expected these to have reduced RPL during late stress or upon recovery. While declines in total mRNA from RRGD genes were generally concordant with declines in polysome‐associated mRNA (Figure S6), RPL tended to increase during late stress (Figure 5). There was a notable decrease in RPL during recovery, especially for category 3 RRGD transcripts, suggesting that polysome‐associated mRNAs were declining faster than free mRNAs. The incorporation of translational inhibitors with this experimental strategy, targeting initiation (Sekiyama et al., 2015) or elongation (Schneider‐Poetsch et al., 2010), may help unpack the fate of light‐induced transcripts when translation is perturbed. Additionally, the use of unbiased translational complex stabilisation, allowing for the capture of rapid responses, and methods that can robustly define translational regulation from other dynamic RNA processes may help to further disentangle the mechanics of light response in plants (Shirokikh, 2022).

Lastly, it was unclear the extent to which rapid changes in mRNA abundance could contribute to protein‐level changes (Crisp et al., 2017). In general, we found that changes in polysome‐associated mRNA levels correlated with those in the total mRNA pool. This was highlighted by temporal changes measured in previously defined RRGD loci (Figure 5; Figure S6). Therefore, transcript‐level changes in total mRNA should translate to increased ribosome association, resulting in greater translation. Whether or not this would lead to gross changes in protein abundance is unclear, depending on the stability of the protein product (Li et al., 2017). Nonetheless, our observations suggest that the transcriptional compensation observed at genes encoding proteins degraded under high light, should result in elevated translation that contributes to maintaining proteostasis during stress (Li et al., 2022).

## MATERIALS AND METHODS

### Plant growth and treatments

Arabidopsis seeds were sown onto moist soil (Martins Seed Raising and Cutting Mix, Yass, NSW, Australia) supplemented with Osmocote Exact Mini slow‐release fertiliser at 1 g L^−1^ dry volume of soil and 1 L of 0.3% (v/v) AzaMax (Organic Crop Protectants, Padstow, NSW, Australia). Seeds were covered with plastic wrap and stratified at 4°C in the dark for at least 72 h to break dormancy and synchronise germination. Stratified seeds were transferred to a temperature‐controlled Conviron S10H growth chamber (Conviron, Winnipeg, Manitoba, Canada) fitted with a mixture of 250 W metal halide (MH 250 W/U; Venture Lighting, Solon, Ohio, USA) and high‐pressure sodium lamps (SON‐T 250 W E E40 SL/12; Phillips, Amsterdam, Netherlands). Plants were cultivated under a 12‐h photoperiod of 100 μmol photons m^−2^ sec^−1^, 21°C and 55% relative humidity. Plants were watered to saturation the day preceding light stress application. Light stress was induced by increasing the light intensity 10‐fold (i.e. 1000 μmol photons m^−2^ sec^−1^), resulting in a ‘warm’ high light treatment (simulating sunlight, Δ*T* = 7°C) that effectively induces oxidative stress (Crisp et al., 2017; Jung et al., 2013). For recovery, plants were returned to pre‐stress light conditions. Plants were moved between pre‐programmed growth chambers to impose light stress and recovery. All experiments were performed at the midday point of the light period to exclude diurnal effects.

For transcriptional inhibition, cordycepin (3′‐deoxyadenosine; Sigma‐Aldrich, St. Louis, MO, USA) was syringe infiltrated on the abaxial side of fully expanded leaves (true leaves 4–6) of 28‐day‐old plants. Individual leaves were infiltrated with incubation buffer (1 mm PIPES [pH 6.25], 1 mm sodium citrate, 1 mm KCl, 15 mm sucrose) containing 0.6 mm cordycepin (Gutierrez et al., 2002; Seeley et al., 1992), or without (mock), using a 1 ml needleless syringe (Terumo). For each infiltration, the abaxial side of a leaf was pressed gently, yet firmly, against a syringe containing the appropriate buffer, which was then slowly expelled. Leaves were infiltrated until visibly saturated down to the base of the petiole, requiring approximately 100 μl of buffer, in order to achieve a consistent concentration of cordycepin in the apoplastic space between leaves. Once the buffer had permeated through the entire leaf, the syringe was removed and plants were incubated for 10 min (unless otherwise stated) before further treatment and harvesting. Each biological replicate represents leaves from independent plants infiltrated with either mock or cordycepin‐containing buffers. To minimise biological variation, infiltration of the two buffers per biological replicate was performed on separate leaves, from the same plant, at each time point per condition: US, HL or REC. For harvesting, leaves were excised at the base of the petiole and immediately flash‐frozen with liquid nitrogen. Frozen tissue was stored at −80°C until ready for processing.

### RNA isolation

Frozen tissue was ground into a fine powder using a ⅛′′ steel ball bearing with 1 min shaking at 25 Hz in a TissueLyser II (Qiagen, Hilden, Germany). Total RNA was extracted from finely ground tissue using TRIzol reagent (#T9424‐200ML; Sigma‐Aldrich, St. Louis, MO, USA) at a ratio of 1 ml solution per 100 mg ground tissue. Residual phenol was removed from the crude extract through two chloroform extractions at a ratio of 1:5 (v/v), followed by precipitation using isopropanol at 1:1 (v/v). The precipitated RNA was washed twice with 70% ethanol and resuspended in 1 mm sodium citrate buffer (pH 5.4). RNA quantification was performed through spectrophotometric analysis at 260 nm using the Nanodrop ND‐1000 Spectrophotometer, and RNA quality was assessed using 1% agarose gel electrophoresis or the LabChip GX Touch (PerkinElmer, Waltham, MA, USA). Five micrograms of purified total RNA was combined with 5 μl of TURBO DNase buffer and 1 μl TURBO DNase (Thermo Fisher Scientific, Waltham, MA, USA) in a 50 μl reaction and incubated at 37°C for 30 min. DNA nuclease‐treated RNA was then purified using 1.8× Sera‐Mag paramagnetic particles.

### Quantitative reverse‐transcription polymerase chain reaction analysis

DNA‐depleted RNA was reverse transcribed into cDNA using either Invitrogen Superscript III (Thermo Fisher Scientific, Waltham, MA, USA) or Maxima H Minus (Thermo Fisher Scientific, Waltham, MA, USA) reverse transcriptase according to the manufacturer's instructions. For detection of mRNAs, 1 μg of DNA nuclease‐treated RNA was combined with dNTPs and an Oligo(dT)_18_ primer in a 4.5 μl reaction volume to final concentrations of 2.2 mm and 11.1 μm, respectively, and incubated for 5 min at 65°C. For Superscript III based reverse transcription, 1× first strand reaction buffer, 10 mm DTT and 100 units of Superscript III Reverse Transcriptase were added to a final volume of 10 μl before incubation at 50°C for 60 min and 70°C for 15 min. For Maxima H Minus based reverse transcription, 1× reverse‐transcription buffer and 100 units Maxima H Minus Reverse Transcriptase was added to the reaction mix before incubation at 50°C for 30 min and 80°C for 5 min. For the detection of pre‐mRNA, 500 ng of DNA nuclease‐treated RNA was combined with 1.05 mm dNTPs and 10.5 μm random hexamers (Qiagen, Hilden, Germany) in a reaction volume of 14.25 μl before incubation at 65°C for 5 min. 1× First strand reaction buffer, 5 mm DTT and 150 U Superscript III (Thermo Fisher Scientific, Waltham, MA, USA) were added to a final volume of 14.25 μl, before incubation at 25°C for 10 min, 50°C for 1 h, and 70°C for 15 min. Expression of mRNA and pre‐mRNA was then assayed by semi‐quantitative reverse‐transcription PCR (qRT‐PCR) on a Roche LightCycler480 using SYBR Green I (Roche Diagnostics, Florham Park, NJ, USA). Raw fluorescence data were analysed using LinRegPCR to perform background subtraction, determine PCR efficiency and calculate starting concentration (*N*_0_; arbitrary fluorescence units; Ramakers et al., 2003; Ruijter et al., 2009). N_0_ values were used to calculate fold changes for target genes, which were normalised to changes in the housekeeper *PROTEIN PHOSPHATASE 2A SUBUNIT A3* (*PP2AA3*, *AT1G13320*). At least three biological replicates per genotype per time point were sampled, and each qPCR reaction was run in technical duplicate or triplicate. Primer sequences are provided in Table S1.

### mRNA sequencing

The Illumina TruSeq Stranded mRNA Kit was used to prepare strand‐specific (reverse stranded: first read maps to the reverse strand) polyA‐enriched sequencing libraries according to the manufacturer's instructions, except that all reactions were scaled down by one‐third and SuperScript III (Invitrogen) was used for first strand synthesis at 50°C. Libraries were constructed using Illumina unique dual index adapters in a 15‐cycle indexing PCR. All clean‐up steps were performed using nuclease‐free AMPure XP beads (Beckman Coulter, Sharon Hill, PA, USA) or Sera‐mag SpeedBeads (GE Healthcare, Chicago, IL, USA). Library concentration and fragment distribution were determined on the Qubit (double‐stranded DNA high sensitivity kit; Invitrogen) and LabChip GX Touch (DNA High Sensitivity kit; PerkinElmer), respectively. The concentration and peak fragment size were used to determine individual library molarity (assuming the average molar mass of one DNA bp = 650 g mol^−1^). Individual libraries were pooled in equal molar ratios and sequenced on a NextSeq500 (75‐bp single‐end, Table S2) at the ACRF Biomolecular Research Facility (The Australian National University, Canberra, ACT, Australia).

Raw sequencing reads were trimmed to remove adapter sequences and low‐quality base calls (PHRED <20, ‐q 20) with *Trim Galore!* (v0.6.4), a wrapper for *Cutadapt* (v1.18), followed by inspection with *FastQC* (v0.11.8). Trimmed reads were used for transcript quantification using *Kallisto* (Bray et al., 2016). *Kallisto index* (‐k 21) was used to build a transcript index based on TAIR10 coding sequences (Ensembl release 51: Arabidopsis_thaliana.TAIR10.cdna.all.fa.gz; Kersey et al., 2016). Bootstrapped transcript‐level abundances were computed using *Kallisto quant* (‐rf‐stranded ‐‐bias ‐‐single ‐b 10 ‐l 300 ‐s 100). Transcript‐level abundance estimates were summarised to gene‐level counts, using *Tximport* (‘lengthScaledTPM’; Soneson et al., 2015), for genes detected at an abundance of at least 0.5 TPM in more than six *t*_10_ samples (17 256 loci, Table S3). The *RUVr* procedure of the *RUVSeq* package was applied to account for variation between experimental batches (Risso et al., 2014). Briefly, deviance residuals were quantified using a first‐pass generalised linear model of rounded counts, without global scaling, on the covariates of interest. Then, a factor analysis is performed using the deviance residuals to compute batch‐corrected counts using the *RUVr* function. Multidimensional scaling was performed on the batch‐corrected counts using *plotMDS* (gene.selection = “pairwise”). Differential gene expression analysis was performed on batch‐corrected counts using the *edgeR* quasi‐likelihood pipeline without TMM normalisation (Chen et al., 2016). A quasi‐likelihood negative binomial generalised log‐linear model was fit to the adjusted counts (glmQLFit, robust = T) followed by the application of quasi‐likelihood *F*‐tests (glmQLFTest), with FDR correction for multiple hypothesis testing, to detect significant differentially expressed genes (FDR adjusted *P*‐value <0.05).

Adjusted counts were converted to abundance (counts per million, CPM) and used to compute fractional decreases in mRNA abundance (relative to the mean at *t*_10_ per condition). The *t*_10_ time point was shared between HL and REC samples as the same batch of infiltrated plants was either retained under HL or transferred to standard growth conditions for REC. Decay factor normalisation was performed to account for the apparent increase in abundance of relatively stable genes, which constitute a greater proportion of the total RNA pool while those less stable degrade without replacement when transcription is inhibited (Sorenson et al., 2018). To do this, a decay factor was computed for each time point per condition, across the cordycepin‐treated samples, using a set of reference genes. Reference genes were selected based on their abundance (>95th percentile [log_2_ CPM + 0.01]) and variance (<25th percentile [coefficient of variation CPM]) across mock‐infiltrated samples. This produced the following 52 reference genes: *AT4G01050*, *AT4G24280*, *AT5G36790*, *AT1G07920*, *AT5G13650*, *AT1G05850*, *AT1G62750*, *AT4G22890*, *AT3G62030*, *AT3G19170*, *AT2G18960*, *AT3G23400*, *AT5G42270*, *AT3G63140*, *AT3G11630*, *AT4G24770*, *AT1G65960*, *AT3G54050*, *AT4G01150*, *AT5G61410*, *AT1G11860*, *AT4G32260*, *AT5G60600*, *AT5G42980*, *AT3G55800*, *AT3G46780*, *AT3G16140*, *AT4G20360*, *AT3G14420*, *AT1G56070*, *AT5G66190*, *AT3G02470*, *AT1G30380*, *AT4G03280*, *AT2G30950*, *AT5G60390*, *AT4G04640*, *AT1G55670*, *AT3G60750*, *AT1G44575*, *AT5G35630*, *AT4G28750*, *AT1G20020*, *AT3G12780*, *AT5G50920*, *AT1G42970*, *AT1G20340*, *AT4G38970*, *AT4G37930*, *AT4G12800*, *AT5G01530* and *AT3G61470*. The mean fold increase computed across reference genes in cordycepin‐infiltrated samples should reflect the fold change in the total RNA pool. This was applied as a scaling factor on fractional decreases at each time point per condition. Lastly, any genes still displaying a fold increase ≥1.5 were excluded from the analysis, leaving 14 386 and 9339 loci for unstressed and all conditions, respectively.

### mRNA half‐life analysis

Decay factor‐normalised fractional decreases in mRNA abundance were used to compute half‐life (*t*_1/2_) per condition (assuming exponential decay and first‐order kinetics) (Ross, 1995). The decay constant (*k*_d_) was first computed using log‐linear modelling of the change in mRNA abundance as a function of time using individual data points from cordycepin‐infiltrated samples in each condition: *k*_d_ = −log_e_[*C*/*C*_10_]/*dT*. From this, the condition‐specific half‐life of each gene could be solved using: *t*_1/2_ = log_e_(2)/*k*_d_. The *R* package *lme4* was used for building linear mixed‐effects models with fixed (Time) and random variables (experimental batch) (Bates et al., 2015). The conditional *R* ^2^ and accompanying *F*‐statistic and *P*‐value were used to evaluate whether the data fit an exponential decay model (*P* < 0.05) on a gene‐by‐gene basis, with the *R* packages *piecewiseSEM* and *lmerTest* (Kuznetsova et al., 2017; Lefcheck, 2016). Finally, any genes calculated with *k*_d_ < 0 or half‐life >1440 min (1 day) were removed from the analysis. In total, 6711 and 3960 genes could be statistically modelled (*P* < 0.05) under unstressed and all conditions, respectively. Half‐lives calculated under unstressed conditions were directly compared with those reported for a common set of 4497 genes across multiple genome‐wide studies in Arabidopsis (Chantarachot et al., 2020; Narsai et al., 2007; Sorenson et al., 2018; Szabo et al., 2020). The R package *dabestr* was used to compute paired effect size parameters: paired mean difference (*θ*), paired median difference (*μ*_1/2_) and paired Cliff's delta (*δ*) using the functions *mean_diff*, *median_diff* and *cliffs_delta*, respectively, with 10 000 bootstrap resamples. Significant functional enrichments (FDR < 0.05) were assessed using *ShinyGO v0.76.1* (Ge et al., 2020).

### Polysome‐associated mRNA sequencing

Polysome‐associated mRNA sequencing was performed using an adapted protocol (Lecampion et al., 2016), including modifications to the polysome extraction buffer based on Hsu et al. (2016). Briefly, 250 mg of ground plant tissue was dissolved in 1 ml of polysome extraction buffer (160 mm Tris‐Cl [pH 7.6], 80 mm KCl, 5 mm MgCl_2_, 5.36 mm EGTA [pH 8], 0.5% IGEPAL CA‐630, 40 U ml^−1^ RNasin Plus RNase inhibitor [Promega], 150 μg ml^−1^ cycloheximide and 150 μg ml^−1^ chloramphenicol) and incubated on ice for 10 min. Samples were repeatedly centrifuged at 16 000 *g* for 5 min at 4°C until the supernatant was clear. Samples were loaded onto sucrose gradients, consisting of layers of 50% (1.68 ml), 35% (3.32 ml), 20% (3.32 ml) and 20% (1.68 ml), with the two 20% layers added separately. The buffer used in the gradients consisted of 400 mm Tris‐Cl (pH 8.4), 200 mm KCl, 100 mm MgCl_2_, 10.12 μg ml^−1^ cycloheximide and 10.12 μg ml^−1^ chloramphenicol. Gradients were centrifuged at 41 000 rpm with an SW41Ti rotor for 2 h at 4°C. Each gradient was passed through a spectrophotometer from the highest to lowest density and absorbance at 260 nm recorded, with 1 ml fractions collected using a BR‐188 Density Gradient Fractionation System (Brandel). Fractions were pooled into monosomal and polysome sets and extracted using 5:1 acid phenol:chloroform. Brief, an equal volume of the phenol:chloroform mix was added to each fraction, before centrifugation at 16 000 *g* for 10 min. The aqueous layer was extracted a second time using a one‐fifth volume of chloroform, before the RNA was precipitated using an equal volume of isopropanol in addition to sodium acetate (pH 5.2) to a final concentration of 300 mm. The precipitated RNA was washed twice with 70% ethanol and resuspended in a 1 mm sodium citrate (pH 5.4) solution. Purified polysome RNA and total mRNA purified from paired ground tissue (purified as described above) were used to generate sequencing libraries using the Illumina TruSeq Stranded mRNA kit as described above.

Quality control of raw reads was carried out using *FastQC*, with adapter trimming performed using *scythe* (‐p 0.1) and quality trimming performed using *sickle* (‐q 20 ‐l 20). Reads were aligned to the TAIR10 Arabidopsis genome using *subjunc* to report a single unambiguous mapping location per read (Liao et al., 2013). Sorting, indexing and compression were carried out with samtools (Li et al., 2009), and read counts per loci were calculated using *featureCounts* (‐s 2 for reverse stranded libraries; Liao et al., 2014). Polysome‐associated mRNA samples in replicate one were omitted from the following analysis due to limited read depth, leaving two biological replicates. Reads mapping to rRNA were removed before performing TMM normalisation and calculating reads per kilobase of transcript per million mapped reads (RPKM) at the gene level in *edgeR* (Robinson et al., 2010). Log_2_ RPKM values from RNA sequencing of polysome‐associated mRNA (unstressed, 0 min HL) were directly compared with those determined for 25‐day‐old Col‐0 in Carpentier et al. (2020) for genes detected in both datasets at RPKM > 0. Quasi‐likelihood *F*‐tests were performed, as described above, to detect significantly differentially ribosome‐associated transcripts. RPL was calculated on a gene‐specific basis by dividing its abundance (RPKM) in polysome‐associated RNA by that of total RNA for each replicate.

## AUTHOR CONTRIBUTIONS

PAC and BJP conceived the project. ABS, DRG, MM, BJP and PAC designed experiments. ABS and DRG performed *in planta* cordycepin experiments and mRNA sequencing. ABS, MM, YJ and NES performed polysomal RNA sequencing. ABS, DRG and AFB performed data analysis. ABS, DRG and PAC led manuscript preparation. All authors read and commented on the manuscript.

## CONFLICT OF INTEREST

The authors declare no conflicts of interest.

## Supporting information

**Table S1.** Primers used for qRT‐PCR gene expression analyses.
**Table S2.** RNA half‐life sequencing statistics.
**Table S3.** Gene‐level TPM estimates for genes, defined in TAIR10 (Ensembl Release 51), detected at TPM > 0.5 in at least six *t*_10_ samples.
**Table S4.** Differential expression testing in mock and cordycepin‐treated samples during high light stress and recovery.
**Table S5.** mRNA half‐lives determined using log‐linear regression (*P* < 0.05) for genes in Arabidopsis under unstressed conditions.
**Table S6.** Transcripts with reduced half‐life in mature leaves compared with prior published work in cell culture and juvenile seedlings.
**Table S7.** mRNA half‐lives determined using log‐linear regression (*P* < 0.05) in Arabidopsis under unstressed (US), high light (HL) and recovery (REC).
**Table S8.** High‐light destabilised transcripts.
**Table S9.** Polysome‐bound mRNA‐sequencing statistics.
**Table S10.** Gene‐level RPKM values from sequencing polysome‐bound and total mRNA fractions during light stress and recovery.
**Table S11.** Differential gene expression and relative polysomal loading under high light and recovery.
**Table S12.** Genes with increased relative polysome loading during late high light stress (60 versus 30 min of high light).

**Figure S1.** Pre‐mRNA levels decrease more rapidly during recovery than mRNA.

**Figure S2.** RNA decay experiment quality control.

**Figure S3.** Representative RNA decay curves.

**Figure S4.** Detecting in planta changes in mRNA stability between conditions.

**Figure S5.** Rapid recovery gene downregulation is dependent on the length of high light exposure in Arabidopsis.

**Figure S6.** Uncoupling of total and polysome‐bound mRNA abundance within 30 min of recovery from light stress in Arabidopsis.

**Figure S7.** Expression profiles of light‐induced total and polysome‐associated mRNAs during light stress and recovery in Arabidopsis.

## Data Availability

All codes used for analyses are available on GitHub (https://github.com/dtrain16/NGS‐scripts). All sequencing data are accessible at the NCBI's Gene Expression Omnibus (Edgar et al., 2002) at accession number GSE201015 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201015).

# Supplementary material for: Dynamics of mRNA fate during light stress and recovery: from transcription to stability and translation
**Source:** Plant J. 2023 Nov 10;117(3):818–39. doi: 10.1111/tpj.16531
**Supplement:** Supplementary file 2 — Figure S1. Pre‐mRNA levels decrease more rapidly during recovery than mRNA.

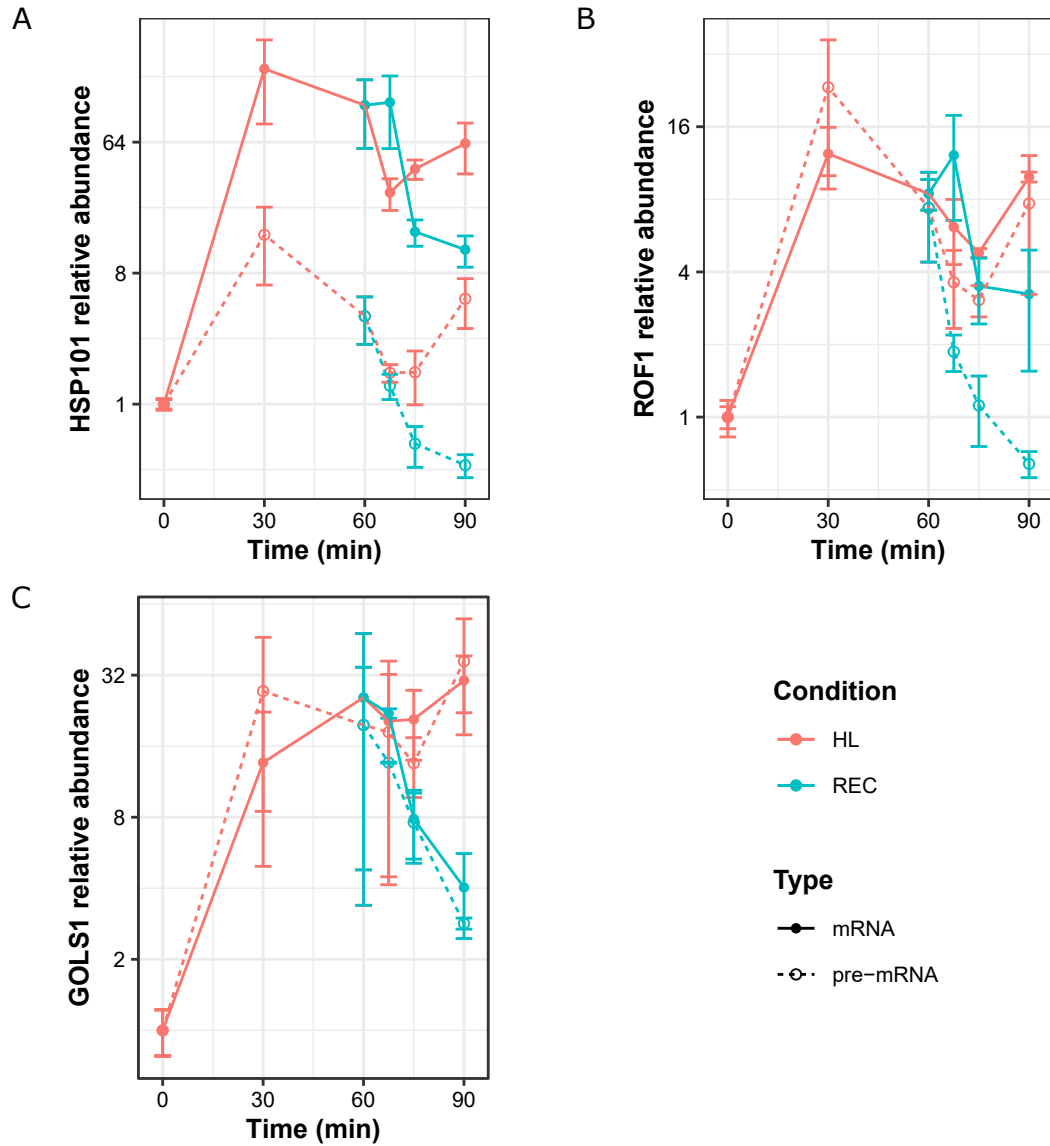

Figure S1. Pre-mRNA levels decrease more rapidly during recovery than mRNA
 (A-C) Profiles of pre-mRNA and mRNA for *HSP101*, *ROF1*, and *GOL51* during HL and REC. Data is presented as relative abundance compared to time 0. Points denote means, error bars denote standard error of the mean (n=3).

# Supplementary material for: Dynamics of mRNA fate during light stress and recovery: from transcription to stability and translation
**Source:** Plant J. 2023 Nov 10;117(3):818–39. doi: 10.1111/tpj.16531
**Supplement:** Supplementary file 4 — Figure S3. Representative RNA decay curves.

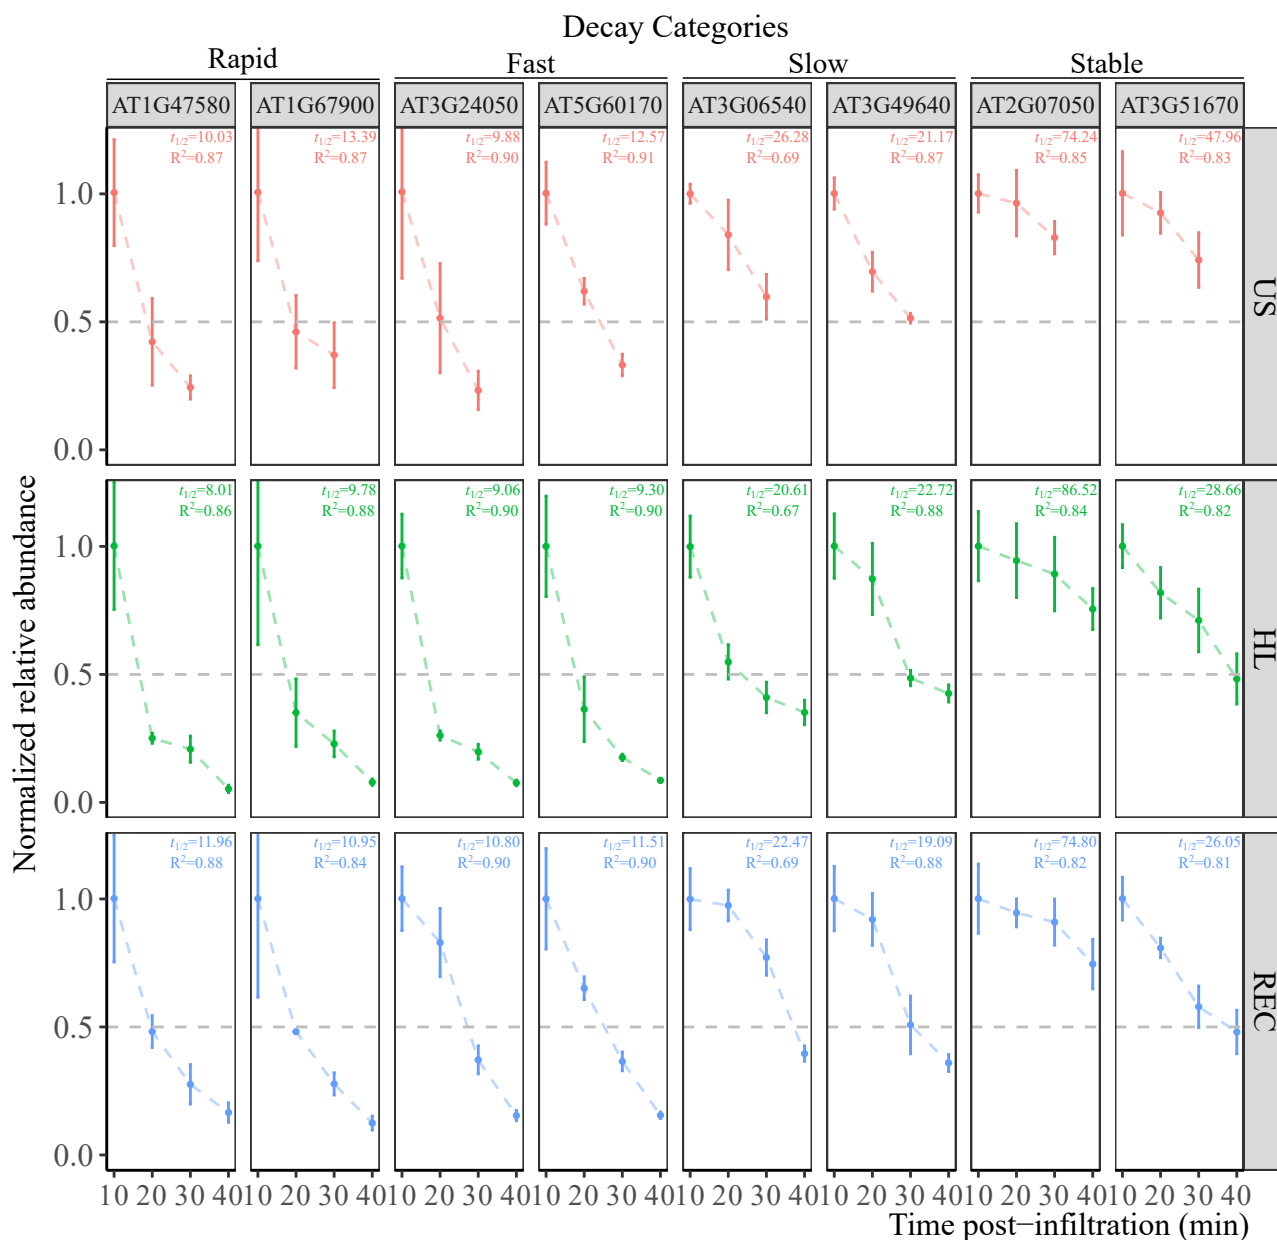

Figure S3. Representative RNA decay curves

Plots represent changes in normalized relative abundance for two example genes from each pattern of decay observed: rapid, fast, slow, stable. Points represent means, error bars represent standard error (n=3-4). Linear mixed-effects modelling was used to determine half-life values and the R-squared obtained for each model is shown.

# Supplementary material for: Dynamics of mRNA fate during light stress and recovery: from transcription to stability and translation
**Source:** Plant J. 2023 Nov 10;117(3):818–39. doi: 10.1111/tpj.16531
**Supplement:** Supplementary file 6 — Figure S5. Rapid recovery gene downregulation is dependent on the length of high light exposure in Arabidopsis.

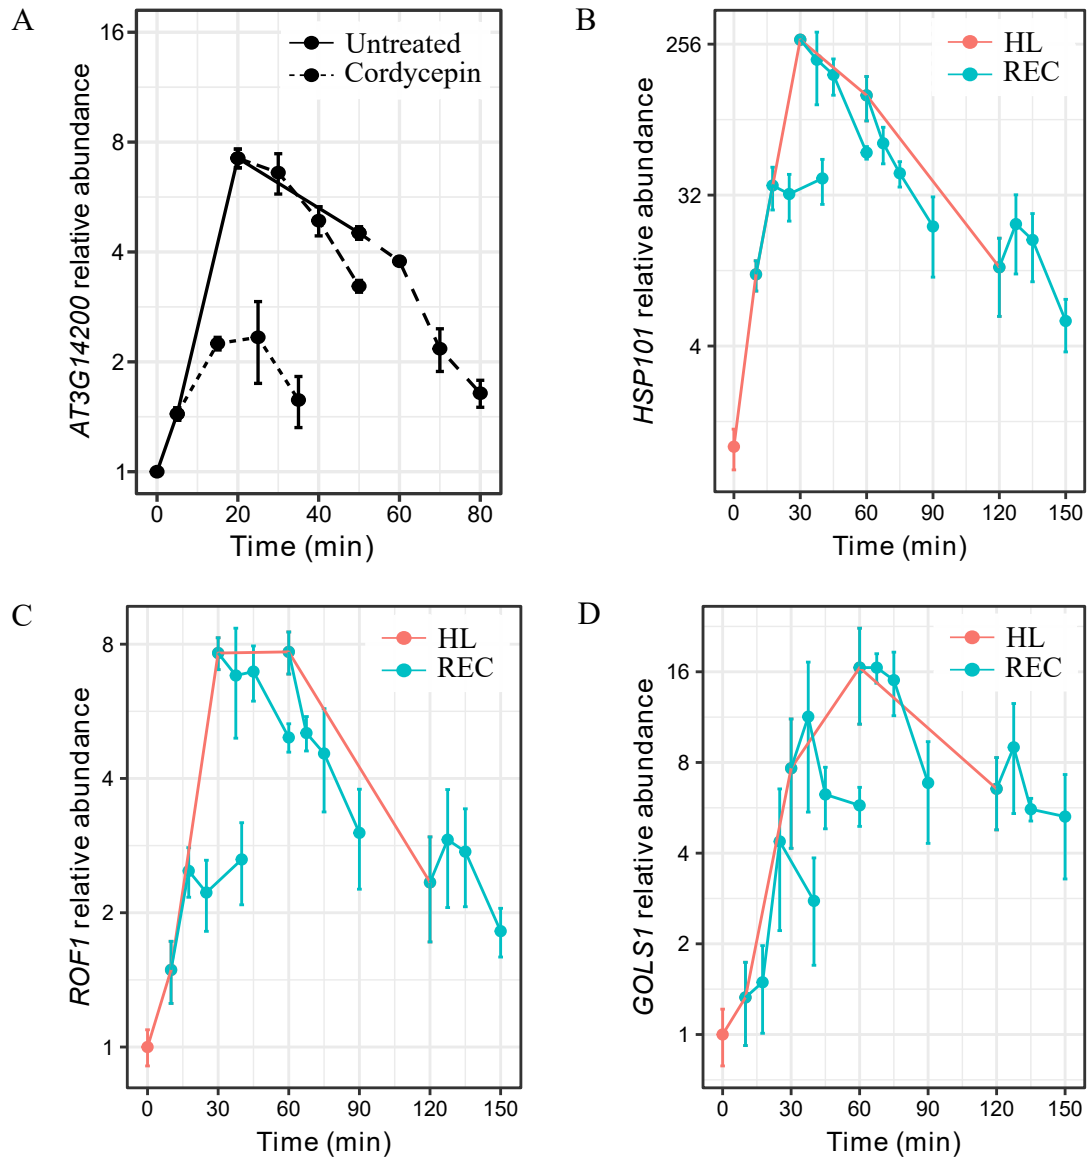

Figure S5. Rapid recovery gene down-regulation is dependent on the length of high light exposure in Arabidopsis

(A) Gene expression changes in *AT3G14200* following cordycepin infiltration carried out at 5, 20, and 50 minutes HL. Solid line denotes untreated leaves, dashed line denotes cordycepin-infiltrated samples.

(B-D) Gene expression profiles of *HSP101*, *ROF1*, and *GOLS1* during REC after various lengths of HL. Red lines denote HL, blue lines denote REC (initiated at 10, 30, 60, and 120 minutes). Points denote means, error bars denote standard error of the mean (n = 3).

# Supplementary material for: Dynamics of mRNA fate during light stress and recovery: from transcription to stability and translation
**Source:** Plant J. 2023 Nov 10;117(3):818–39. doi: 10.1111/tpj.16531
**Supplement:** Supplementary file 8 — Figure S7. Expression profiles of light‐induced total and polysome‐associated mRNAs during light stress and recovery in Arabidopsis.

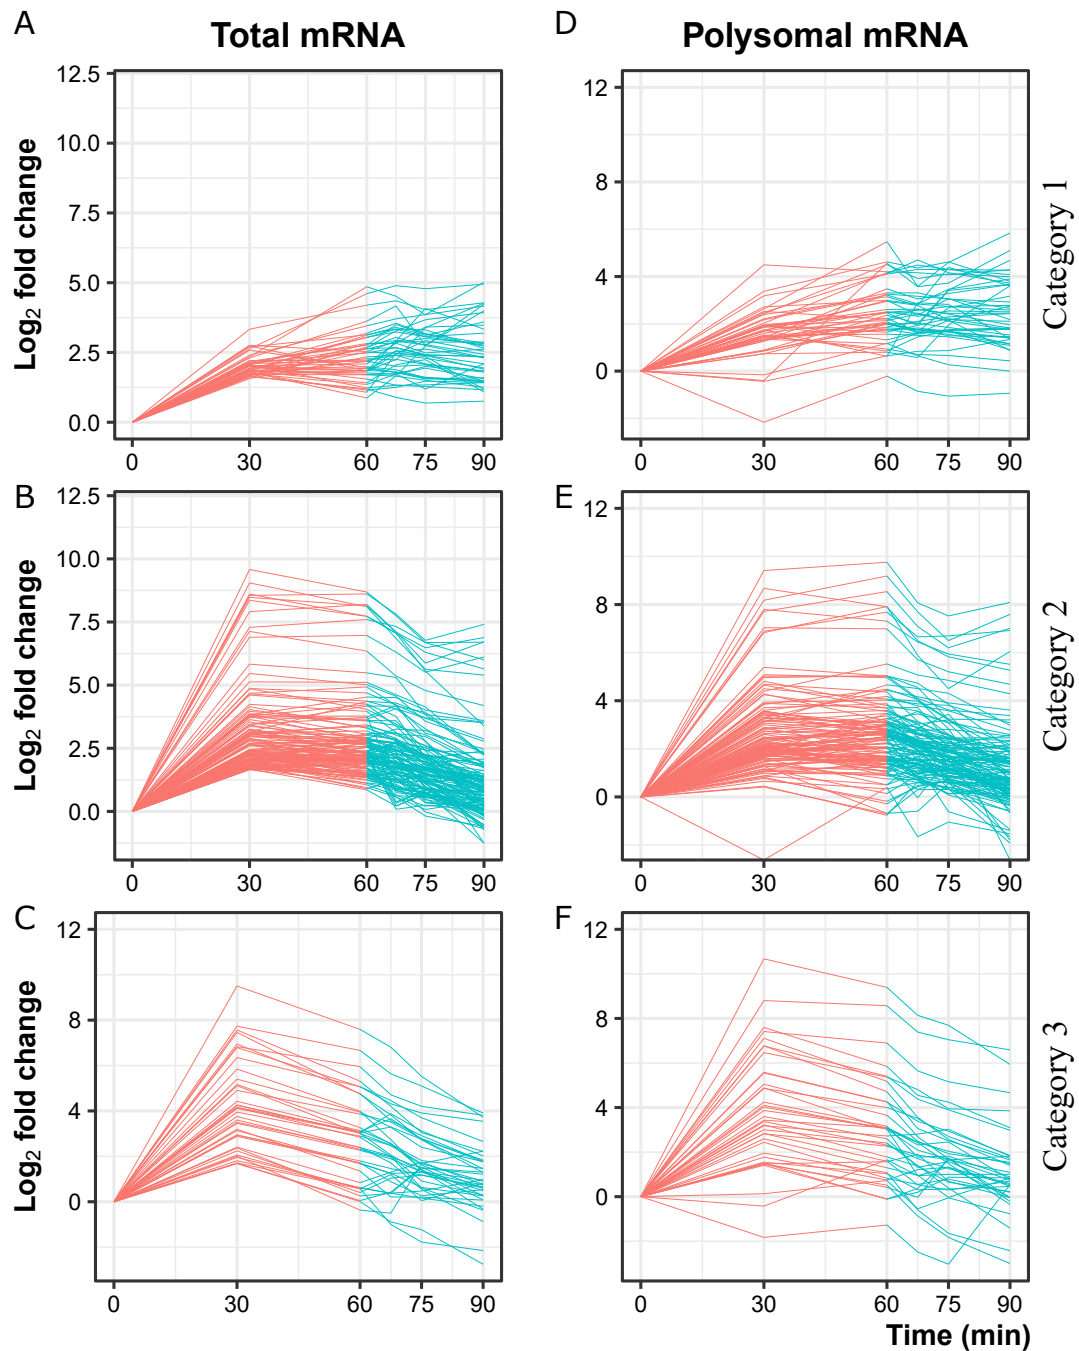

Figure S7. Expression profiles of light-induced total and polysome-associated mRNAs during light stress and recovery in Arabidopsis

(A-C) Genes induced by HL ($FC > 3$ after 30 mins) were categorised by their expression profiles in the total mRNA fraction. Category 1 genes remained elevated during REC. Category 2 genes were significantly down-regulated during REC. Category 3 genes were significantly down-regulated between 30 and 60 minutes HL ($n=3$).

(D-F) The corresponding changes in polysome-bound mRNA are displayed ($n=2$).

Lines represent mean relative abundance over time during HL (red) and REC (blue).

How the deposited data were processed for this re-analysis (not part of the article)

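Rosette leaves of Arabidopsis thaliana Col-0 were followed in 2 experiments, with 124 libraries in all, and every library was mapped to its condition from its label. In the decay experiment, 70 libraries come from mock and cordycepin leaves in unstressed light (US, 10, 20 and 30 min after infiltration), high light (HL, 10 to 40 min) and recovery (REC, 20 to 40 min, with the HL leaves at 10 min as its start), in experiments numbered 2, 3 and 4. Each group had 3 libraries, and HL at 30 and 40 min and REC had 4, of which 2 come from experiment 3. The labels give times 10 min lower than the paper, and the times of the paper are used here. In the polysome experiment, 54 libraries hold total, monosome and polysome RNA at 0, 30, 60, 67.5, 75 and 90 min with 3 replicates each.

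For the decay experiment the authors trimmed reads with Trim Galore and inspected them with FastQC (0.4.4 and 0.11.7 in the deposited notes, v0.6.4 and v0.11.8 in the paper), and the deposited values are estimated counts and effective lengths per transcript from kallisto, with no further scaling, for 48359 transcripts. They were summed here to 27655 genes as length-scaled TPM, computed here from the estimated counts and effective lengths, and rounded. Genes with at least 0.5 TPM in more than 6 of the 12 mock and cordycepin libraries at 10 min were kept, which left 17256. For the polysome experiment the authors deposited read counts per gene from featureCounts 2.0.0, as the file headers give it, with no normalization, for 32833 genes, of which 32548 match the reference by their identifier. From these, 16 ribosomal RNA genes were left out here. The authors also deposited a table of log2 fold changes between time points for total and polysome RNA and of log2 changes in relative polysome loading (RPL), which they made with edgeR. The same table holds the FDR (adjusted p-values) of those fold changes, as the authors computed them. It was used only for the correlations and shares set beside the paper's values.

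Library totals in the decay experiment ran from 4309314 to 10457453 for mock leaves (median 6253432) and from 2470769 to 15543095 after cordycepin (median 6789761). Total RNA libraries of the polysome experiment had 4505271 to 8030630 counts, monosome libraries 78169 to 1091809, polysome replicates 2 and 3 3213636 to 4591383, and polysome replicate 1 161425 to 360740. The paper leaves out polysome replicate 1 for its depth, and so do the tests here. Monosome libraries, which the paper does not report on, were compared with total RNA.

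Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and other steps numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. In the decay experiment, groups were compared with edgeR's robust quasi-likelihood test on all 70 libraries, with library sizes unscaled by TMM and the experiment as a block. Last and first time points were compared within mock and within cordycepin leaves of each condition, HL and US mock leaves at 10 min, and cordycepin and mock leaves at 6 condition and time pairs. In the polysome experiment, edgeR's filterByExpr and TMM preceded the same test, with n = 3 for total and n = 2 for polysome RNA. The change in RPL was tested as the interaction of fraction and time, with the plant pool of each replicate and time as a block. A gene was called at an adjusted p of 0.05 (Benjamini and Hochberg).

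Half-lives were fitted to cordycepin libraries after a correction for unwanted variation by RUVr with 1 factor, in an implementation written here after the published procedure. Counts were divided by a decay factor, the mean relative abundance of the 52 reference genes the paper names, and genes whose mean relative abundance reached 1.5 in any condition were left out. Counts of 0 were set to 0.5. A mixed model of log abundance on time with a random intercept per experiment gave the slope, and genes with p under 0.05 and a half-life of at most 1440 min were kept. This model was checked on simulated data against lmerTest 3.1.3 with lme4 1.1.37, with 200 of 200 genes on the same side of the threshold. Differences between slopes were tested in 1 model of both conditions with their interaction. REC and HL slopes were compared from 20 min on, without the 10 min libraries that both series share.

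On simulated counts with the depth of the deposited libraries, the test called 25.4% of genes given a 2-fold change and 74.2% given a 4-fold one in cordycepin HL leaves, and 23.9 and 77.3% in mock US leaves. For total RNA from 30 to 60 min it called 52.2 and 83.3%, for polysome RNA 10.4 and 74.2%, and for monosome against total RNA 0 and 25.8%. False calls numbered 0 to 5 among the genes left unchanged. The simulated difference of slopes was found in 39 of 200 genes, with 2 calls among those left unchanged.

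Mock and cordycepin leaves with the same experiment, condition and time come from the same plants. Deviations from the group mean had a median correlation of 0.289 between such leaves (29 of 35 pairs over 0.1) and of -0.102 between leaves of other plants of the same condition and time (12 of 90 over 0.1). The plant was therefore tried as a block for the comparisons of cordycepin with mock leaves. Replicate numbers of different times in the polysome experiment had correlations of these deviations from -0.316 to 0.637 in total and from 0.145 to 0.381 in polysome RNA. The medians were 0.21, 0.114 and 0.329 in total replicates 1, 2 and 3 and 0.277 in polysome RNA. Total RNA was fitted without a block because of this range, but the medians do not show that its samples are unpaired. In polysome RNA all 15 correlations were over 0.1, so by this measure the numbers pair the samples, and calls with the replicate number as a block stand beside those without it where the 2 part.

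The lists of genes and the tests were fixed before the data were examined, apart from the tests of the decay factor, of the polysome scaling and of the organelle counts, the comparison with the deposited table and that of RPL between replicates, which were chosen after the result was seen. The lists are heat shock and chaperones, light and oxidative stress, light harvesting and photosystems, RNA decay, SR splicing factors, chromatin and transcription coregulators, Aux/IAA, ethylene and gibberellin signalling, circadian clock, flavonoid and anthocyanin, wounding with touch and jasmonate, translation initiation with poly(A) binding, guard cell, phloem and dividing cell markers, the 52 reference genes, and chloroplast-encoded and mitochondria-encoded genes. Lists were tested with limma's camera, at its preset correlation and with an estimated one, and with fry, adjusted over lists and comparisons, and members were also adjusted over the list alone. Of the names written for the lists, 4 heat shock genes and 1 coregulator did not match the reference and were left out. Named in the text are every gene the paper names that was measured, members of these lists past the threshold (up to 6 per list and comparison by adjusted p) and any 2 that did not pass. Named too are, per comparison, the 8 genes up and the 8 down with the largest log2 fold change among those past the threshold, with the same sign in every experiment or replicate and a mean log2 CPM of at least 3. For half-lives these are the genes shown in the paper's Figure S3, the 8 shortest and 8 longest in US, and the 8 genes with the smallest p for a faster and for a slower decline in HL. The values in the paper had been seen when this rule was written.

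Alternatives were TMM or DESeq2 size factors, other filters on low counts, RUVr with other numbers of factors or none, no block, library sizes from the 52 reference genes, summed estimated counts, fits of the 2 groups alone, and each experiment or replicate left out in turn. For half-lives they also include other decay factors, exclusions, time windows and thresholds, and for RPL other thresholds, polysome replicate 1 included and a change in each of the 2 replicates. Library sizes summed over nuclear genes alone were chosen after the data were seen. The samples of each comparison of at least 3 libraries per group were also split in other ways, all of them where there are 10 or 35 and 100 drawn at random for slopes. Left out were the qRT-PCR measurements and the paper's list of genes downregulated in recovery, which are not used here. Libraries at 75 min entered the fits but no comparison.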

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

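The tests of the decay factor, of the scaling of polysome libraries and of the counts of organelle-encoded genes were chosen only after the result was seen.

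In 50 sets of 4 libraries of one group and one measure, 3 held a library far from the others, where chance gives about 1 in 20, or 2.5. Chloroplast-encoded genes made up 0.172% of the counts in replicate 1 of cordycepin HL leaves at 30 min, against 0.027 to 0.036% in the other libraries of the group. They made up 0.439% in replicate 1 of mock REC leaves at 40 min, against 0.045 to 0.07%. Replicate 3 of mock REC leaves at 40 min had a score of 40.31 on the second principal component, against 29.64 to 30.99.

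In 5 genes, GI and CPK23 among them, the slope after cordycepin differed between HL and US leaves in a mixed-model test of the difference itself. The smallest adjusted p of this mixed model was 0.05 after rounding, at the threshold, and no gene passed when any experiment was left out. Chloroplast-encoded genes, which the paper does not discuss, had a median log2 RPL change of -3.48 from 30 to 60 min (81 genes, limma camera adjusted p = 3.75e-99, adjusted p = 0.0926 with an estimated correlation). This RPL rests on replicates 2 and 3, where the share of these genes in the counts of total RNA went from 0.0272 to 0.367% and from 0.028 to 0.0744%, so that most of the change in total RNA is in 1 library at 60 min, and in polysome RNA from 1.53 to 1.01% and from 1.92 to 0.662%. In total RNA of replicate 1, which is not part of it, the share went from 0.376 to 0.0222%. The libraries were enriched for poly(A), and the share of ribosomal RNA moved likewise in total RNA. It went from 0.01 to 0.35% in replicate 2, from 0.01 to 0.05% in replicate 3 and from 0.53 to 0.02% in replicate 1. In polysome RNA it went from 4.74 to 5.47% and from 8.09 to 2.03% in replicates 2 and 3. No test here separates a change in organelle transcripts from uneven enrichment. Mitochondria-encoded genes had -2.74 (12 genes, limma camera adjusted p = 2.7e-16, adjusted p = 0.00757 with an estimated correlation), and their share in total RNA went from 0.00054 to 0.00267% in replicate 2 and from 0.000725 to 0.00125% in replicate 3, but from 0.00295 to 0.000795% in replicate 1, which is not part of it. Flavonoid and anthocyanin genes rose in total RNA from 30 to 60 min in 5 of 12 cases. In mock US leaves 7 of 22 wounding, touch and jasmonate genes rose between 10 and 30 min.

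Transcripts were lost faster in HL than in US leaves, with a median half-life difference of -3.809 min. Without the decay factor the difference was -4.098 min, and among genes above the median abundance -5.286 min, which argues against a decay factor that differs between conditions and against the loss of rare transcripts to 0 as its cause. That HL was followed to 40 min and US to 30 min stays open, since with HL fitted on 10 to 30 min the same genes had -1.051 min, between the bounds set for and against this explanation. A response of the leaves to light stays open too, and with 20 min as the start the difference was -0.5324 min.

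More genes had increased than decreased RPL from 30 to 60 min, 51.9% of those past 1.5-fold with TMM over both fractions. This share may follow from the scaling of polysome against total libraries, as it was 54.0% with DESeq2 size factors and 72.7% with library sizes alone. The noise of low counts stays open. The share was 46.6% among genes above the median abundance, under the bound set for this explanation, and 53.2% below it, but 58.5% among genes with a mean RPKM of at least 5. The RPL changes of replicates 2 and 3 had r = 0.00706 with each other, and 54.7 and 46.7% of the genes past 1.5-fold were increased in each alone. Counts of organelle-encoded genes are argued against as the reason for the higher share without TMM, since library sizes over nuclear genes alone gave 70.8%. A change in translation under light stays open, as no test here holds the scaling fixed by an outside standard.

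The correlation of total and polysome changes was lower from 30 to 60 min (0.271) and from 60 to 67.5 min (0.201) than from 0 to 30 min (0.651). The 60 min libraries that both periods share stay open as a cause, since r was 0.4322 from 30 to 67.5 min, without them, but 0.9787 with the replicate noise removed, where replicates of total RNA had r = 0.4965 (0.1405 from 30 to 60 min), and the bound set for this test was on r itself, which falls with smaller changes. Smaller changes against the same noise stay open, since with the replicate noise removed r was 0.8818 (95% interval from resampling genes, which are not independent, 0.755 to 1.03) from 30 to 60 min, against 1.077 and 1.189 from 0 to 30 and from 60 to 90 min. By the bound set for this test, 0.8818 lies too far below 1.077 for this explanation. A value of 1.189 shows that the estimate can err by nearly as much as that gap, so the bound was too narrow to decide. From 60 to 67.5 min, where replicates of total RNA had r = -0.135, no estimate could be made. Translation that departs from abundance in these periods could not be separated from this noise or from these libraries.

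Other splits of the same libraries were fitted for each count of genes. For mock HL, mock REC, cordycepin HL and cordycepin REC leaves, with 4 against 3 libraries, the real split alone, 1 of 35, reached its count, but only 12 of the 35 hold the real numbers of libraries per experiment, too few for a share under 0.05. The real counts and the highest other of these 12 were 3627 and 1733, 4064 and 528, 8060 and 6065, and 5335 and 5028, and the highest others of all 35 were 1733, 2710, 6693 and 5028. A split can hold all 3 libraries of the first time point in its group of 4, which nearly turns the real contrast round. The highest others of the 12 in cordycepin leaves ran that way, with 5730 up and 335 down in HL against the real 528 and 7532. In REC they were 4867 up and 161 down against 589 and 4746. These 2 counts therefore do not measure chance alone. For cordycepin against mock leaves with 4 against 4 libraries, the leaves pair by plant and only 8 splits part all 4 pairs as the real one does, too few for a share under 0.05. The real counts and the highest other of these splits were 11988 and 3649 at HL 40 min, 4859 and 5 at REC 20 min, and 10570 and 5344 at REC 40 min. Over all 35 splits, most of which keep both leaves of some plants together, the highest others were 5825, 743 and 6703, and splits that keep every pair together called 0.

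With 3 against 3 libraries there are only 10 splits, too few for a share under 0.05, and the real one was 1 of 10 with its count in each case but monosome RNA. The counts were 1435 (highest other 0) for mock US leaves, 2056 (131) for cordycepin US leaves and 2683 (1) for HL against US leaves at 10 min. For cordycepin against mock leaves they were 323 (7) at US 10 min, 4222 (15) at US 30 min and 1788 (3) at HL 10 min, and the highest other of the 4 splits that part all 3 pairs was 0 in each. In total RNA they were 1628 (0) from 0 to 30 min, 257 (0) from 30 to 60 min, 3 (0) from 60 to 67.5 min and 1726 (0) from 60 to 90 min.

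Monosome against total RNA had 0 genes by edgeR from 30 to 60 min (382 up and 277 down without adjustment, and 0 by DESeq2), which all 10 splits reached, and 1 split had 47, which points to a structure of the samples other than time. For slopes, the splits cannot exclude chance, and they can mix differences in level between the conditions into the slopes. Of 100 splits within time points 6 gave at least the 5 genes found between HL and US, the highest 3300. All 100 gave at least the 0 found between REC and HL by the mixed model from 20 min on (259 faster and 399 slower without adjustment), the highest 3720. These numbers point to a structure of the samples, and the split with 3300 genes had exchanged HL and US at 10 and 20 min and left most libraries at 30 and 40 min in place, so that differences in level between the conditions entered its slopes.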

How the results depend on the processing

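Library sizes over nuclear genes alone were chosen only after the result was seen.

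Of 643 alternatives to the 58 counts and main values, 448 kept the direction and the side of the threshold or stayed within the limits set for a value, 3 passed a threshold that the first value did not, 187 moved and 5 turned direction. Of 1317 alternatives to 113 list results the numbers were 1092, 0, 203 and 22, and of 5913 alternatives to 464 single genes and further values 5372, 20, 65 and 5, with 451 no longer past the threshold. The 13 counts of the decay experiment were compared as totals of genes up and down. These totals, and the calls summed over its lists and over its markers, were within 1.5 times under TMM, filterByExpr and RUVr-corrected counts with 1 factor. The split into up and down was not part of that comparison and did depend on TMM. Under TMM most calls went from up to down in mock HL and mock REC leaves. In cordycepin against mock leaves at the last REC time they went from mostly down to slightly more up than down. Such turns of a split are not among the counts tallied as turned. Of 95 single list results 10 moved and 5 turned direction under TMM, and 2 moved with those corrected counts. With the plant as a replicate block, which suits the paired leaves of cordycepin against mock, the counts changed by over 1.5 times only at HL 10 min among the 6 comparisons it was run on. In polysome RNA, where replicate numbers pair the samples, the replicate number as a block changed the call of HSP101 and PAL1 from 30 to 60 min and of no other single gene whose polysome value is printed, while members of the lists without a printed value were not looked at one by one. In what follows the value under the usual settings stands in brackets, counts are genes past the threshold, within an arm of the decay experiment for the last against the first time point, and where no smaller number of genes or samples is named the cause was not tested.

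With RUVr-corrected counts (3 factors) the values were mock US 3238 (1435), mock HL 6271 (3627), mock REC 6384 (4064), cordycepin US 3885 (2056), mock HL against US at 10 min 4950 (2683), cordycepin v mock at US 10 min 650 (323) and cordycepin v mock at HL 10 min 2954 (1788). The same setting gave marker calls 72 (46). With fits of the 2 groups alone (fewer samples) the value was cordycepin REC 1716 (5335). With library sizes from the 52 reference genes the values were cordycepin v mock at US 30 min 7590 (4222), cordycepin v mock at HL 10 min 3084 (1788), SR splicing factors in cordycepin v mock at REC 20 min 3 (7, direction turned), light harvesting and photosystems in cordycepin v mock at HL 40 min 5 (29, direction turned), light harvesting and photosystems in cordycepin v mock at REC 20 min 1 (15, direction turned), phloem markers in cordycepin v mock at REC 40 min 2 (4, direction turned) and reference genes of the study in cordycepin v mock at HL 10 min 2 (4, direction turned). Under it also stood reference genes of the study in cordycepin v mock at HL 40 min 11 (49, direction turned), reference genes of the study in cordycepin v mock at REC 20 min 2 (40, direction turned), reference genes of the study in cordycepin v mock at REC 40 min 6 (51, direction turned), reference genes of the study in cordycepin v mock at US 30 min 4 (32, direction turned) and ROF1 cordycepin v mock at HL 40 min -0.78 (0.25, direction turned). Library sizes from the 52 reference genes centre those same genes. The results of the reference genes themselves under that setting were thus fixed in advance and are no measure of sensitivity, though they are among the list results counted as turned. With the plant as a replicate block the value was cordycepin v mock at HL 10 min 2727 (1788). With TMM in the decay experiment the values were SR splicing factors in cordycepin HL 9 (7, direction turned), SR splicing factors in cordycepin REC 8 (4, direction turned), SR splicing factors in cordycepin v mock at HL 40 min 14 (12, direction turned), chromatin and transcription coregulators in mock HL 7 (4, direction turned) and light harvesting and photosystems in cordycepin HL 16 (5, direction turned).

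With the start at 20 min (fewer samples) the values were genes modelled in US 2786 (7188), median half-life in US (min) 14.72 (20.48), genes modelled in all 3 conditions 1427 (5113), median difference HL minus US (min) -0.5324 (-3.809), slopes HL against US 0 (5), r of half-life ratio and fold change 0.139 (-0.09942, direction turned) and destabilised share (%) 10 (81.967, direction turned). Under it also stood slow decay class (%) 65.94 (45.49) and list half-lives 0 (5). With all genes with a falling slope, whatever their p the values were genes modelled in US 14504 (7188), median half-life in US (min) 32.61 (20.48), genes modelled in all 3 conditions 11776 (5113), r of half-life ratio and fold change -0.04893 (-0.09942), destabilised share (%) 77.338 (81.967), slow decay class (%) 26.98 (45.49) and list half-lives 17 (5). The same setting gave half-life of circadian clock, US 83.27 (7.203, direction turned). With ordinary regression with no replicate block the values were median half-life in US (min) 17.82 (20.48), slopes HL against US 0 (5), r of half-life ratio and fold change -0.1307 (-0.09942), slow decay class (%) 23.54 (45.49) and list half-lives 0 (5). With A mean of at least 5 TPM (fewer genes) the values were median half-life in US (min) 26.26 (20.48), r of half-life ratio and fold change -0.05605 (-0.09942), slow decay class (%) 32.77 (45.49) and list half-lives 8 (5). With genes with a 0 left out (fewer genes) the values were median half-life in US (min) 24.57 (20.48), slopes HL against US 19 (5), r of half-life ratio and fold change -0.02525 (-0.09942) and slow decay class (%) 15.77 (45.49). With no decay factor the values were genes modelled in all 3 conditions 3318 (5113), slopes HL against US 31 (5), slow decay class (%) 8.228 (45.49) and list half-lives 3 (5). With HL and REC fitted on 10 to 30 min (fewer samples) the values were genes modelled in all 3 conditions 2303 (5113), slopes HL against US 0 (5), slopes REC against HL 417 (0), r of half-life ratio and fold change -0.02337 (-0.09942), slow decay class (%) 15.59 (45.49) and list half-lives 0 (5). With no RUVr correction the value was slopes HL against US 0 (5). With RUVr with 2 factors the values were slopes HL against US 17 (5), destabilised share (%) 82.192 (81.967) and slow decay class (%) 6.257 (45.49). With RUVr with 3 factors the values were r of half-life ratio and fold change -0.07524 (-0.09942), slow decay class (%) 37 (45.49) and list half-lives 3 (5). With the median decay factor the values were slopes HL against US 0 (5), slow decay class (%) 13.09 (45.49) and list half-lives 3 (5). With no exclusion of rising genes the values were slopes HL against US 10 (5) and slow decay class (%) 1.927 (45.49). With exclusion when any library reaches 1.5 (fewer genes) the values were slopes HL against US 22 (5), destabilised share (%) 100 (81.967), slow decay class (%) 9.738 (45.49), list half-lives 1 (5) and half-life of ethylene and gibberellin signalling, US 28.79 (11.01, direction turned). With average linkage the value was slow decay class (%) 99.61 (45.49).

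With DESeq2 the values were total RNA 30 to 60 min 473 (257), total RNA 60 to 67.5 min 50 (3), polysome RNA 30 to 60 min 82 (18), polysome RNA 60 to 67.5 min 3 (0), RPL change 30 to 60 min 6 (0), SR splicing factors in cordycepin HL 12 (7, direction turned) and SR splicing factors in cordycepin REC 8 (4, direction turned). The same setting gave SR splicing factors in cordycepin v mock at HL 40 min 14 (12, direction turned), chromatin and transcription coregulators in mock HL 9 (4, direction turned), light harvesting and photosystems in cordycepin HL 20 (5, direction turned) and XRN4 cordycepin HL 0.02 (-0.63, direction turned). With the replicate number as a block the values were total RNA 30 to 60 min 696 (257), total RNA 60 to 67.5 min 45 (3), polysome RNA 0 to 30 min 1105 (434), polysome RNA 30 to 60 min 416 (18), polysome RNA 60 to 67.5 min 17 (0), polysome RNA 60 to 90 min 827 (338) and list calls in total and polysome RNA 375 (209). This setting also gave marker calls in total and polysome RNA 5 (3). With library sizes without TMM the values were total RNA 60 to 67.5 min 19 (3), polysome RNA 60 to 90 min 220 (338), RPL 0 to 30 min (% increased) 30.6 (43.6), RPL 30 to 60 min (% increased) 72.7 (51.9) and RPL changed alone (%) 60 to 90 min 14.39 (13.42). With no low-count filter the values were total RNA 60 to 67.5 min 9 (3), polysome RNA 0 to 30 min 805 (434), polysome RNA 30 to 60 min 246 (18), polysome RNA 60 to 67.5 min 45 (0), polysome RNA 60 to 90 min 637 (338), r of total and polysome changes 0 to 30 min 0.2728 (0.6509) and r of total and polysome changes 30 to 60 min 0.08366 (0.2709). This setting also gave r of total and polysome changes 60 to 67.5 min 0.07187 (0.2014), r of total and polysome changes 60 to 90 min 0.2336 (0.5825), RPL change 30 to 60 min 12 (0) and list calls in total and polysome RNA 332 (209). With A mean RPKM of at least 5 (fewer genes) the values were total RNA 60 to 67.5 min 10 (3), r of total and polysome changes 0 to 30 min 0.8332 (0.6509), r of total and polysome changes 60 to 90 min 0.7154 (0.5825), RPL changed alone (%) 0 to 30 min 7.903 (14.74), RPL changed alone (%) 30 to 60 min 9.378 (16.18), RPL 30 to 60 min (% increased) 58.5 (51.9) and RPL changed alone (%) 60 to 90 min 7.595 (13.42). With polysome replicate 1 included the values were polysome RNA 60 to 67.5 min 2 (0), RPL changed alone (%) 30 to 60 min 13.36 (16.18) and RPL changed alone (%) 60 to 90 min 13.14 (13.42). With genes past the threshold in total or polysome RNA (fewer genes) the values were r of total and polysome changes 0 to 30 min 0.9297 (0.6509), r of total and polysome changes 30 to 60 min 0.936 (0.2709) and r of total and polysome changes 60 to 90 min 0.9047 (0.5825). With replicate noise removed the values were r of total and polysome changes 0 to 30 min 1.077 (0.6509), r of total and polysome changes 30 to 60 min 0.8818 (0.2709) and r of total and polysome changes 60 to 90 min 1.189 (0.5825). With A 2-fold threshold for RPL the values were RPL changed alone (%) 0 to 30 min 6.354 (14.74), RPL changed alone (%) 30 to 60 min 5.716 (16.18) and RPL changed alone (%) 60 to 90 min 5.115 (13.42). With A change in each of the 2 replicates the values were RPL changed alone (%) 0 to 30 min 5.949 (14.74), RPL changed alone (%) 30 to 60 min 6.562 (16.18), RPL changed alone (%) 60 to 90 min 4.502 (13.42) and RPL 60 to 90 min (% increased) 47.5 (56.2, direction turned). With library sizes over nuclear genes alone the values were RPL 0 to 30 min (% increased) 31.7 (43.6), RPL 30 to 60 min (% increased) 70.8 (51.9) and RPL changed alone (%) 60 to 90 min 14.35 (13.42). With fold changes from edgeR for RPL the value was RPL changed alone (%) 60 to 90 min 13.13 (13.42). With A 2-fold threshold for induction the values were light-induced genes 399 (212) and RPL of category 2 0.035 (0.074). With genes chosen from total replicate 1 alone the values were light-induced genes 373 (212) and RPL of category 3 -0.028 (0.133, direction turned). With RPL of the categories scaled without TMM the values were RPL of category 1 0.283 (0.117), RPL of category 2 0.248 (0.074) and RPL of category 3 0.298 (0.133). With categories from genes with a mean RPKM of at least 5 the value was RPL of category 2 0.047 (0.074). With RPL of the categories with polysome replicate 1 included the value was RPL of category 2 0.146 (0.074).

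With each experiment left out in turn (fewer samples) the ranges were mock US 341 (experiment 4) to 716 (experiment 2) against 1435, mock HL 1762 (experiment 3) to 2127 (experiment 2) against 3627, mock REC 738 (experiment 3) to 3294 (experiment 2) against 4064, cordycepin US 283 (experiment 3) to 1475 (experiment 4) against 2056 and cordycepin HL 5184 (experiment 3) to 7145 (experiment 4) against 8060. Further values are cordycepin REC 2807 (experiment 3) to 4048 (experiment 2) against 5335, mock HL against US at 10 min 1030 (experiment 3) to 1881 (experiment 4) against 2683, cordycepin v mock at US 10 min 12 (experiment 3) to 353 (experiment 2) against 323, cordycepin v mock at US 30 min 1776 (experiment 3) to 3530 (experiment 4) against 4222 and cordycepin v mock at HL 10 min 852 (experiment 3) to 1275 (experiment 2) against 1788. Further values are cordycepin v mock at REC 20 min 1141 (experiment 3) to 4073 (experiment 4) against 4859, cordycepin v mock at REC 40 min 6910 (experiment 3) to 10295 (experiment 2) against 10570, median half-life in US (min) 17.23 (experiment 4) to 18.93 (experiment 3) against 20.48, genes modelled in all 3 conditions 2667 (experiment 3) to 3423 (experiment 2) against 5113 and slopes HL against US 0 (experiment 2) against 5. Further values are r of half-life ratio and fold change -0.08717 (experiment 3) to -0.04802 (experiment 2) against -0.09942, slow decay class (%) 25.33 (experiment 2) to 38.85 (experiment 3) against 45.49, list half-lives 0 (experiment 2) against 5, list calls 814 (experiment 3) to 1239 (experiment 2) against 1446 and marker calls 26 (experiment 3) to 38 (experiment 4) against 46. Further values are light and oxidative stress in cordycepin REC 3 (experiment 4) to 7 (experiment 3) against 8, direction turned and light harvesting and photosystems in cordycepin HL 1 (experiment 4) to 7 (experiment 3) against 5, direction turned.

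With each replicate of the polysome experiment left out in turn the ranges were total RNA 0 to 30 min 633 (replicate 2) to 1432 (replicate 3) against 1628, total RNA 30 to 60 min 2 (replicate 2) to 362 (replicate 3) against 257, total RNA 60 to 67.5 min 0 (replicate 1) against 3, total RNA 60 to 90 min 609 (replicate 2) to 1746 (replicate 3) against 1726 and r of total and polysome changes 0 to 30 min 0.3482 (replicate 3) to 0.4907 (replicate 2) against 0.6509. Further values are r of total and polysome changes 30 to 60 min 0.1066 (replicate 3) to 0.2507 (replicate 2) against 0.2709, r of total and polysome changes 60 to 67.5 min 0.07832 (replicate 3) to 0.1976 (replicate 2) against 0.2014, r of total and polysome changes 60 to 90 min 0.3388 (replicate 2) to 0.4407 (replicate 3) against 0.5825, RPL changed alone (%) 0 to 30 min 20.52 (replicate 2) to 25.81 (replicate 3) against 14.74 and RPL changed alone (%) 30 to 60 min 21.89 (replicate 2) to 25.67 (replicate 3) against 16.18. Further values are RPL changed alone (%) 60 to 90 min 17.12 (replicate 3) to 17.26 (replicate 2) against 13.42, RPL 60 to 90 min (% increased) 50.2 (replicate 2) to 52.3 (replicate 3) against 56.2, RPL change 60 to 90 min against half-life ratio -0.0306 (replicate 3) to 0.225 (replicate 2) against 0.189, direction turned, RPL of category 1 0.09 (RPL replicate 3) to 0.317 (RPL replicate 2) against 0.117 and RPL of category 2 0.049 (categories replicate 2) to 0.091 (RPL replicate 2) against 0.074. Further values are RPL of category 2, 60 to 90 min -0.044 (RPL replicate 2) to 0.257 (categories replicate 2) against 0.193, direction turned, monosome RNA against total RNA 30 to 60 min 0 (replicate 2) to 47 (replicate 1) against 0 and ethylene and gibberellin signalling in total RNA 60 to 90 min 1 (replicate 2) to 4 (replicate 3) against 4, direction turned. Where this leaves 1 polysome replicate per time, no residual degrees of freedom are left and the value has no test, and no gene passed the RPL threshold on which a further alternative would rest, so neither has a value.

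Depth limits the monosome libraries most, with 78169 to 1091809 counts, and polysome replicate 1, with 161425 to 360740.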

Differences from the paper's values

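The comparison with the authors' deposited table was chosen only after the result was seen.

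Of 66 values of the paper that were also computed here, 10 differ. For the difference between REC and US half-lives, the paper's mean is -0.668 min and the value here 0.0266 min, the paper's median -0.509 min and the value here 0.196 min, and the paper's Cliff's delta -0.0326 and the value here 0.011. Values here varied between experiments by an SD of 3.46 min for the mean, 2.12 min for the median and 0.125 for delta. Of the alternatives set before the data were examined, all 3 values lie within the paper's by the rule used with 20 min as the start, exclusion of genes with any library at 1.5, a mean of at least 5 TPM, genes with a 0 left out, and without experiments 2 or 3. The mean alone does so too with RUVr with 2 factors, no decay factor and the median decay factor. Neither the median nor delta does with these, nor any of the 3 with no RUVr correction, RUVr with 3 factors, HL and REC fitted on 10 to 30 min, no exclusion of rising genes, ordinary regression, all genes with a falling slope, and without experiment 4.

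The paper keeps 9339 loci in all conditions after it leaves out rising ones, against 14010 here. The values come within 1.5 times with RUVr with 2 or 3 factors, no or the median decay factor, 20 min as the start, exclusion by any library at 1.5 (7640), a mean of at least 5 TPM (10100), genes with a 0 left out, and without experiments 3 or 4. They do not with no RUVr correction, HL and REC fitted on 10 to 30 min, no exclusion, ordinary regression, all genes with a falling slope, and without experiment 2. In Fig. 3c, read by eye, the paper's r of half-life ratio and fold change is about -0.02, against -0.0994 here. It lies within the spread with HL and REC fitted on 10 to 30 min (-0.0234) and with genes with a 0 left out (-0.0253), and differs with the other 14 alternatives, from -0.131 with ordinary regression to 0.139 with 20 min as the start.

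For the correlation of total and polysome changes, the paper's value from 0 to 30 min is 0.81 against 0.651 here, from 30 to 60 min 0.47 against 0.271, and from 60 to 90 min 0.77 against 0.583. With a mean RPKM of at least 5 the first and the last come within the spread (0.833 and 0.715), while 0.33 from 30 to 60 min does not. None of the 3 does without TMM, with DESeq2 size factors, no low-count filter, polysome replicate 1 included, without replicate 2 or 3, with the ratio of mean RPKM, among genes past the threshold, or with replicate noise removed. In the authors' deposited table r is 0.8064, 0.4748, 0.2493 and 0.7726 in the 4 periods, over the 14484, 14556, 14780 and 14874 genes with a value in both fractions, near the paper's.

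The paper finds 3.4 times as many genes with changed RPL as with changed total RNA from 30 to 60 min, against 1.94 here. It comes within 1.5 times with polysome replicate 1 included (2.81) and a 2-fold threshold (2.35), and does not without TMM, with DESeq2 size factors, no low-count filter, a mean RPKM of at least 5, without replicate 2 or 3, with a change in each of the 2 replicates, or with fold changes from edgeR. The paper counts 858 genes with increased RPL in that period, against 513 here among the 4936 genes with half-lives. The restriction to genes with half-lives is made here and not stated in the paper, and over all 16305 genes the number is 1717. The number comes within 1.5 times without TMM (884) and without replicate 2 (992) or 3 (1057), and does not with DESeq2 size factors (542), no low-count filter (511), a mean RPKM of at least 5 (249) and polysome replicate 1 included (254).

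The paper describes RPL as mostly lower in early HL and in REC and mostly higher in late HL. Here 43.6% of the genes past 1.5-fold were increased in early HL, 51.9% in late HL and 56.2% in REC, so that REC goes the other way, and a change in each of the 2 replicates gave 47.5% in REC. Among the 617 such genes above the median abundance 39.2% were increased in REC, and in replicates 2 and 3 alone 44.6 and 52.5%. In the authors' deposited table the shares are 38.16, 76.67 and 39.38%. The paper describes lower RPL in REC in all 3 categories of light-induced genes, and here the median was -0.077 in category 1, 0.193 in category 2 and 0.079 in category 3. Without RPL replicate 2 it was -0.044 in category 2, and without RPL replicate 3 it was 0.114 in category 1 and -0.053 in category 3. With categories from counts without replicate 1 it was 0.014 in category 1 and -0.095 in category 3. In category 1 it was also above 0 with a replicate block (0.046), with polysome replicate 1 in the RPL (0.117), and with categories from a mean RPKM of at least 5 (0.009) or without replicate 2 (0.009). For the counts of cordycepin REC leaves, the paper's are 584 up and 5178 down, against 589 and 4746 here, and RUVr-corrected counts with 1 factor gave 547 up and 5173 down.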

Other observations

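The comparison of RPL changes between replicates was chosen only after the result was seen.

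Transcripts encoded in the organelles had larger median changes than the median of all genes, with few single genes past a threshold in the fits without a block. In polysome RNA, chloroplast-encoded genes had a median log2 change of 0.80 from 0 to 30 min and -1.07 from 30 to 60 min, and mitochondria-encoded genes 0.82 and -0.97. Of 78 chloroplast-encoded genes, 1 rose from 0 to 30 min by edgeR (3 over the list alone), and from 30 to 60 min 10 were lower over the list alone (10 higher and 13 lower in these periods by edgeR with the replicate number as a block; limma camera adjusted p = 9.03e-27, adjusted p = 0.504 with an estimated correlation). In total RNA the medians of 57 chloroplast-encoded genes were 1.87 from 0 to 30 min, -0.01 from 30 to 60 min and -1.89 from 60 to 90 min (limma camera adjusted p = 0.904, 0.995 and 0.904 with an estimated correlation). Their share of the counts of total RNA stood at 0.376, 0.0272 and 0.028% in the 3 replicates at 30 min and at 0.0222, 0.367 and 0.0744% at 60 min, and in polysome replicates 2 and 3 at 1.53 and 1.92% and at 1.01 and 0.662%. The libraries were enriched for poly(A), and ribosomal RNA stood at 0.53, 0.01 and 0.01% in total RNA at 30 min and at 0.02, 0.35 and 0.05% at 60 min.

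The RPL of mitochondria-encoded genes was lower over the list alone in 5 of 12 cases from 30 to 60 min (limma fry adjusted p = 0.00823), and that of chloroplast-encoded genes in 61 of 81 (fry adjusted p = 0.186). From 60 to 90 min their medians were 1.46 and 1.88 (limma camera adjusted p = 0.05 and 0.465 with an estimated correlation). Against total RNA, monosome RNA had medians of -2.60 and -2.26 from 30 to 60 min. In the decay experiment, 49 chloroplast-encoded and 24 mitochondria-encoded genes were measured, and the first had 4 genes higher after cordycepin than after mock at HL 40 min (15 with TMM or DESeq2, 0 with library sizes from the 52 reference genes), where the median of all genes was -1.09.

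Changes in RPL were not shared between the 2 replicates. Their correlation over genes was -0.0666 from 0 to 30 min, 0.00706 from 30 to 60 min and -0.135 from 60 to 90 min, with the same sign in 44.8, 48.8 and 43.8% of genes. In replicate 2, 55.2, 54.7 and 44.6% of the genes past 1.5-fold were increased in the 3 periods, and in replicate 3 45.9, 46.7 and 52.5%. Among genes above the median abundance 46.8, 46.6 and 39.2% were increased, and below it 42.9, 53.2 and 60.1%.

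In monosome RNA against total RNA edgeR called 0 genes in each period. Without adjustment the counts were 231 up and 264 down from 0 to 30 min, 276 and 215 from 60 to 67.5 min and 143 and 531 from 60 to 90 min. DESeq2 also called 0 from 30 to 60 min, and without replicate 1 edgeR called 2 up and 45 down.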
